# Continuous transcriptome analysis reveals novel patterns of early gene expression in *Drosophila* embryos

**DOI:** 10.1016/j.xgen.2023.100265

**Published:** 2023-02-15

**Authors:** J. Eduardo Pérez-Mojica, Lennart Enders, Joseph Walsh, Kin H. Lau, Adelheid Lempradl

**Keywords:** single-embryo RNA sequencing, *Drosophila*, development, zygotic genome activation, sex-specific transcription

## Abstract

The transformative events during early organismal development lay the foundation for body formation and long-term phenotype. The rapid progression of events and the limited material available present major barriers to studying these earliest stages of development. Herein, we report an operationally simple RNA sequencing approach for high-resolution, time-sensitive transcriptome analysis in early (≤3 h) *Drosophila* embryos. This method does not require embryo staging but relies on single-embryo RNA sequencing and transcriptome ordering along a developmental trajectory (pseudo-time). The resulting high-resolution, time-sensitive mRNA expression profiles reveal the exact onset of transcription and degradation for thousands of transcripts. Further, using sex-specific transcription signatures, embryos can be sexed directly, eliminating the need for Y chromosome genotyping and revealing patterns of sex-biased transcription from the beginning of zygotic transcription. Our data provide an unparalleled resolution of gene expression during early development and enhance the current understanding of early transcriptional processes.

## Highlights

• An accessible RNA sequencing methodology for single *Drosophila* embryos
• A high-resolution, time-sensitive transcription dataset for early *Drosophila* embryos
• Identification of the earliest evidence of sex-biased transcription
• Dynamic expression patterns for thousands of genes during early development

## Introduction

In many animal species, the zygote relies on maternally deposited transcripts to progress through the earliest stages of development.^1^ It is not until later that the zygote takes control of its own development, a process referred to as the maternal-to-zygotic transition. An important element of this transition is the start of transcription from the zygotic genome, also referred to as zygotic genome activation (ZGA). Previous studies have shown that the ZGA is a progressive event. It starts with the transcription of just a handful of genes (minor ZGA) and increases to hundreds of genes shortly thereafter (major ZGA).^2^^,^^3^^,^^4^

In *Drosophila melanogaster*, it is generally accepted that *sisterless A* (*sis A*) and *snail* (*sna*) are transcribed early in development during nuclear cycle (NC) 8.^5^^,^^6^ Evidence suggests that *scute* (*sc*) is an additional early transcribed gene, but reports differ on the timing of transcriptional onset.^5^^,^^7^^,^^8^^,^^9^ The total number of zygotic transcribed genes reported to be expressed by NC 9 is 20 and increases to 63 by the end of NC 10.^4^ This so-called minor wave of transcription coincides with other important developmental processes, such as the migration of nuclei to the posterior pole of the embryo and the generation of pole cells.^10^ With the onset of the minor ZGA, nuclear cycles become progressively longer. While the first eight NCs on average take 8 min, the duration continuously increases until it reaches 65 min at NC 14.^10^ NC 14 marks the beginning of the major ZGA, and the number of genes transcribed increases significantly to 3,540.^4^ The major ZGA is accompanied by important developmental processes such as cellularization, first gastrulation movements, end of synchronous nuclear divisions, and the start of dosage compensation by Male-Specific Lethal (MSL) complex.^2^^,^^11^^,^^12^ Of note, sex-specific transcription is observed as early as NC 11.^2^ The exact onset and sequence of transcriptional events leading up to this differential gene expression remain poorly understood.

In parallel to ZGA, maternal transcripts are being degraded in an organized manner. This process of clearing the maternally deposited mRNAs is essential for proper development. It is important to note that the degradation of certain maternal transcripts occurs even in unfertilized eggs.^13^

### Design

The limited size of embryos and rapid progression of developmental processes make a quantitative assessment of transcriptional events challenging. Previous studies have investigated the timing, extent, and sex specificity of the ZGA using different methods such as RNA radioactive^14^ or metabolic labeling,^4^ *in situ* hybridization,^15^^,^^16^ RNA sequencing (RNA-seq),^2^^,^^17^ qPCR-based experiments,^9^ and direct count of mRNA molecules.^3^^,^^18^ Notably, all the different methods rely on the staging of embryos, which can be time consuming, error prone, and requires a well-optimized protocol to guarantee the fast collection of embryos when working with fresh samples. Currently, the only available option to avoid manual embryo staging is to rely on short egg-laying times and incubation to the desired developmental stages. The results of these studies, however, can be biased due to the rate of egg fertilization, regularity of oviposition, and embryo withholding. The latter has been shown to differ for more than 10 h in some *Drosophila* species.^19^ The technical difficulties of existing protocols have led to inconsistencies between findings from different laboratories. For instance, more than half of the transcripts assigned to the minor ZGA in one study^9^ were likely due to the contamination of a sample with an older embryo.^4^

To address these technical limitations and ensure increased data reproducibility, we developed a single-embryo RNA-seq method to measure zygotic transcripts on a continuous timescale. Using an analysis pipeline designed for single-cell RNA-seq, we utilize the transcriptome to determine the biological age and sex for each embryo, eliminating human and technical errors introduced by visual staging. The data produced using this method can be corroborated through comparison with published data and provide the first continuous timeline of transcript levels during early development (≤3 h) in *D. melanogaster*.

## Results

### Single-embryo RNA-seq

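Single-embryo RNA-seq was done with a modified CEL-Seq2 protocol, in which the polyadenylated RNA of each embryo receives a barcode and each molecule a unique molecular identifier (UMI) before the embryos are pooled. Reads that share a UMI are counted once. The embryos were sequenced as 2 libraries of 96 barcodes each, and the authors deposited the UMI counts that STARsolo gave for 17807 genes and 192 barcodes in each library, without normalization. They also deposited normalized values for 84 embryos of up to about 3 h and 7629 genes. Each of these values is the UMI count divided by the total of the embryo, multiplied by the smallest total among the 84 embryos (274491 UMIs), with 0.1 added, and is called a normalized count here. After 0.1 was subtracted, all values of an embryo were whole multiples of 1 step, to within 0.0001, so that the UMI count of every gene and the total of every embryo could be computed back. The totals ranged from 274491 to 2105275 UMIs per embryo with a median of 932058, and 5933 to 7389 genes per embryo had at least 1 UMI (median 6913). The paper states its sequencing depth in reads that passed quality control, and the values given here use UMIs. Each embryo was taken as 1 replicate, and the position in pseudo-time, the cluster and the sex of each embryo were taken from the paper's supplementary tables. Table S2 lists embryo X1A.22 at both position 1 and position 42 and lacks X1A.30, which Table S9 places in the last cluster. The second entry was left out and X1A.30 set at position 84, the order in which the columns of the deposited normalized table stand, so positions from 42 on are 1 lower than in Table S2, apart from X1B.12, since Table S2 prints position 82 for both X3A.07 and X1B.12. The barcodes of the raw counts were not assigned to embryos, so the library of each embryo was not used here. In cluster 5, the totals of the 3 females equal barcode totals of the second library. Those of its males other than X3A.11 equal barcode totals of the first, so sex differences in cluster 5 can reflect library too. In cluster 4, X2A.21 and X2A.18 match the first library, so differences from cluster 4 can partly reflect library. Genes were compared between groups of embryos with edgeR's quasi-likelihood F test on UMI counts with TMM factors, for the 7619 genes with at least 3 counts in at least 5 of the 84 embryos. A gene was called at a Benjamini-Hochberg adjusted p below 0.01 and a log2 fold change beyond 1 in either direction, the thresholds of the paper, whose own comparison is described as akin to DESeq2. Single values were compared between clusters, or between the sexes within a cluster, by permutation tests that were exact where all regroupings could be listed, and tests over several clusters permuted sex within each cluster. Tests were two-sided unless called one-sided. Chromosome positions refer to release 6 of the Drosophila melanogaster assembly; the positions of all 1994 genes that could be compared with Table S8 were identical. Limits and intervals that rest on counts cover counting error alone.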

In order to study early embryonic transcription in a continuous manner, we performed single-embryo RNA-seq on a total of 192 embryos. The embryos were collected from two different cages in three consecutive 1-h time intervals and allowed to develop further for 0, 1, or 2 h. This resulted in an approximate collection time window of 10 min to 3 h.

RNA was isolated from individual embryos to perform single-embryo RNA-seq using a modified CEL-Seq22 protocol.^20^^,^^21^ The sequencing data were analyzed using the RaceID/StemID/FateID single-cell analysis tool (Figure 1A).^22^ Embryos with less than 250,000 reads were excluded from the analysis, leaving 122 embryos for final analysis. 

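In the raw counts, 62 barcodes of the first library and 60 of the second had at least 250000 UMIs, which leaves 122 embryos. All 62 lay between barcodes 1 and 95, and all 60 between barcodes 97 and 191. Their totals had a median of 710909 UMIs in the first library and 971168 UMIs in the second. A minimum of 100000 UMIs left 129 embryos and a minimum of 500000 UMIs left 98.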

In total, we identified 9,777 genes with ≥3 unique molecular identifier (UMI) corrected read counts in ≥5 embryos. 

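With the counts as they stand, 9777 genes had at least 3 UMIs in at least 5 of these embryos. The count moved to 9780 genes when embryos down to 100000 UMIs were kept and to 9728 genes at a minimum of 500000 UMIs. Scaling every embryo to the smallest total before the minimum of 3 was applied gave 8535 genes.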

Unsupervised *k*-medoids clustering of our data, according to transcriptome similarities, resulted in 14 clusters (Figure 1B).

**Figure 1:**
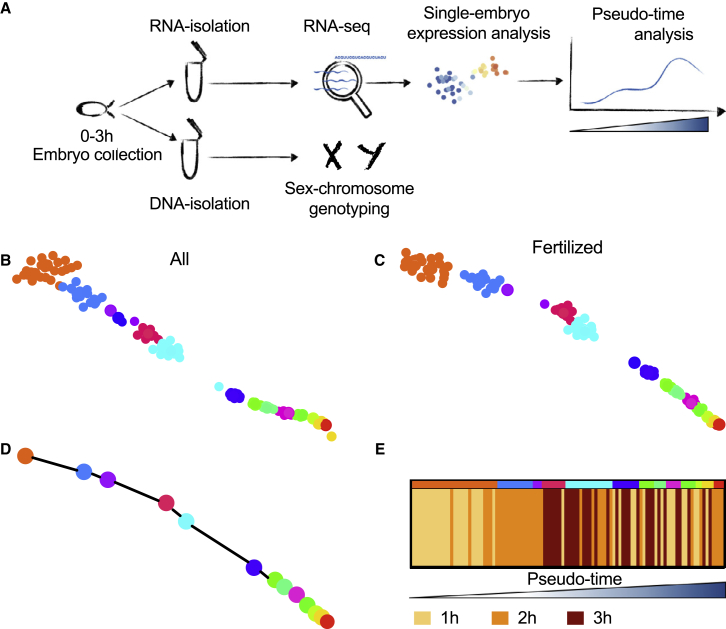
Single-embryo RNA-seq approach to bioinformatically identify developmental age (A) Schematics of methodology: single embryos are collected in 1-h intervals and aged up to 3 h. RNA and DNA are isolated from the same single embryos. DNA is used for genotyping the X and Y chromosomes, while RNA is processed using a modified CEL-Seq2 protocol to determine embryo age. (B and C) (B) t-SNE before (n = 122) and (C) after the removal of unfertilized eggs (n = 117) with clusters identified by k-medoids clustering indicated by different colors. (D) Lineage analysis by StemID2/FateID identified a single trajectory for all clusters (with n > 1 embryos) resulting in the ordering of embryos along a pseudo-time axis according to their age. (E) Comparison of the pseudo-time order with the actual collection time intervals. Ascending pseudo-time (embryo age) from left to right, colors in top bar indicate clusters from (C).

Dimensionality reduction of the single-embryo RNA-seq data using t-distributed stochastic neighbor embedding (t-SNE) produced a map where all samples assembled in a linear pattern (Figure 1B). A similar arrangement was confirmed by other dimensionality reduction methods, including a Fruchterman-Reingold force directed layout and principal-component analysis (PCA) (Figures S1A and S1B).

We then used StemID2, an algorithm developed for the derivation of differentiation trajectories in single-cell data, to generate a lineage tree object, where each embryo receives a relative coordinate on the inferred inter-cluster links according to their transcriptome. The ordering of embryos along this computed developmental trajectory is also called pseudo-time. Because mated females can lay unfertilized eggs, which would compromise our analysis, we identified and excluded such embryos based on their position in the pseudo-timeline and the lack of expression of previously reported early transcribed genes (e.g., *scw*, *sc*, and *esg*). At the beginning of development, mRNA decay is the dominating process determining the pseudo-temporal ordering of samples in our analysis. It was previously reported that the decay of certain maternally deposited transcripts occurs even in unfertilized eggs^13^; however, only fertilized eggs will start transcribing genes. This allows us to identify and exclude samples that, due to mRNA decay patterns, are assigned a high pseudo-time but lack expression of these early expressed genes (Figures S1C–S1E). The number of unfertilized eggs (n = 5) in our dataset matches the actual fertility rate measured on the same day as sample collection (Figure S1F). 

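Among the 84 embryos of up to about 3 h, 47 came from cage A and 37 from cage B. Their median totals were 946117 and 924181 UMIs. The median position in pseudo-time was 35 for cage A and 50 for cage B, a difference that a permutation test did not separate from chance (p = 0.115). With cluster as a factor, edgeR called 0 of 7619 genes between the cages, and 450 genes had an unadjusted p below 0.05. DESeq2 also called 0 genes, with 435 genes at an unadjusted p below 0.05. The count stayed at 0 when the collection interval was added to the edgeR model, where 465 genes had an unadjusted p below 0.05, and without TMM factors, where the number was 414. The median absolute log2 fold change between the cages was 0.06, and the lowest adjusted p of the edgeR fit was 0.358.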

Analyzing only fertilized embryos resulted in a layout similar to the one observed for all samples (117 embryos, Figure 1C), and both t-SNE and pseudo-time analysis show that there is no cage batch effect in either analysis (Figures S1G and S1H).

For our purposes, pseudo-time encompasses the time it takes from the earliest embryo measurements, 10 min after fertilization (i.e., a 10-min delay is necessitated by sample processing time), to the developmental stage represented by the last embryo on the spanning tree (Figure 1D). We subsequently compared this computationally derived pseudo-timeline with our three sample collection time intervals. 

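The position of the 84 embryos in pseudo-time rose with the interval of collection, with Spearman's rho = 0.62 and Pearson's r = 0.63. Both permutation p-values were 1e-05, the smallest that 100000 permutations can give. Within cage A (n = 47) rho was 0.66 and r was 0.63 (permutation p = 1e-05 and 2e-05), and within cage B (n = 37) rho was 0.57 and r was 0.60 (permutation p = 0.00035 and 0.00012). Without the 2 embryos farthest from the median position, both coefficients were 0.66. The first 21 positions held 18 embryos collected at 0-1 h and 3 collected at 1-2 h, and the next 21 held 5 and 16. The following 21 held 1 embryo of 0-1 h, 7 of 1-2 h and 13 of 2-3 h, and the last 21 held 4, 7 and 10. Of the 28 embryos collected at 0-1 h, 23 lay in cluster 1 and 3 in the last cluster, and the latest of them, which Table S2 lacks, took position 84. The earliest embryo collected at 2-3 h took position 50. These counts refer to the embryos of up to about 3 h alone.

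**Figure D1:**
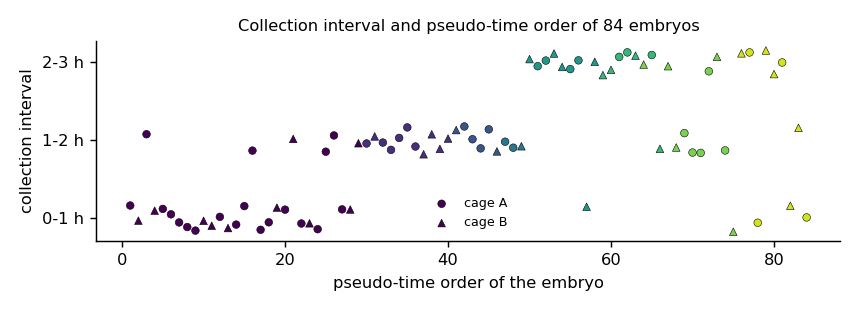
Pseudo-time order of 84 embryos (x axis) by collection interval (y axis), coloured by cluster, with a separate symbol for each cage; the vertical scatter within an interval only separates the points. Embryos of the 0-1 h interval run from position 1 to position 84.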

Even though embryos were collected in three defined 1-h intervals, their position in pseudo-time was not restricted to their respective collection time windows (Figure 1E; Table 1). These results confirm the propensity of mated females to withhold fertilized eggs for extended periods of time. To avoid contamination of samples by withheld embryos, published related methods currently rely on hand staging the developing embryos. Our method enables us to identify these withheld embryos and to assign them to their correct developmental times without the use of labeling protocols or the need to hand stage the embryos. Together, these results show that we have successfully developed a single-embryo RNA-seq protocol and analysis pipeline for characterizing the developmental progress within single embryos.

**Table 1:** Number of embryos in each quartile of the pseudo-time by collection time

Pseudo-time quartiles (Q)	Number of embryos in collection time intervals		
	0–1 h	1–2 h	2–3 h
Q1	22	4	0
Q2	2	17	7
Q3	5	7	14
Q4	10	6	10

### Single-embryo sequencing and pseudo-time analysis allow for the continuous assessment of transcription profiles during early embryogenesis

Next, to investigate the expression of genes across early development, we focused our analysis only on embryos up to approximately 3 h of age (84 embryos). This analysis revealed nine stable clusters of embryos based on their transcription (Figures 2A and 2B) and provided a more refined look at the developmental trajectory. 

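The 84 embryos comprised 29 in cluster 1, 11 in cluster 2, 6 in cluster 3, 3 in cluster 4, 9 in cluster 5, 7 in cluster 6, 10 in cluster 7 and 9 in the last cluster, which the tables of the paper number 8 and its text 9, or 8 where it describes roX1. The depth was lower from cluster 4 on. The median total was 1090985 UMIs in cluster 1 (310042 to 1981304), 1134876 in cluster 2 (864311 to 1697587), 924848 in cluster 3 (274491 to 1343000) and 707332 in cluster 4 (382923 to 946117). In cluster 5 it was 656524 UMIs (305759 to 2105275), in cluster 6 550199 (383972 to 1053713), in cluster 7 851130 (446280 to 2074980) and in cluster 9 644441 (450632 to 948692). The median number of genes with at least 1 UMI stayed between 6620 in cluster 6 and 7014.5 in cluster 7. Sex had been determined by genotyping for 31 male and 30 female embryos, and 23 embryos of cluster 1 were not genotyped.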

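A principal-component analysis of the 84 embryos, on log2 normalized counts, placed 58.7% of the variance on the first component, 14.8% on the second and 3.67% on the third. The clusters were defined by the authors from the same expression values, so the p-values of comparisons between clusters do not come from groups set independently of the data.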

To determine if the computationally derived pseudo-time was in agreement with the biological age of the embryos, we assessed the expression of genes that have been previously reported to be activated during the minor^4^ or major^3^ wave of ZGA (Table S1). Plotting the combined expression of these genes onto our two-dimensional layout (Figures 2C and 2D) and along the pseudo-timeline (Figures 2E and 2F) reveals that these two major transcriptional events coincide with the increased distance in our t-SNE map between clusters 1 and 2 and 4 and 5. This is expected as gaps are expected between major transcriptional shifts, and their presence within our pseudo-timeline validates our computational approach.

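The summed normalized counts of the 20 minor ZGA genes of Table S1 were 8.10 ± 5.10 in cluster 1 (SD, n = 29 embryos) and 123 ± 42.4 in cluster 2 (n = 11), a log2 ratio of 3.93 (permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 7e-05 over 14 comparisons). The sums were 497 ± 79.7 in cluster 3 (n = 6), 1406 ± 217 in cluster 4 (n = 3) and 1692 ± 163 in cluster 5 (n = 9). They fell to 882 ± 150 in cluster 6 (n = 7) and 474 ± 77.9 in cluster 7 (n = 10), and were 533 ± 50.4 in cluster 9 (n = 9). The log2 ratio was 2.01 from cluster 2 to 3 (exact permutation test, adjusted p = 0.000175) and 1.50 from cluster 3 to 4 (exact permutation test, adjusted p = 0.0152). With each gene expressed as a share of its own total, the first of these ratios moved most, to 4.43, and all 3 steps kept their direction and an adjusted p below 0.05, as they did with TMM-scaled counts. The 17 major ZGA genes summed to 75.8 ± 6.54 in cluster 1, 56.1 ± 7.88 in cluster 2, 34.6 ± 5.64 in cluster 3 and 44.5 ± 22.7 in cluster 4. Meltrin accounted for 3501 UMIs in cluster 1 and spi for 4287. From Figures 2E and 2F, the paper states that the increases in minor and major ZGA genes coincide with the wider gaps in the t-SNE map between clusters 1 and 2 and between clusters 4 and 5, and it takes these gaps as what a large transcriptional shift would leave in the pseudo-timeline.

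**Figure D2:**
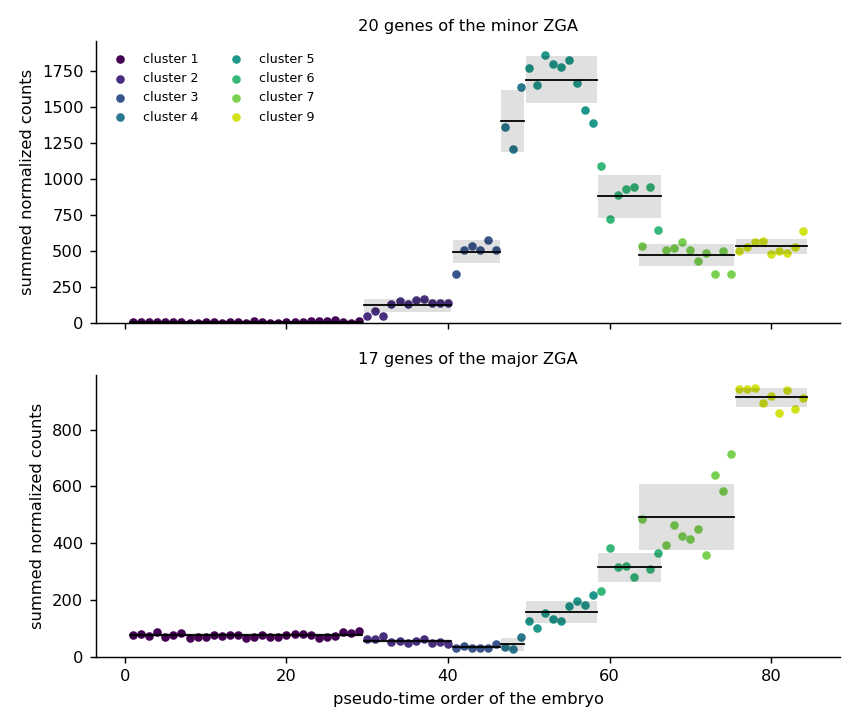
Summed normalized counts of the 20 minor ZGA genes (top) and the 17 major ZGA genes (bottom) in each of 84 embryos against pseudo-time order, coloured by cluster. The minor ZGA sum is highest in cluster 5 (mean 1692) and the major ZGA sum in cluster 9 (mean 914).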

**Figure 2:**
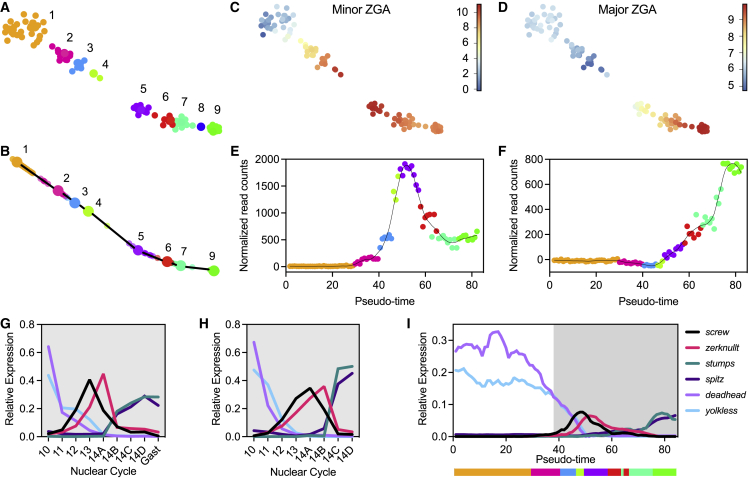
The continuous sequence of the ZGA (A) t-SNE map visualization of embryos 10 min to 3 h old with k-medoid clustering indicated by different colors. (B) Lineage analysis showing a single trajectory for all clusters (n > 1 embryos per cluster) leaving a total of eight clusters (n = 84). (C and D) t-SNE map with coloring of individual dots according to the combined log2-transformed expression for 20 or 17 genes expressed during the minor (C) or major (D) wave of the ZGA (Table S1). (E and F) Normalized read counts of minor (E) and major (F) ZGA genes for each embryo plotted along the pseudo-time order. The line represents the local regression of expression values on the ordered embryos. (G–I) Relative expression of select genes from manually staged embryos reported by (G) Sandler and Stathopoulos,^3^ (H) Lott et al.,^2^ or (I) our computational age (pseudo-time). Gast, gastrulation. Gray background indicates the same developmental times included across datasets. For reference, the bar below the x axis in (I) indicates clusters according to their color. Normalized reads ordered by pseudo-time, and gene details can be found in Tables S7 and S8.xlsx.

Plotting gene expression values along the pseudo-time axis provides a detailed insight into the dynamic expression patterns of these early transcribed genes. The published minor ZGA gene dataset^4^ utilized in this analysis covered a tight developmental time window between NC 7 and 9, providing a static picture of an approximately 30-min-long developmental window. In contrast, our analysis provides previously unprecedented resolution of the minor ZGA, showing a staggered onset of transcription for these genes (Figures S2A and S2B). 

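Onset was taken as the first position in pseudo-time at which the running median over 5 embryos reached 20% of its maximum. For the 20 minor ZGA genes the onset ranged from position 23 to position 62, with a median of 42. It fell in cluster 1 for 1 gene (CG16813, position 23), in cluster 2 for 4 genes (amos at 32, CG18269 at 33, sc and zen2 at 34), in cluster 3 for 10 genes and in cluster 4 for 4 genes (Elba3, bnk, dunk and bard, all at 47). The last onset was that of E(spl)m4-BFM in cluster 6. Onset by this rule depends on each gene's own maximum, so it can lie after the first rise. E(spl)m4-BFM had already risen from 1.37 normalized counts in cluster 1 to 14.7 in cluster 2, and edgeR called all 20 genes higher in cluster 2. CG16813 had 32 UMIs over the 29 embryos of cluster 1 and reached a mean of 3.95 ± 1.73 normalized counts (SD, n = 3) at its highest, in cluster 4.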

Intriguingly, many of the 20 minor ZGA genes share a similar sharp, transient peak of expression within the 3-h time window, indicative of their roles in early developmental processes. 

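In cluster 9, the means of 17 of the 20 genes were below 20% of their highest cluster mean. The highest mean lay in cluster 3 for 1 gene, in cluster 4 for 8 genes, in cluster 5 for 8 genes, in cluster 7 for 1 gene and in cluster 9 for 2 genes. For example, bnk (chromosome 3R, 31193362 to 31194389) fell from 384 ± 68.2 normalized counts in cluster 5 (SD, n = 9) to 0.509 ± 0.361 in cluster 9 (n = 9), or 0.132% of its highest mean. CG15876 fell from 252 ± 35.8 to 0.613 ± 0.439 between the same clusters. The highest level in cluster 9 among the 17 genes was that of sc, at 15.7% of its highest mean. sc had fallen to 1.34 normalized counts in cluster 6 and rose again to 23.3 in cluster 9.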

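E(spl)m4-BFM (chromosome 3R, 26023821 to 26024579) was highest in cluster 9, with 416 ± 44.7 normalized counts (SD, n = 9). Its mean in cluster 5 was 0.722 of that in cluster 4. sisA (chromosome X, 11321579 to 11322357) reached 20.0 ± 6.51 normalized counts in cluster 7 (n = 10) and kept 67.9% of that in cluster 9. These means pool the sexes, whose numbers differ between clusters. Female means of sisA were 28.3 in cluster 6 (n = 2), 23.2 in cluster 7 (n = 7) and 13.5 in cluster 9 (n = 5). Male means were 10.0 (n = 5), 12.5 (n = 3) and 13.7 (n = 4) in the same clusters. CG6885 (chromosome 3L, 18744488 to 18745699) was highest in cluster 5 with 23.8 ± 4.78 normalized counts (n = 9), and still had 18.8 in cluster 6 and 15.0 in cluster 7. In cluster 9 its mean was 0.524 ± 0.257 (n = 9), which is 2.20% of its highest mean. A further gene, l(1)sc (chromosome X, 409721 to 410817), also had its highest mean in cluster 9, with 66.0 ± 21.3 normalized counts (n = 9), after a mean in cluster 5 that was 0.0362 of that in cluster 4.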

The exceptions are *E(spl)m4-BFM*, a member of the Notch signaling pathway; *sisA*, a gene involved in sex determination; and *CG6885*, a gene of unknown function.

To identify the start of the major ZGA in our timeline, we used the combined expression levels of 17 genes that reportedly increase (≥5-fold) between NC 14A and NC 14B (Figures 2D and 2F). These genes show increased expression at the transition from cluster 4 to 5 in our data (Figure 2F). 

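The sum over the 17 genes rose to 158 ± 39.3 normalized counts in cluster 5 (SD, n = 9), 3.54 times the mean of cluster 4, a log2 ratio of 1.82 (exact permutation test, p = 0.00455, adjusted p = 0.00636). Leaving out each of the 3 embryos of cluster 4 in turn gave log2 ratios between 1.59 and 2.32. The sum went on to 315 ± 50.4 in cluster 6 (n = 7), 494 ± 116 in cluster 7 (n = 10) and 914 ± 32.6 in cluster 9 (n = 9), with an exact permutation p of 8.74e-05 for the step from cluster 5 to 6. Of the 17 genes, 14 had a higher mean in cluster 5 than in cluster 4, and of these stumps, ind, tin and tup had 0 UMIs in cluster 4. edgeR called 4 of them higher in cluster 5 (spi, grh, phm and tup), and DESeq2 called 3. spi (chromosome 2L, 19567900 to 19577315) had a log2 fold change of 2.75 (SE 0.24, edgeR adjusted p = 8.57e-09).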

Although the published gene list was curated using embryos within a 15-min developmental time window, carefully staged according to time elapsed in interphase, nuclear elongation, and progression of cellularization,^3^ our continuous analysis shows that some of these genes actually increase transcription at earlier time points (Figures S2C and S2D). 

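The onset fell before cluster 5 for 2 of these genes, in cluster 5 for 4, in cluster 6 for 6, in cluster 7 for 4 and in cluster 9 for 1. Meltrin was present from the start of the pseudo-time, and edgeR called it lower from cluster 2 to 3 and from cluster 3 to 4. grh (chromosome 2R, 17801132 to 17842820) had its onset at position 49, in cluster 4. Its log2 fold change was 2.85 from cluster 2 to 3 (SE 0.39, edgeR adjusted p = 4.01e-06) and 2.73 from cluster 3 to 4 (SE 0.33, edgeR adjusted p = 7.33e-08). wntD was called higher by edgeR from cluster 1 to 2 on the strength of very few molecules, with 1 UMI over the 29 embryos of cluster 1, and DESeq2 did not call it. As a sum, the 17 genes did not rise detectably from cluster 3 to 4 (log2 ratio 0.36, exact permutation test, p = 0.357), and without the third embryo of cluster 4 this ratio changed its sign to -0.13.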

Taken together, our results provide the most detailed picture of the onset and dynamics of expression of previously reported ZGA transcript levels during early development that has been reported to date.

To confirm the dynamic nature of expression patterns uncovered in our dataset, we compared the expression dynamics among a select group of genes that are known to be transcribed early (*screw*, *zerknullt*, *spitz*, *deadhead*, *stumps*, and *yolkless*). These genes were previously shown to exhibit dynamic expression during development in different datasets that relied on the visual assessment and manual separation of samples into specific developmental categories or stages.^2^^,^^3^ We plotted the normalized expression levels for these genes, according to the stages disclosed in datasets published by Sandler and Stathopoulos^3^ (Figure 2G) and Lott et al.^2^ (Figure 2H) and according to our new computationally determined timeline (Figure 2I). Graphs revealed that the transcriptional changes uncovered by our pseudo-time order are in good agreement with the previously published data. 

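The zygotic gene scw rose from 0.220 ± 0.228 normalized counts in cluster 1 (SD, n = 29) to 93.7 ± 12.4 in cluster 4 (n = 3) and was back at 0.228 ± 0.291 in cluster 9 (n = 9). zen reached 63.3 ± 15.0 in cluster 5 (n = 9) from 0.315 ± 0.259 in cluster 1 (n = 29), and had 0.331 ± 0.325 in cluster 9 (n = 9). spi fell from 37.7 ± 4.79 in cluster 1 (n = 29) to 9.81 ± 0.678 in cluster 4 (n = 3) before it rose to 371 ± 32.9 in cluster 9 (n = 9). stumps had 1 UMI over the 29 embryos of cluster 1 and reached 9.81 ± 2.72 normalized counts in cluster 9 (n = 9). The maternal transcript dhd dropped from 676 ± 146 in cluster 1 (n = 29) to 24.5 ± 7.46 in cluster 4 (n = 3) and 5.39 ± 1.19 in cluster 9 (n = 9). yl dropped from 130 ± 24.7 in cluster 1 (n = 29) to 2.46 ± 1.05 in cluster 5 (n = 9).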

Pseudo-time order, cluster number, and sample ID for each embryo are shown in Table S2. Together, the results show that our method provides a high-resolution, time-sensitive picture of transcriptional events during early embryonic development.

### Single-embryo RNA-seq reveals novel early transcribed genes

To determine if our method can identify novel early expressed genes, we compared expression of genes between embryos from cluster 1 and cluster 2 of the t-SNE map displayed in Figure 2A. 

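Between the 29 embryos of cluster 1 and the 11 of cluster 2, edgeR called 77 genes higher and 292 lower in cluster 2. Both of the paper's thresholds were used, and of the 64 genes listed for this comparison in Table S3 that occur among the tested genes, all 64 were among the 77. DESeq2 moved the number of higher genes most, to 66, all of them among the 77. The 5 called genes with the largest fold changes among those whose embryos did not overlap between the clusters were ato, ac, scw, amos and nullo. ac (chromosome X, 370031 to 370947) had a log2 fold change of 5.52 (SE 0.36, edgeR adjusted p = 1.59e-17) with 4 UMIs in cluster 1 and 151 in cluster 2. scw had a log2 fold change of 5.25, amos of 5.18 and nullo of 5.11, all with at most 15 UMIs in cluster 1.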

Within our dataset, we found the differential upregulation of transcription for 66 genes (adjusted p [padj] <0.01, Log2FC > 1) in this time frame (Figure 3A; Table S3). Over-representation analysis (ORA) shows that these genes are involved in sex determination and developmental processes (Figure 3B).

**Figure 3:**
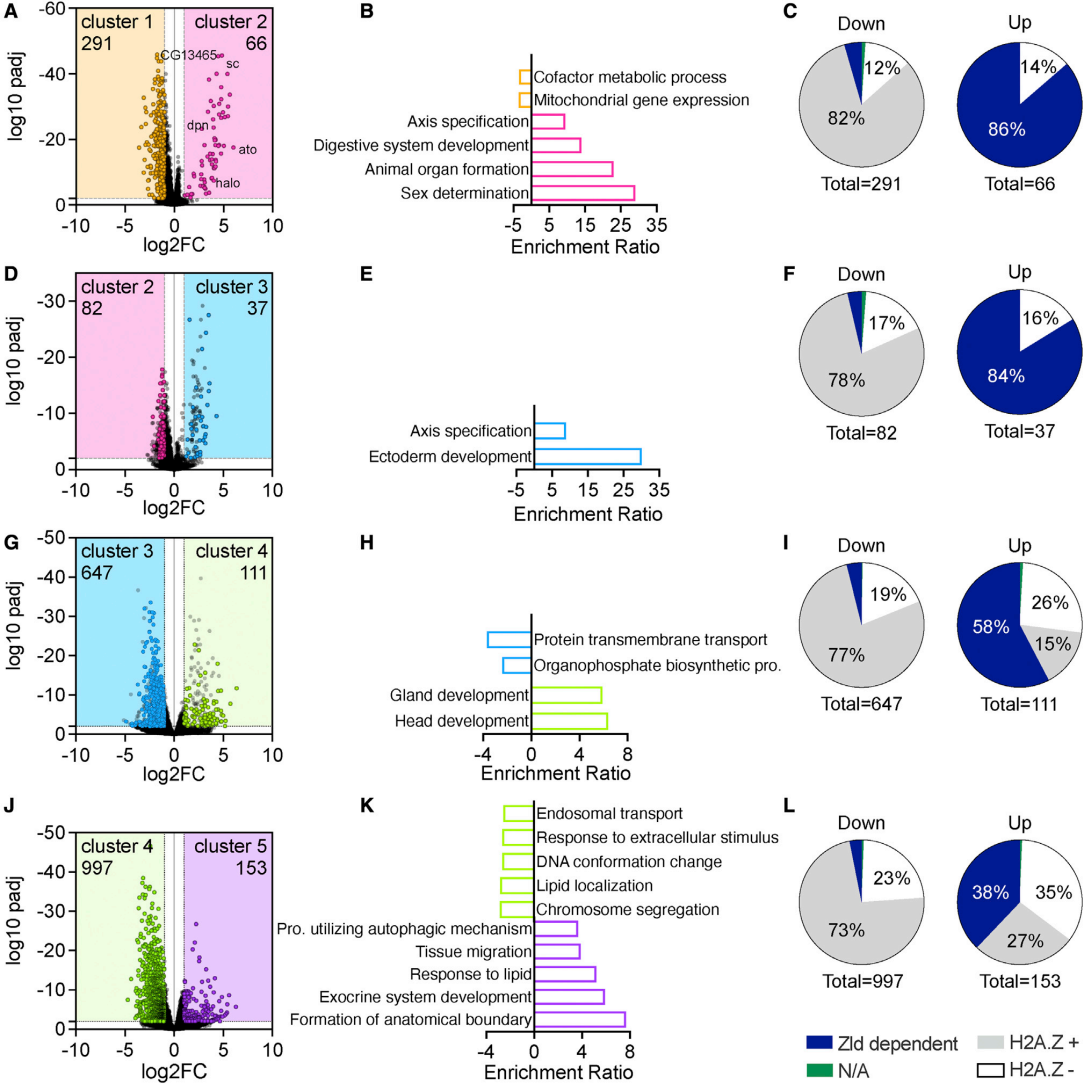
Differentially expressed genes, their related pathways, and Zld or H2A.Z enrichment at TSS during the minor ZGA (A, D, G, and J) Volcano plots with significantly expressed genes (padj < 0.01, Log2FC < −1 or >1) by comparing (A) cluster 1 versus 2, (D) cluster 2 versus 3, (G) cluster 3 versus 4, and (J) cluster 4 versus 5. (A, D, G) The significantly changed unique transcripts that were not identified in previous cluster comparisons are represented by colored dots, and their numbers are indicated in each volcano plot. (J) Colored dots and numbers indicate all significantly expressed genes. (B, E, H, and K) Significantly enriched pathways (false discovery rate [FDR] <0.05) by ORA on significantly expressed genes by comparing (B) cluster 1 versus 2, (E) cluster 2 versus 3, (H) cluster 3 versus 4, and (K) cluster 4 versus 5. Pro., process. (C, F, I, and L) Zld and H2A.Z enrichment at TSS (transcriptional start sites) of differentially expressed genes between (C) cluster 1 versus 2, (F) cluster 2 versus 3, (I) cluster 3 versus 4, or (L) cluster 4 versus 5. Zld data from Blythe and Wieschaus,^23^ and H2A.Z enrichment from Ibarra-Morales et al.^24^ Genes not matching between datasets are shown as N/A.

To validate their early expression and determine the biological age at which these transcripts are activated, we compared our dataset with the most comprehensive dataset on early zygotic transcription published to date^4^ and performed qPCR on a subset of genes from samples obtained from hand-staged fixed embryos spanning NC 6 to 11. The results from our single-embryo and qPCR analysis confirm the published evidence that *sc* is one of the earliest expressed genes at NC 7 (Figure S3A). 

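sc (FBgn0004170, chromosome X, 396060 to 397497) had 0.782 ± 0.694 normalized counts in cluster 1 (SD, n = 29) and 17.7 in cluster 2 (n = 11), from 67 and 869 UMIs. Its log2 fold change was 4.81 (SE 0.23, edgeR adjusted p = 2.95e-22) and every embryo of cluster 2 lay above every embryo of cluster 1. The mean reached 148 ± 68.4 normalized counts in cluster 4 (n = 3). The qPCR experiment was not analysed here.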

Our results also corroborate the early expression of the additional 19 genes previously reported to be expressed during NC 7–9. However, our analysis identified many other genes that are upregulated between clusters 1 and 2, which were previously reported to be expressed at significantly later time points, including 31 genes at NC 9–10 and 15 genes at syncytial blastoderm. 

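Of the 20 minor ZGA genes, edgeR and DESeq2 each called 20 higher in cluster 2 than in cluster 1. From cluster 2 to 3, 19 of them were called higher by both tools. From cluster 3 to 4, edgeR called 14 higher and DESeq2 12. From cluster 4 to 5, edgeR called 1 higher (bard) and 7 lower, and DESeq2 called 0 higher and 7 lower.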

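ato (FBgn0010433, chromosome 3R, 8278052 to 8279274) rose from 0.358 ± 0.658 normalized counts in cluster 1 (SD, n = 29) to 13.3 in cluster 2 (n = 11), a log2 fold change of 5.99 (SE 0.30, edgeR adjusted p = 4.39e-22). CG13465 (FBgn0040809, chromosome 3L, 14943730 to 14944331) rose from 1.19 ± 0.941 to 22.8, a log2 fold change of 4.46 (SE 0.22, edgeR adjusted p = 3.88e-22). dpn (FBgn0010109, chromosome 2R, 8228971 to 8232330) rose from 1.72 ± 1.04 to 11.3, a log2 fold change of 2.78 (SE 0.21, edgeR adjusted p = 2.86e-15). halo (FBgn0001174, chromosome 2L, 1517533 to 1518148) rose from 3.90 ± 3.16 to 14.8, a log2 fold change of 2.01 (SE 0.22, edgeR adjusted p = 7.53e-11). Only for ato did no embryo of cluster 1 reach the lowest embryo of cluster 2. The log2 fold changes of these 4 genes moved by less than their SE across the alternatives, and the least of them, that of halo, stayed between 1.97 and 2.03.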

Importantly, qPCR results validated our single-embryo analysis approach and confirmed the observed earlier onset of expression for a randomly selected subset of genes (Figures S3B–S3E; *ato* and *CG13465* were previously reported at NC 9–10 and *halo* and *dpn* were previously reported during syncytial blastoderm). We next wanted to exclude the possibility that these findings were due to the contamination of our qPCR samples with older embryos. To this end, we measured the levels of two gene transcripts (*hrg*, *bnb*) identified to be expressed at a later time point in both our own temporal analysis (Figures 3D, S3F, and S3G, right panels) and in other published datasets.^2^^,^^4^ Using this approach, we detected no increase in expression for either *hrg* or *bnb* in the NC 7 and NC 8 samples (Figures S3F and S3G, left panels), which therefore excludes the possibility of contamination of our NC 7 and 8 samples with older embryos. Further analysis revealed an additional upregulation of 37 genes between clusters 2 and 3, including *hrg* and *bnb* (Figure 3D), and 111 genes between clusters 3 and 4 (Figure 3G; Table S3) with an enrichment in pathways related to early developmental processes (Figures 3E and 3H). 

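Between clusters 2 (n = 11) and 3 (n = 6), edgeR called 94 genes higher and 168 lower in cluster 3. Of the 94 genes, 30 had not been called higher from cluster 1 to 2, and 33 of the 37 genes of Table S3 were among the 94. Between clusters 3 (n = 6) and 4 (n = 3), 199 genes were called higher and 777 lower, 130 of the higher genes for the first time, and 101 of the 106 tested genes of Table S3 were among the 199. DESeq2 called 92 and 175 genes higher in these comparisons, 34 and 109 of them for the first time. The second of these comparisons rests on 3 embryos, and leaving out each in turn gave between 144 and 218 higher genes. hrg (FBgn0015949, chromosome 2R, 19663919 to 19669832) rose from 35.5 ± 7.96 normalized counts (SD, n = 11) to 98.0 (n = 6), a log2 fold change of 1.54 (SE 0.13, edgeR adjusted p = 2.61e-09). bnb (FBgn0001090, chromosome X, 18794246 to 18797687) rose from 12.5 ± 8.66 to 55.7, a log2 fold change of 2.18 (SE 0.24, edgeR adjusted p = 1.45e-07). The largest fold changes among genes whose embryos did not overlap between clusters 2 and 3 were those of srw (4.09), Notum (3.55), D (3.53), Kr (3.51) and lncRNA:CR43887 (3.29). Between clusters 3 and 4 these genes were sca, alpha-Est10, pre-rRNA:CR45845, PIG-A and PGRP-LE. sca had 0 UMIs in cluster 3 and 28 in cluster 4, which makes it at least 23.2-fold higher against a floor of 3 UMIs over the cluster. pre-rRNA:CR45845, a ribosomal RNA precursor, had a log2 fold change of 5.99 (SE 0.50, edgeR adjusted p = 6.16e-11), which was 4.90 without the third embryo of cluster 4. alpha-Est10, PIG-A and PGRP-LE had 0 UMIs in cluster 4 and were at least 8.57-fold, 6.83-fold and 6.16-fold lower there, against the same floor.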

Our analysis identifies 214 genes that are significantly upregulated between clusters before the onset of the major ZGA. 

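Over the 3 comparisons up to cluster 4, edgeR called 237 different genes higher at least once. The number was 209 with DESeq2, 222 without TMM factors, 224 with a minimum of 10 counts in 5 embryos and 257 with cage as a covariate.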

Taken together, these results show that our approach is able to identify the accurate onset of transcription of early-expressed genes with high sensitivity.

We next compared expression between clusters 4 and 5 to identify genes activated at the beginning of the major ZGA (Figure 3J; Table S3). 

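Between the 3 embryos of cluster 4 and the 9 of cluster 5, edgeR called 334 genes higher and 1190 lower in cluster 5 at an adjusted p below 0.01, the threshold given in the figure legend. Of the 334 genes, 210 had not been called higher in an earlier comparison, and 143 of the 146 tested genes of Table S3 were among the 334. An adjusted p below 0.1 gave 584 higher and 1575 lower genes. DESeq2 called 260 genes higher, 152 of them for the first time, and edgeR without TMM factors called 241. Leaving out each embryo of cluster 4 in turn gave between 262 and 346 higher genes. Among genes whose embryos did not overlap between the clusters, the largest fold changes were those of dib, rau, mfas, nub and opa. dib (FBgn0000449, chromosome 3L, 4062292 to 4064551) had 0 UMIs in cluster 4 and 173 in cluster 5, at least 16.3-fold higher against a floor of 3 UMIs over the cluster. On the same floor rau was at least 6.89-fold and mfas at least 5.48-fold higher. The call of mfas was lost without the first or the second embryo of cluster 4 (edgeR adjusted p = 0.0224 and 0.0134). nub had 3 UMIs in cluster 4 and 539 in cluster 5, a ratio of 50.9 (95% exact interval from the counts, 17.3 to 248). opa had a log2 fold change of 5.57 (SE 0.85, edgeR adjusted p = 1.37e-05). Without the third embryo of cluster 4 it was 6.25, and the fitted value of nub moved from 5.59 to 6.73.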

We identified 153 significantly upregulated transcripts in the cluster 5 embryos (padj < 0.1, Log2FC > 1). ORA revealed developmental pathways involved in tissue development, sex differentiation, and signaling pathways (Figure 3K).

Previous studies have shown that a small subset of zygotically transcribed genes are dependent on the transcription factor Zelda (Zld),^23^ while a majority of zygotically transcribed genes are Zld independent but enriched for the histone variant H2A.Z.^24^ To explore Zld dependency and H2A.Z occupancy behavior over time in our dataset, we quantified the overlap between our up- and downregulated transcripts in Figures 3A, 3D, 3G, and 3J in terms of being Zld dependent or independent while being bound or unbound by H2A.Z (Zld dependent and Zld independent, which were divided into H2A.Z positive or negative).^24^ Our analysis shows that the earliest minor ZGA genes are mostly Zld dependent (Figures 3C and 3F) and that the share of Zld-dependent genes decreases sharply with the onset of the major ZGA. In contrast, the share of Zld-independent genes, both H2A.Z positive and negative, increases with the onset of the major ZGA (Figures 3I and 3L). These observations are not true for downregulated transcripts, which showed a similar distribution between being Zld dependent and independent, which was similar to all analyzed transcripts (Figure S3H).

In this way, we have demonstrated that our single-embryo RNA-seq methodology and analysis are a highly sensitive approach for identifying the accurate onset of gene transcription. Further, our analysis is able to define important transcriptional events and identify signatures of gene regulation during early development.

### mRNA decay of maternally deposited transcripts

In addition to transcription, our dataset also reveals patterns of maternal RNA decay. While our method is unable to distinguish maternal mRNA from zygotic mRNA, it can be used to study maternal mRNA decay before the zygote takes complete control of its own transcription. In order to identify maternally degraded mRNAs only, we compared cluster 1 (youngest embryos) with cluster 5 (onset of major ZGA) and selected only maternally deposited transcripts for analysis. Maternally deposited transcripts were defined as those with an averaged normalized read count >1 on the first 10 samples in our pseudo-time. Using this method, a total of 2,621 significantly degraded transcripts were identified (padj < 0.01, Log2FC < −1). 

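Of the 7629 genes, 6332 had a mean normalized count above 1 over the first 10 embryos of the pseudo-time, and 2465 of them (38.9%) were called lower in cluster 5 (n = 9) than in cluster 1 (n = 29) by edgeR. Another 824 were called higher. DESeq2 called 2624 of the 6332 genes lower, the alternative that moved the number most among tests on the same genes, and edgeR without TMM factors called 2594, including all 2465. A mean above 5 over the first 10 embryos left 2099 genes. The median log2 fold change of all tested genes was 0.13 with TMM factors and -0.05 without them. Among all 7619 genes, 1417 were called higher and 2499 lower. The number of higher genes depended on the setting, with 707 by DESeq2 and 843 by edgeR without TMM factors, beside 2655 and 2635 lower. The largest decreases among genes whose embryos did not overlap were those of CG2129, Ntmt, Cyp6a19, CG9926 and CG5721. Cyp6a19 (FBgn0033979, chromosome 2R, 14877786 to 14879752) fell from 155 ± 20.4 normalized counts (SD, n = 29) to 0.599, a log2 fold change of -8.24 (SE 0.24, edgeR adjusted p = 3.48e-34). The other 4 genes had 0 UMIs in cluster 5 and were at least 109-fold (CG2129), 91.2-fold (Ntmt), 92.8-fold (CG9926) and 79.9-fold (CG5721) lower there, against a floor of 3 UMIs over the cluster.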

Ninety-two percent of these significantly degraded transcripts had also been shown to be degraded in a previously published dataset (classes II, III, IV, and V) (Figure 4A);^13^ only 35, 33, or 13 genes were within the Thomsen stable (class I), purely zygotic group of transcripts, or preloaded and transcribed, respectively. ORA of all 2,621 degraded transcripts revealed mainly pathways related to metabolism (Figure S4). This result likely reflects the elimination of transcripts important during oogenesis but that are no longer needed for development. While patterns of transcript abundance differed before and after cluster 5, there is a clear inflection point at around value 50 of our pseudo-timeline. This time point coincides with the onset of the major ZGA.

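The 2465 transcripts summed to 98583 ± 3020 normalized counts in cluster 1 (SD, n = 29). The sum was 90.5% of this in cluster 2, 76.8% in cluster 3, 43.9% in cluster 4, 15.6% in cluster 5, 14.4% in cluster 6, 18.8% in cluster 7 and 37.8% in cluster 9. A fit of 2 lines that meet at 1 position placed the turn at position 68 (95% bootstrap interval 64 to 71). A fit of 3 lines, chosen after these values were seen, placed the turns at position 45 (38 to 46), in cluster 3, and position 51 (51 to 56.0), in cluster 5. Its slopes were -0.524% of the cluster 1 sum per embryo before the first turn, -12.6% between the turns and 0.846% after the second.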

**Figure 4:**
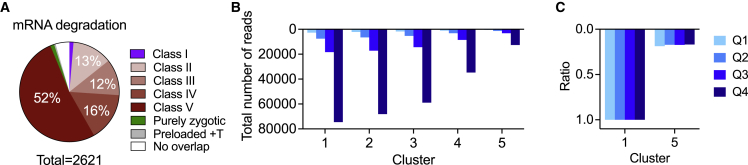
The continuous mRNA decay of maternally deposited transcripts (A) Pie chart representing the different degradation classes previously reported by Thomsen et al., 2010,^13^ for our maternally deposited transcripts significantly decreased (padj < 0.01, Log2FC < −1) between cluster 1 versus 5 + T = transcribed. (B) Mean read counts of all significantly decreased transcripts (n = 2,621) by expression level group (Q, quartile) in each cluster. Q1, lowest 25%; Q4, highest 25%. (C) Same data as in (B) showing the ratio of cluster 5 to cluster 1 by expression level.

Maternal transcripts are deposited in oocytes at very different levels. To determine if degradation rates in the zygote are related to the initial quantity of deposited transcripts, we divided the significantly downregulated genes into four quartiles by their level of transcript abundance in cluster 1. We then determined the total number of normalized reads for each quartile in each individual embryo. Mean read counts plotted in Figure 4B show the progressive nature of the maternal mRNA decay up to cluster 5. 

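The transcripts were chosen as lower in cluster 5 than in cluster 1 in the same embryos, so an overall fall is fixed by that choice and the p-values of the steps up to cluster 5 are not independent of it. The mean sum was lower at each of the 4 steps up to cluster 5. The ratio of neighbouring clusters was 0.905 from cluster 1 to 2 (permutation p = 1e-05, the smallest that 100000 permutations can give), 0.849 from cluster 2 to 3 (exact permutation test, p = 8.08e-05), 0.571 from cluster 3 to 4 (exact permutation test, p = 0.0119) and 0.357 from cluster 4 to 5 (exact permutation test, p = 0.00455). The ratio from cluster 5 to 6 was 0.922, which the exact permutation test did not separate from 1 (p = 0.264), and the sum was higher again in the later clusters. By quartile of abundance in cluster 1, the sum left in cluster 3 was 61.7% for the least abundant quartile, 68.5% for the second, 75.9% for the third and 78.4% for the most abundant.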

Plotting the ratio of cluster 5 to cluster 1 for the different quartiles shows that the rate of decay is directly proportional to initial mRNA abundance (Figure 4C), meaning that transcripts of low and high abundance are degraded at the same rate. This also provides evidence that our single-embryo approach does not introduce any bias toward lowly expressed genes, which would be affected most significantly by an overall increase in RNA content due to ZGA.

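The lowered transcripts were divided by their mean in cluster 1 into quartiles of 617, 616, 616 and 616 genes. The ratio of the summed normalized counts in cluster 5 to those in cluster 1 was 0.167 ± 0.00807 (SE, n = 9 and 29 embryos) in the least abundant quartile, 0.153 ± 0.00899 in the second, 0.152 ± 0.00849 in the third and 0.157 ± 0.00845 in the most abundant. The least abundant quartile ran from 0.883 to 7.39 normalized counts and the most abundant from 45.1 to 676. The log2 ratio of the most to the least abundant quartile changed by -0.10 between clusters 1 and 5, a difference that a permutation test did not separate from chance (p = 0.0535). With TMM-scaled counts the difference was -0.09 (permutation p = 0.0774). With quartiles set on every second embryo of cluster 1 and the ratio taken over the others it was -0.07 (permutation p = 0.257). Without the added 0.1, an alternative chosen after the values were seen, its sign changed to 0.09 (permutation p = 0.104), so the sign rests on that constant. From these ratios the paper concludes that the rate of decay is in proportion to the initial abundance, so that transcripts of low and high abundance are degraded at one rate.

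**Figure D3:**
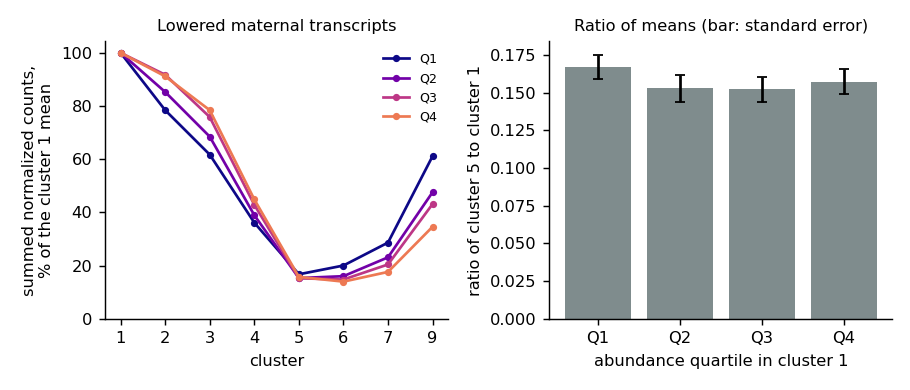
Left, summed normalized counts of each abundance quartile of the lowered maternal transcripts by cluster, as a percentage of the cluster 1 mean. Right, ratio of cluster 5 to cluster 1 by quartile, with bars for the SE over embryos; the 4 ratios lie between 0.152 and 0.167.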

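The quartiles above hold only transcripts called lower, which limits the range of their ratios. For all 6332 maternally deposited transcripts, divided in the same way, the ratio of cluster 5 to cluster 1 was 1.54 in the least abundant quartile, 0.984 in the second, 0.902 in the third and 0.964 in the most abundant. Here the log2 ratio of the most to the least abundant quartile fell by 0.67 between the clusters (permutation p = 1e-05, the smallest that 100000 permutations can give). Of the 6332 transcripts, 824 were called higher in cluster 5, and a ratio above 1 is a net gain. These ratios therefore do not measure decay alone, and the paper's statement concerns lowered transcripts only.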

Overall, we showed that maternal mRNA decay before the major ZGA is a progressive process. Degradation of maternal mRNA is proportional to transcript levels, suggesting that mRNA abundance is not related to degradation rate.

### X/Y chromosome genotyping uncovers transcriptional dynamics of primary sex determination

Our prior analysis of the earliest transcribed genes indicates sex determination as the most enriched pathway (Figure 3B). The current model for primary sex determination is based on the tightly controlled sex-specific expression levels of genes such as *Sex lethal* (*Sxl*) and *male-specific lethal* (*msl-2*)^25^ during early development. This made us wonder if there are additional detectable differences in transcription between male and female embryos during our early developmental time window. To define the sex of each individual embryo, we isolated DNA from the organic phase after TRIzol extraction of RNA and performed qPCR using primers specific for the X and Y chromosomes. Due to low DNA content of younger embryos, we only get consistent PCR results after embryo number 23 in our pseudo-time analysis. Based on these results, we categorized all embryos (after pseudo-time position 23) according to sex (Table S2). To determine the differential expression of genes between male and female embryos, we used splineTimeR (see STAR Methods), which is particularly designed for identification of expression changes in longitudinal data. 

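Of the 61 genotyped embryos, 30 were female, with a median total of 935149 UMIs, and 31 male, with a median of 867987. The model followed the paper's, a natural spline of cluster number with 7 degrees of freedom that differs between the sexes, but was fitted by edgeR on UMI counts, and sex and its interaction with the spline were tested together. At an adjusted p below 0.01, 31 of 7619 genes were called, and 16 of them are among the genes of Table S4. The alternative that moved the number most was a limma F test on normalized counts without a log, the scale of the paper's code, which called 121 genes. limma on log2 normalized counts called 39 genes and a DESeq2 likelihood ratio test of the same terms 62.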

Our analysis identified 120 transcripts that were differentially expressed between male and female embryos (padj < 0.01) (Figure 5A). Although a large number of the differentially regulated genes are located on the X chromosome (44%), more than half the genes are located on autosomes and rDNA (56%). 

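Of the 31 genes called by edgeR, 19 are X-linked (61.3%), 10 autosomal and 2 in the ribosomal DNA. Among the 7619 tested genes 17.5% are X-linked, an odds ratio of 7.55 (Fisher's exact test, p = 6.19e-08). Of the 19 X-linked genes, 14 were higher in females by the sign of an additive sex term, which is a fit apart from the test that called them. Of the 121 genes called by limma without a log, 54 were X-linked (44.6%), and of the 39 called by limma on log2 values 16 were (41.0%).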

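Sxl (FBgn0264270, chromosome X, 7074550 to 7098053) differed between male and female embryos with an edgeR adjusted p of 1.02e-30, msl-2 (FBgn0005616, chromosome 2L, 3462218 to 3466112) with 2.74e-11 and sisA (FBgn0003411) with 2.15e-06. sc was not called by edgeR (adjusted p = 0.779), and among the alternatives only limma on normalized counts without a log called it (adjusted p = 2.72e-06). Over the 9 settings, the highest adjusted p was 3.13e-11 for Sxl, 2.77e-06 for msl-2 and 5.95e-05 for sisA, from edgeR, limma or DESeq2. In cluster 7, Sxl had 596 ± 112 normalized counts in females (SD, n = 7) and 79.0 ± 22.2 in males (n = 3). In the same cluster msl-2 had 10.7 ± 2.51 in females and 43.7 ± 4.80 in males, and sisA 23.2 ± 4.77 in females and 12.5 ± 1.65 in males.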

Several known regulators of primary sex determination, such as *Sxl*, *sc*, *sisA*, and *msl-2*, were also identified as significantly expressed in our analysis (Table S4). Indeed, ORA shows that sex differentiation is the most enriched pathway (Figure 5B). We selected and plotted known regulators of sex determination using our pseudo-timescale (Figures 5C and 5D). This analysis shows that differential transcription of *sc* and *sisA* (Figure 5D) precedes the expression of *Sxl*. This agrees with the role of *sc* and *sisA* as activators of *Sxl* expression in females (Figure 5C). Additionally, we identify other differentially expressed transcripts that precede *Sxl* transcription, such as *CG14427*. 

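In cluster 2, sisA had 4.29 ± 1.39 normalized counts in females (SD, n = 5) and 2.37 ± 0.532 in males (n = 6), a ratio of 1.81 (exact permutation test, p = 0.00866, adjusted p = 0.0866 over 80 comparisons of genes and clusters). sc had 19.7 ± 7.53 in females and 16.0 ± 6.19 in males in the same cluster, a ratio of 1.23 (exact permutation test, p = 0.379). In cluster 3, sisA had a ratio of 2.48 and sc of 1.33 with 4 females and 2 males, where the smallest exact p is 0.0667. Sxl had 23.8 ± 3.00 normalized counts in females and 19.6 ± 3.07 in males in cluster 2, a ratio of 1.22 (exact permutation test, p = 0.0476, adjusted p = 0.181), on maternal transcripts present from cluster 1. Its female mean rose to 243 ± 157 in cluster 4 (n = 2), where the single male had 16.4, and to 583 ± 80.3 in cluster 5 (n = 3) against 23.2 ± 6.97 in males (n = 6; exact permutation test, p = 0.0119). After adjustment over the 80 comparisons no p of these genes in a single cluster was below 0.05, which for Sxl follows from the numbers of embryos, since in clusters 5, 6, 7 and 9 all females lay above all males and the exact p was the smallest possible. From the profiles of sc and sisA against that of Sxl, the paper states that the differential transcription of the former precedes the expression of the latter.

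**Figure D4:**
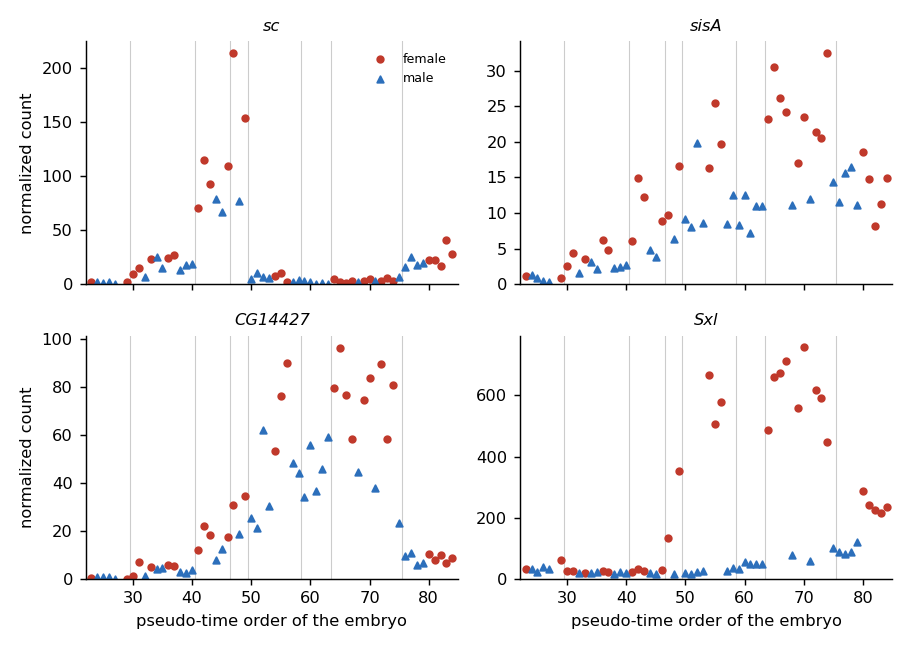
Normalized counts of sc, sisA, CG14427 and Sxl in 61 genotyped embryos against pseudo-time order, with females and males as separate symbols. In cluster 5 and later clusters up to 7 the Sxl values of females lie far above those of males (means 583 and 23.2 in cluster 5).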

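CG14427 (FBgn0029931, chromosome X, 7040603 to 7041769) had an edgeR adjusted p of 0.000226 and had its onset at position 44, in cluster 3, from a running median over embryos of both sexes. limma on log2 normalized counts did not call it (adjusted p = 0.0110), and its adjusted p ranged from 4.26e-07 to 0.0110 over 9 settings. Its female to male ratio was 1.56 in cluster 2 (exact permutation test, p = 0.126, n = 5 and 6) and 1.69 in cluster 3. In cluster 5 it had 73.0 ± 18.6 normalized counts in females (SD, n = 3) and 38.4 ± 15.6 in males (n = 6; exact permutation test, p = 0.0357). In cluster 9 the ratio was 1.06.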

Examples for male-specific expression are plotted in Figure 5E. These data show that the start of differential expression of *stonewall* (*stwl*, chromosome 3L) matches the start of differential expression of *Sxl* and *msl-2* and that a pre-rRNA gene (*pre-rRNA:CR45847*) is expressed only in males shortly after *Sxl* and *msl-2*.

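stwl (FBgn0003459, chromosome 3L, 14402930 to 14409939) was not called by edgeR in the main comparison (adjusted p = 0.0247). It was called by a spline with 3 degrees of freedom in edgeR (adjusted p = 0.00578), by DESeq2 (0.00851) and by limma on normalized counts without a log (0.000109), and its adjusted p reached 0.0666 over the 9 settings. In cluster 5, stwl had 11.5 ± 2.14 normalized counts in females (SD, n = 3) and 21.7 ± 4.70 in males (n = 6), a ratio of 0.532 (exact permutation test, p = 0.0119). The single male of cluster 4 had 16.0 and the 2 females 9.91 ± 1.71. pre-rRNA:CR45847 (FBgn0267507), which the annotation places on the ribosomal DNA scaffold from 66807 to 74924, had an edgeR adjusted p of 1.09e-06. Over the embryos of clusters 4 to 9 it had 4 UMIs in the 19 females and 411 UMIs in the 19 males. The male means were 5.11 ± 4.81 normalized counts in cluster 5 (n = 6), 4.99 ± 5.74 in cluster 6 (n = 5), 1.86 ± 1.85 in cluster 7 (n = 3) and 27.4 ± 16.7 in cluster 9 (n = 4), and 0.1 stands for 0 UMIs on this scale. In cluster 9 the 5 females had 0.185 ± 0.190 (exact permutation test, p = 0.00794).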

**Figure 5:**
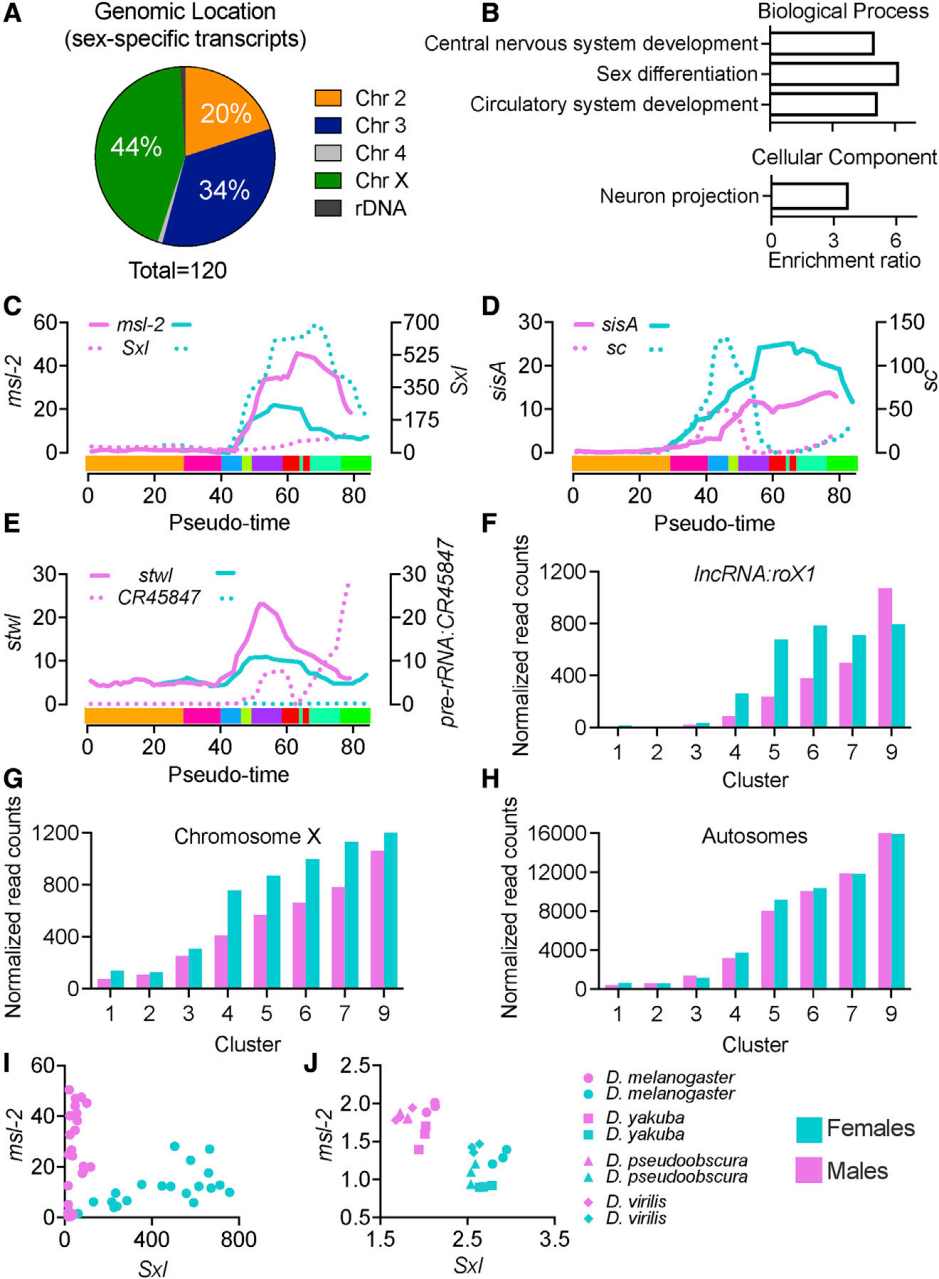
Sex-specific transcription and dosage compensation in the ∼3-h embryo (A) Distribution of differentially expressed genes (padj < 0.01) between male and female using splineTimeR according to their genomic locations. (B) Significantly enriched pathways (FDR < 0.05) of differentially expressed genes by ORA. (C–E) Smoothed normalized reads of selected transcripts. The colored bar along the x axis shows clusters 1–9 from left to right, each in a different color for reference. (F–H) (F) Average normalized reads for *lncRNA:roX1* or all zygotic transcripts (not maternally deposited) from male and female embryos within each cluster, (G) for X-linked genes, or (H) autosomal genes. (I) *msl-2* and *Sxl* normalized read counts of all male and female embryos in our data. (J) *msl-2* and *Sxl* fragments per kilobase of transcript per million fragments mapped (FPKM) of males and females from different *Drosophila* species reported in Paris et al.^26^ Metadata for sex-specific analysis can be found in Table S9.

Another important process linked to primary sex determination is dosage compensation, which ensures equal expression of X-linked genes in males and females. In *Drosophila*, this is accomplished by the 2-fold upregulation of the X chromosome in males. It has previously been reported that X-lined genes are upregulated in males as early as NC 14,^2^ but functional studies suggest the likely onset of canonical dosage compensation at NC 15.^12^ To assess the onset of dosage compensation in our dataset, we excluded all maternally deposited transcripts and determined the total number of normalized reads for the remaining genes on the X chromosome and autosomes for each individual embryo. Average read counts of male and female embryos within each cluster are plotted in Figures 5G and 5H. 

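Zygotic genes were taken as those with a mean of at most 1 normalized count over the first 10 embryos, which gave 190 X-linked and 1098 autosomal genes. In cluster 4, the X-linked sum was 758 ± 52.4 normalized counts in the females (SD, n = 2) and 412 in the male (n = 1). It was 867 ± 68.1 in females and 564 ± 108 in males in cluster 5 (n = 3 and 6), 987 ± 64.3 and 656 ± 81.3 in cluster 6 (n = 2 and 5), and 1097 ± 134 and 774 ± 117 in cluster 7 (n = 7 and 3). The ratios of females to males were 1.84, 1.54, 1.50 and 1.42. In cluster 6 the males stand at positions 59 to 63 and the females at positions 65 and 66, so ratios within that cluster can reflect position as well as sex, for single genes too. Pooled over clusters 4 to 7, the ratio was 1.57 (log2 0.65; permutation of sex within clusters, p = 1e-05, the smallest that 100000 permutations can give). Dividing X-linked by autosomal zygotic reads in each embryo moved this most, to 1.47, and the median over single genes was 1.63. The autosomal sum had a pooled ratio of 1.08 (permutation p = 0.443).

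**Figure D5:**
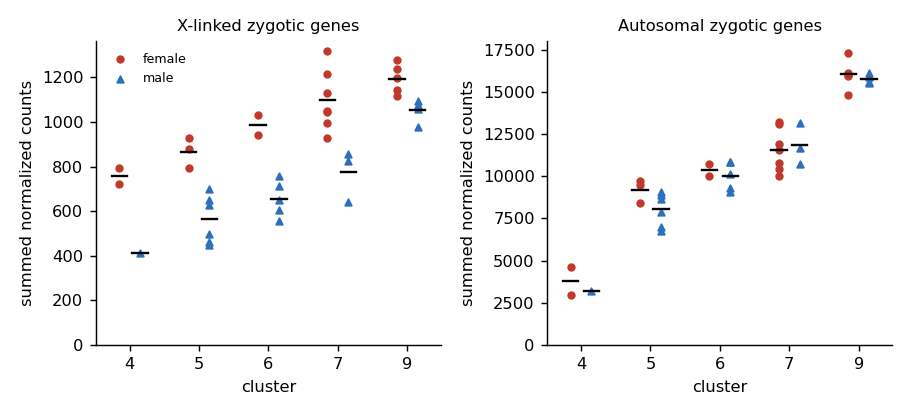
Summed normalized counts of zygotic genes by cluster in female and male embryos, with a point per embryo and a line at each mean. The X-linked sums of females lie above those of males in clusters 4 to 7 (pooled ratio 1.57) and closer to them in cluster 9 (ratio 1.14).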

From cluster 4 to 7, we observed a 1.5× higher expression of X-linked genes in female compared with male embryos, but no difference in autosomal reads. This difference was reduced to 1.1× in cluster 9 (gastrulation onset) (Figure 5G), probably due to the start of canonical dosage compensation. 

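In cluster 9, the X-linked sum was 1194 ± 66.4 normalized counts in females (SD, n = 5) and 1052 ± 52.6 in males (n = 4), a ratio of 1.14 (log2 0.18). The exact permutation test gave p = 0.0159, with an adjusted p of 0.127 over 24 comparisons. The log2 ratio was lower than in clusters 4 to 7 by a difference of 0.46 (permutation of sex within clusters, p = 0.0135). Leaving out each embryo in turn gave differences between 0.39 and 0.50. With X-linked reads divided by autosomal zygotic reads in each embryo the permutation p of the difference was 0.0208, and with the median over single genes, where the ratio in cluster 9 was 1.21, it was 0.103. With a maternal limit of 0.5 in place of 1, the unadjusted p of the ratio in cluster 9 itself was no longer below 0.05 (log2 0.14, permutation p = 0.0706). In cluster 9 all 4 males stand at positions 76 to 79 and all 5 females at positions 80 to 84, so sex and position cannot be told apart there. From the smaller ratio in cluster 9, the paper proposes that canonical dosage compensation starts at this stage.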

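In cluster 3, msl-2 had 0.914 ± 0.214 normalized counts in females (SD, n = 4) and 2.18 ± 0.355 in males (n = 2), a ratio of 0.419 that the exact permutation test cannot place below p = 0.0667 with these numbers. In cluster 4 the ratio was 1.87, with 2 females and 1 male. In cluster 5 the female to male ratio was 0.840 (25.9 ± 2.95 with n = 3 against 30.8 ± 13.3 with n = 6; exact permutation test, p = 0.595). It was 0.377 in cluster 6 (exact permutation test, p = 0.0476, n = 2 and 5), 0.245 in cluster 7 (exact permutation test, p = 0.00833, n = 7 and 3) and 0.323 in cluster 9 (exact permutation test, p = 0.00794, n = 5 and 4). lncRNA:roX1 (FBgn0019661, chromosome X, 3857230 to 3862697) had 737 ± 185 normalized counts in females and 282 ± 108 in males in cluster 5 (exact permutation test, p = 0.0119, n = 3 and 6). Its female to male ratio was 2.17 over clusters 4 to 7 (permutation of sex within clusters, p = 0.00071). In cluster 9 the females had 828 ± 141 and the males 1059 ± 163, a ratio of 0.782 (exact permutation test, p = 0.0794, n = 5 and 4). The difference between these log2 ratios was 1.47 (permutation p = 6e-05). Across all stages roX1 had an edgeR adjusted p of 0.00748, and it was not called by a spline with 3 degrees of freedom (0.0621), by limma without a log (0.0143) or by limma on log2 values (0.0703).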

Two components of the dosage compensation complex have been shown to have male-biased transcription, *msl-2* and *long non-coding RNA on the X 1* (*lncRNA:roX1*). *msl-2* is expressed at higher levels in males almost from the moment it begins to be transcribed (Figure 5C) and well before we detect dosage compensation. *lncRNA:roX1* is expressed at higher levels in female embryos at first (Figure 5F), which can be explained by its localization on the X chromosome; levels only start to be higher in males once we see evidence for dosage compensation (cluster 8).

To further investigate how transcript levels are influenced by their chromosomal localization, we plotted early transcribed genes from our prior analysis according to sex and chromosome location (Figures 2A and 2D). Analysis shows that early transcribed genes from the X chromosome, but not autosomes, tend to have higher levels in females compared with males (Data S1). 

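Of the 103 genes listed in Table S3 as higher in cluster 2 or in cluster 3, 15 are X-linked and 86 autosomal, and 2 are not among the 7629 genes. Over clusters 2 to 5, each weighted equally, the mean log2 ratio of females to males was 0.52 ± 0.33 for the X-linked genes (SD over 15 genes) and -0.09 ± 0.37 for the autosomal genes (SD over 86 genes). The difference of 0.61 had a permutation p of 5e-05 with sex permuted within clusters, and leaving out each embryo in turn gave differences between 0.56 and 0.65. The ratio was above 1 for 14 of the 15 X-linked genes and for 24 of the 86 autosomal genes. The median ratio was 1.45 for the X-linked genes and 0.933 for the autosomal genes.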

The time point at which expression levels in females are higher than in males varies between genes, with some differences detected as soon as transcription of a gene starts (e.g., *ac*, *acheate*) and others occurring later in transcription (e.g., *run*, *runt*) (Data S1).

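ac had 4 UMIs over the 29 embryos of cluster 1. Its female to male ratio was 1.17 in cluster 2 (3.33 ± 2.22 normalized counts with n = 5 against 2.83 ± 1.40 with n = 6; exact permutation test, p = 0.654) and 1.65 in cluster 3 (20.5 ± 4.49 with n = 4 against 12.4 ± 0.364 with n = 2; exact permutation test, p = 0.133). edgeR did not call ac over all stages (adjusted p = 0.761), and neither did any of the alternatives, of which the lowest adjusted p was 0.109. run (FBgn0003300, chromosome X, 20690670 to 20697321) had ratios of 1.35 in cluster 2, 1.01 in cluster 3, 1.52 in cluster 4 (1 male) and 1.06 in cluster 5. Its ratio was 1.56 in cluster 6 (exact permutation test, p = 0.0476, n = 2 and 5), where all females follow all males in position, and 1.58 in cluster 7 (exact permutation test, p = 0.025, n = 7 and 3). For run the edgeR adjusted p was 0.189, and limma on normalized counts without a log called it (adjusted p = 0.00458).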

Beyond the biological relevance of sex-specific transcription, we asked whether sex-specific gene expression could serve as a tool to determine the sex of individual embryos. This approach would eliminate the need for utilizing the standard time-consuming genotyping approach. To this end, we plotted *Sxl* and *msl-2* transcript levels and observed a clear separation of embryos according to their sex (Figure 5I). 

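A line through the origin with an msl-2 to Sxl ratio of 0.4, read from the drawing in the supplement (Data S1D), was used to assign sex, with no embryo left out. It placed 44 of the 61 genotyped embryos on the side of their genotype (72.1%, 95% exact Clopper-Pearson interval 59.2% to 82.9%). All 26 embryos of clusters 5 to 7 were placed correctly. In each of the other clusters the line lay above all embryos of both sexes, and the females counted as correct there, 5 of the 9 embryos of cluster 9 among them, are part of the 44. Over clusters 4 to 9 the number was 33 of 38 (86.8%). The result depended on the line, with 48 of 61 embryos for a ratio of 0.2 and 38 for a ratio of 0.8. After the added 0.1 was removed, the msl-2 to Sxl ratio in clusters 4 to 9 ran from 0.00966 to 0.0555 in the 19 females and from 0.166 to 2.37 in the 19 males, with no overlap.

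**Figure D6:**
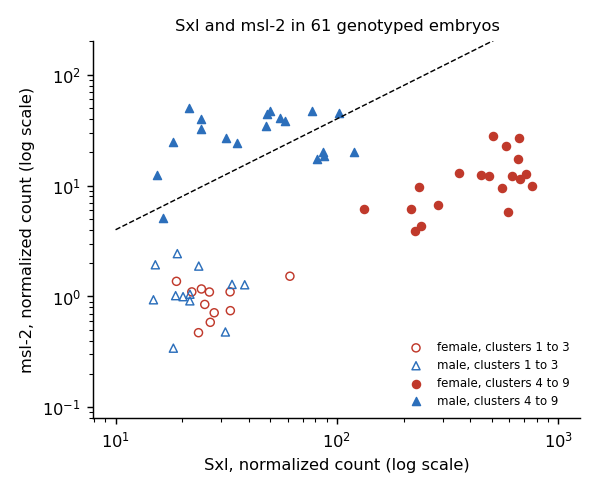
Normalized counts of Sxl (x axis, log scale) and msl-2 (y axis, log scale) in 61 genotyped embryos; filled symbols are clusters 4 to 9 and open symbols clusters 1 to 3, and the dashed line marks a ratio of 0.4. The 19 females and 19 males of clusters 4 to 9 form separate groups.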

We further validated this approach by applying it to a published single-embryo sequencing dataset,^26^ confirming that using *Sxl* and *msl-2* expression is sufficient to determine the sex in embryos of different *Drosophila* species (Figure 5J). Of note, this approach only works in embryos after the onset of *Sxl* and *msl-2* transcription, around NC 12 and NC 14D, respectively (Data S1D).

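The line placed all embryos of clusters 1 to 4, and all of cluster 9, on the female side, so that the embryos placed correctly there are the females alone (2 of 6 in cluster 1, 5 of 11 in cluster 2, 4 of 6 in cluster 3 and 2 of 3 in cluster 4). The msl-2 to Sxl ratios of the sexes overlapped in clusters 1 and 2. In cluster 3 the 4 females had ratios from 0.0196 to 0.0455 and the 2 males 0.122 and 0.123. In cluster 9 the males fell to between 0.166 and 0.233, with Sxl at 93.7 ± 17.3 normalized counts (SD, n = 4).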

Overall, our analysis detects sex-specific transcription as early as the minor ZGA. Capitalizing on this differential gene expression, a simple strategy to sex embryos has been developed.

## Discussion

Studying early development is challenging due to the rapid progression of biological processes and the limited amount of material available. To overcome these limitations, we developed a single-embryo RNA-seq and analysis approach, using the transcriptome as a measure of developmental progress (pseudo-time) to determine the biological age of the embryo. The high sensitivity of our method allows us to provide an accurate assessment of zygotic transcription and uncover the dynamic patterns for hundreds of genes. Our single-embryo approach also enables us to determine sex-specific differences in transcript abundance. Utilizing these sex differences, we developed a new strategy to determine the sex of each embryo, without the need for genotyping. Together, we established an operationally simple method to document gene expression changes at unprecedented temporal resolution and provide a continuous assessment of transcriptional processes during early development.

### An operationally simple, single-embryo sequencing method

Previous studies investigating zygotic transcription relied on precise collection time windows and/or elaborate manual staging of the embryos under a microscope. *Drosophila* females, however, are known to lay unfertilized eggs and withhold embryos.^19^ Human error in staging of embryos and irregular laying patterns of females can lead to the inclusion of mis-staged embryos in the analysis. Recent studies have highlighted the advantages of single-embryo sequencing approaches over working with pooled samples,^26^^,^^27^ specifically the ability to detect and exclude older embryos from the analysis, therefore providing more accurate data.

In this work, we present an optimized single-cell sequencing protocol for use with *Drosophila* embryos along with a single-cell bioinformatic pipeline for their analysis. We assign a computationally derived age to each embryo, based upon their transcriptome, thereby circumventing the need for elaborate and error-prone staging procedures. Indeed, we show that our computationally derived pseudo-timeline reflects the biological age of the embryos, by comparison with previously established datasets. In addition, our protocol reduces reagent and sequencing costs due to the low-volume nature of the experiments and the inclusion of UMIs.^21^ Further, this method requires no special instrumentation beyond a micro-pipetting device, and the analysis utilizes established tools.^22^ Taken together, we show that sequencing 192 individual embryos provides a sufficient dataset to carry out detailed analysis of gene expression patterns over the first 3 h of development. Typically, it cost us around US$36 to generate the library and sequence a single embryo at 6 M reads, making it an affordable alternative to sequencing bulk samples of manually staged embryos. Together, these advantages make the method reported here the most accessible methodology developed to date, opening up this type of research to almost any *Drosophila* lab. This single-embryo sequencing approach will, ultimately, lead to improved reproducibility of developmental studies between experiments and laboratories.

### An accurate characterization of early transcriptional events

Our pseudo-time approach allows us to identify the exact onset of transcription even for lowly expressed genes and reveals that previously reported, as well as many novel, transcripts are expressed as early as NC 7. One example is the early expression of *halo*, a cofactor for the molecular motor, kinesin, and a regulator of lipid droplet movement, which was previously reported to be actively transcribed during syncytial blastoderm (after NC 11),^4^ but was identified as one of the earliest transcribed genes in our dataset. Our analysis also reveals the dynamic nature of transcriptional events and provides information about expression for thousands of genes at a temporal resolution unchallenged by other methods. Recently, a single-cell dataset was published covering all of embryogenesis and providing insights into cell-type-specific transcriptional changes during development.^28^ While this dataset provides an extremely detailed insight into *Drosophila* development, it only detected a median of 399 UMIs and 274 genes per cell, likely only covering very highly expressed genes. In contrast, we detected a median of over 600,000 UMIs and identified over 7,200 genes per embryo, leading to a total 9,777 identified genes across the whole dataset. Thus, our dataset gives a much more complete picture of transcriptional changes during early development.

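Over the 122 embryos, the median was 895984 UMIs and 7307 genes with at least 1 UMI per embryo. The median number of genes was 7313 in the first library and 7307 in the second. Table S5 gives the paper's reported medians as 684763 UMIs and 7279 genes for the first library and 937929 UMIs and 7285 genes for the second, over the 68 and 64 barcodes that STARsolo counted as cells, which are not the 62 and 60 barcodes used here.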

### Sex-specific gene expression

Our single-embryo method also distinguishes between male and female embryos, allowing for investigations into sex-specific transcriptional effects. X-signal elements (XSEs) have been shown to control the early sex-specific expression of *Sxl* and to drive primary sex determination. We show differential expression of *sc* and *sisA*, two strong XSEs, from the very first moment of ZGA (NC 7). Of note, CG14427, an X-linked gene with unknown function, is also differentially expressed between males and females starting at NC 7, making it a potential candidate as a novel XSE. Our data also allow for further insights into primary sex determination. An early expressed XSE, *run*, was previously reported to undergo a non-canonical form of dosage compensation and expression that was proposed to be under the direct control of *Sxl*.^29^^,^^30^ Our results show that *run* is one of the earliest transcribed genes, preceding expression of *Sxl*. Our data also show that expression of *run* peaks after *Sxl* peak expression. 

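In females, the mean of Sxl was 667 ± 8.54 normalized counts in cluster 6 (SD, n = 2), and the 7 females of cluster 7 ranged from 447 to 757, so that the highest single value lay in cluster 7. The mean was down to 241 ± 27.1 in cluster 9 (n = 5). run had 17.0 ± 1.91 in cluster 5 (n = 3), 37.2 ± 8.05 in cluster 6 (n = 2), 49.7 ± 9.59 in cluster 7 (n = 7) and 22.9 ± 3.81 in cluster 9 (n = 5). With 2 females in cluster 6, these means do not settle whether Sxl is highest before cluster 7, where the mean of run was highest.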

As such, our data support a role of *run* as a regulator of *Sxl*^31^ rather than *Sxl* controlling expression of *run*.^29^^,^^30^ Surprisingly, we also identified several autosomal encoded genes as differentially expressed between males and females. While differential expression of X chromosome genes in females can be explained by their different dosage (2X in females versus 1X in males), this is not the case for autosomal genes, which are present at equal dosage in both males and females. These results suggest additional players in primary sex determination. Further studies will be needed to confirm these results and investigate the underlying mechanisms. Importantly, our newly developed strategy to determine the sex of single embryos by using the expression of known regulators of primary sex determination (*Sxl* and *msl-2*) eliminates the need for elaborate genotyping procedures in future sequencing datasets.

### Limitations of the study

While our method detects more transcripts (9,777) and achieves a higher sequencing depth (600,000) than single-cell methods, it may still be more difficult to detect lowly expressed genes compared with bulk RNA-seq datasets. Further, our dataset lacks cell-type-specific information. However, this is likely of only minor relevance during early development, as it is known that all nuclei share the same cytoplasm until cellularization, and the previously reported single-cell sequencing dataset only identified three different types of cells (anlage *in statu nascendi*, aminoesra anlage, ectoderm anlage) during the first 4 h of development.^28^ That said, we acknowledge that cell-specific expression patterns become more important at later stages in development, and, while our method does not allow for this kind of analysis, our approach remains much more accessible than single-cell sequencing of thousands of individual cells at different developmental time points. Our method also does not reveal information about the spatial distribution of transcripts. Transcript gradients, however, have been shown to be of particular importance during early development. Once changes in gene expression have been determined using our methods, these patterns could be further investigated using *in situ* hybridization to assess whether the spatial distribution of a particular transcript is altered.

Taken together, we believe our method is the most accessible, high-throughput, transcriptomic technology published to date to study early gene expression in *Drosophila*. We suggest that our methodology provides the optimal tool to investigate the transcriptional consequences of mutations in developmental genes, providing gene expression data at a depth and temporal resolution that was previously inaccessible.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Chemicals, peptides, and recombinant proteins**		

Fly food M	LabExpress	Cat#7002
TRIzol™ Reagent	Thermo Fisher Scientific	Cat#15596026
GlycoBlue™ Coprecipitant	Thermo Fisher Scientific	Cat#AM9516
ERCC RNA Spike-In Mix	Thermo Fisher Scientific	Cat#4456740
VaporLock	Qiagen	Cat#981611
RNaseOUT™ Recombinant RNase Inhibitor	Thermo Fisher Scientific	Cat#10777019
Second Strand Buffer	Thermo Fisher Scientific	Cat#10812014
DNA Polymerase I	Thermo Fisher Scientific	Cat#18010025
*E. coli* DNA Ligase	Thermo Fisher Scientific	Cat#18052019
Ambion™ RNase H, from *E. coli*, 10 U/μL	Thermo Fisher Scientific	Cat#AM2293
AMPure XP reagent	Beckman Coulter	Cat#A63881
RNAClean XP	Beckman Coulter	Cat#A63987
ExoSAP-IT PCR Product Cleanup Reagent	Thermo Fisher Scientific	Cat#78200.200.UL
Phusion® High-Fidelity PCR Master Mix with HF Buffer	New England Biolabs	Cat#M0531S

**Critical commercial assays**		

SuperScript™ II Reverse Transcriptase	Thermo Fisher Scientific	Cat#18064014
MEGAscript™ T7 Transcription Kit	Thermo Fisher Scientific	Cat#AM1333
NEBNext® Magnesium RNA Fragmentation Module	New England Biolabs	Cat#E6150S

**Deposited data**		

Zelda-dependent/independent and H2A.Z-positive/negative genes data	Ibarra-Morales et al.^24^	Data S1
Single-embryo RNA-seq raw data	This paper	GEO: GSE214118
Single-embryo RNA-seq raw reads	This paper	GEO: GSE214118

**Experimental models: Organisms/strains**		

*D. melanogaster*: DGRP-737	Bloomington Drosophila Stock Center	BDSC:83729

**Oligonucleotides**		

CEL-Seq2 oligoT: GCCGGTAATACGACTCACTATAGGGAG TTCTACAGTCCGACGATCNNNNNN[6 base barcode]TTTTT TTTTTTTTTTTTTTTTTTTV	Hashimshony et al.^20^	Table S2
CEL-Seq2 library RT primer: GCCTTGGCACCCGAGAATTC CANNNNNN	Hashimshony et al.^20^	Table S2
RP1 primer: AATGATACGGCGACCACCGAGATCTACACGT TCAGAGTTCTACAGTCCGA	Sagar et al.^21^	Table 2
RPI1 primer: CAAGCAGAAGACGGCATACGAGATCGTGAT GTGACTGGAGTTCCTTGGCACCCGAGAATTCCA	Sagar et al.^21^	Table 2
RPI2 primer: CAAGCAGAAGACGGCATACGAGATACATCG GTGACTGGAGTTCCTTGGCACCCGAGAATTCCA	Sagar et al.^21^	Table 2
qPCR primers	This paper	Table S6

**Software and algorithms**		

fastqc (v0.11.9)	Andrew, S.^32^	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/
STAR (v2.7.8a)	Dobin et al.^33^	https://github.com/alexdobin/STAR
RaceID3/StemID2	Herman et al.^22^	https://github.com/dgrun/RaceID3_StemID2_package
Prism (v9.4.1)	GraphPad Software	https://www.graphpad.com

### Resource availability

#### Lead contact

Further information and requests should be directed to and will be fulfilled by the lead contact, Adelheid Lempradl ().

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

#### Organisms

Drosophila genetic reference panel (DGRP)-737 line from Bloomington Stock Center (#83729) was kept in incubators at 25°C with 60% humidity and a 12-h light-dark cycle. All flies were raised at constant densities on standardized cornmeal food (Bloomington recipe), Fly food M (LabExpress, Michigan, USA), and transferred into cages 1-2 days after eclosion.

### Method details

#### Embryo collection

8-9 day old flies were put in embryo collection cages (Genesee Scientific, Cat #: 59-100). Food plates were changed and discarded twice before embryo collection started on. DGRP-737 line showed minimal egg laying (n = 0–2) in the first 30 min after changing the plates (data not shown), therefore, plates were changed every 90 min and processed immediately (0-1 h embryos) or incubated 1 or 2 more hours at 25°C for 1-2 h or 2-3 h timepoints respectively. Embryos were transferred into a pluriStrainer 150 μM cell strainer (pluriSelect, USA) and washed with tap water. Embryos were dechorionated by incubation in 3% sodium hypochlorite (PURE BRIGHT bleach, KIK international LLC) for 4 min, washed in 120 mM NaCl (Sigma-Aldrich, USA), 0.03% Triton X-100 (Thermo Fisher Scientific, USA) solution, and finally washed in ultrapure water (PURELAB Ultra, ELGA). For RNA-seq, single embryos were transferred into 2 mL pre-labelled (on side and top) screw-cap microtubes containing 0.2 g lysing matrix D beads (MP Biomedicals, USA) using a 20/0 liner brush (Royal & Langnickel, USA), snap-frozen on dry ice, and stored at −80°C. Embryos for qPCR experiments were fixed immediately.

#### RNA isolation from single embryos

500 μL TRIzol Reagent (Thermo Fisher Scientific, USA) and 50 μL Gibco 1x PBS (phosphate buffered saline) at pH 7.4 were added to microtubes with frozen single embryos. Samples were homogenized by bead-beating with 0.2 g lysing matrix D beads (MP Biomedicals, USA) at 6 m/s for 30 s using a FastPrep-24 instrument (MP Biomedicals, USA). RNA was then isolated following a miniaturized version of the manufacturer’s instructions. Briefly, 100 μL chloroform (Sigma-Aldrich, USA) was added, samples mixed by vortex, incubated 2 min at room temperature (RT), and centrifuged for 15 min at 12,000 × g at 4°C. The aqueous (upper) phase was transferred to a new pre-labelled 1.5 mL microtube, keep samples on ice. At this step, the organic phase was stored at −80°C for later DNA extraction. RNA was precipitated by adding 250 μL ice-cold isopropanol (Sigma-Aldrich, USA) and 2 μL GlycoBlue (Thermo Fisher Scientific, USA) as coprecipitant. If processing more than 14 samples, it is recommended to split samples into two groups after this step. Samples were mixed by hand, incubated for 10 min at RT, and centrifuged for 10 min at 12,000 × g at 4°C. RNA pellets were washed with 1 mL 75% (v/v) ethanol (Pharmco, USA), dried, and stored at −80°C until further use.

#### Library preparation and RNA-seq

RNA-seq was carried out following a miniaturized version of the sensitive highly-multiplexed single-cell RNA-seq (CEL-Seq2) protocol^20^^,^^22^ with modifications.

Dried RNA was resuspended in 8 μL nuclease-free water (Thermo Fisher Scientific, USA) and a nanoliter-scale liquid handler was used to dispensed 120 nL of RNA sample into a 384-well plate holding 240 nL of primer-mix, ERCC RNA Spike-In Mix (Thermo Fisher Scientific, USA), dNTPs, CEL-Seq2 oligoT with different barcodes and unique molecular identifiers (UMI) and 1200 nL VaporLock (Qiagen, USA) to avoid evaporation. All pipetting steps referring to nL were carried out using a nano-scale automated liquid handler, and we have successfully used the i.DOT (CELLINK) and the mosquito LV (sptlabtech).

RNA was converted to cDNA by two reactions. First-strand synthesis was carried out by addition of 160 nL of reaction mix (0.08 μL 5X first-strand buffer, 0.04 μL 100 mM DTT, 0.02 μL SuperScript II and 0.02 μL RNaseOUT (Thermo Fisher Scientific, USA)), incubation for 1 h at 42°C, incubation for 10 min at 70°C, and a final incubation at 4°C for a minimum of 5 min. Second-strand synthesis was carried out by addition of 2200 nL reaction mix (1.62 μL nuclease-free water, 0.0525 μL dNTP mix (10 mM ea), 0.53 μL s strand buffer, 0.075 μL DNA Polymerase I, 0.02 μL *E. coli* DNA ligase, and 0.02 μL Ambion RNase H, from *E. coli*, 10 U/μL (Thermo Fisher Scientific, USA)) and incubation for 2 h at 16°C.

cDNA from 96 single embryos was pooled together and cleaned up with 0.8 μL AMPure XP reagent (Beckman Coulter, USA) per 1 μL of sample, recovering a total of 13 μL cDNA. *In vitro* transcription was performed in a 32 μL final volume reaction (13 μL cDNA and T7 enzyme mix, 10X T7 reaction buffer, ATP, GTP, UTP, and CTP 3.2 μL/each) using MEGAscript T7 Transcription Kit (Thermo Fisher Scientific, USA). After incubation for 16 h at 37°C, the amplified RNA (aRNA) was recovered and cleaned up by adding 12 μL ExoSAP-IT PCR Product Cleanup Reagent (Thermo Fisher Scientific, USA) and incubation at at 37°C for 15 min.

The resulting aRNA was fragmented for exactly 3 min at 94°C using NEBNext Magnesium RNA Fragmentation Module (5 μL fragmentation buffer plus 5 μL stop solution per reaction, NEB, USA). aRNA was cleaned up with 0.8 μL RNAClean XP (Beckman Coulter, USA) per 1 μL sample, recovering a total of 21 μL aRNA. 1 μL was used to check the size distribution on Agilent 2100 Bioanalyzer and the remaining 20 μL were mixed with 2 μL dNTP mix (10 mM ea) and 4 μL 10 μM CEL-Seq2 library RT primer. The mix was incubated for 5 min at 65°C and immediately chilled and kept on ice before adding 8 μL 5X first-strand buffer, 4 μL 100 mM DTT, 2 μL SuperScript II and 2 μL RNaseOUT. The 42 μL reaction mix was incubated for 10 min at 25°C and subsequent 1 h at 42°C to achieve first-strand synthesis.

cDNA was diluted 10-fold using nuclease-free water (v/v) before an 11-cycle PCR amplification in a 50 μL final volume reaction (10 μL cDNA, 11 μL nuclease-free water, 2 μL 10 μM RP1 primer, 2 μL RPI-1 or 2 (IDT, USA) and 25 μL 2X Phusion High-Fidelity PCR Master Mix with HF Buffer (NEB, USA)). Each amplification cycle included denaturation for 10 s at 98°C, annealing for 30 s at 60°C and extension for 30 s at 72°C. Library PCR included a pre-incubation for 30 s at 98°C and a final incubation for 10 min at 72°C. Libraries were cleaned up twice with 0.8 μL AMPure XP reagent per 1 μL sample, recovering a total of 11 μL sample.

Paired-end sequencing (150 bp) was performed using the NovaSeq 6000 instrument (Illumina) by the Genomics Core at Van Andel Institute. Sequencing depth in each single embryo was between 6.4 and 6.8 M reads that passed quality control, with 96% of the sequences with a quality score ≥30 (FastQC version 0.11.9).^32^ Summary statistics of the RNAseq can be found in Table S5.

#### RNA-seq data analysis and functional enrichment

RNA-seq read counts were demultiplexed, mapped to the Berkeley Drosophila Genome Project assembly release 6.28 (Ensembl release 100) reference genome,^34^ UMI-deduplicated, and counted using STAR 2.7.8a (mode STARsolo).^33^ Gene symbols were updated using release FB2022_04. Samples with a total transcript read count <250,000 or transcripts with <3 read counts in < 5 samples were filtered out from the analysis. Read count normalization, computation of a distance matrix, sample clustering, transcriptome entropy calculation generation of a lineage tree, and pseudo-temporal order of samples was carried out using R packages RaceID version 0.2.6 and FateID version 0.2.2.^22^ Raw expression values of unsupervised clusters were compared by the RaceID3 internal approach akin to DESeq2. Transcripts with a Benjamini-Hochberg adjusted p value (padj) < 0.01 and a log2 fold-change (Log2FC) <-1 or >1 were considered to be differentially expressed. The source code for this analysis can be found in Data S2, Table S6.

All functional enrichment analyses were carried out by over-representation analysis (ORA) using the WEB-based GEne SeT AnaLysis Toolkit (WebGestalt).^35^ using redundancy reduction by affinity propagation. Only pathways with a false discovery rate (FDR) ≤ 0.05 are shown.

#### Fixation, staining, and staging of embryos for qPCR analysis

Dechorionated embryos were transferred to a 1.5 mL microtube and mixed in 362.5 μL PBT (0.3% Triton X-100 in PBS), 12.5 μL 10x PBS, and 125 μL 16% formaldehyde, methanol-free (w/v) (Thermo Fisher Scientific, USA). Embryos in the 4% formaldehyde fixing solution (w/v) were shaken for 15 min at 200 rpm using a mini rotator/shaker (Thermo Scientific). Fixing solution was discarded, 500 μL heptane (Sigma-Aldrich, USA) and 500 μL methanol (Thermo Fisher Scientific, USA) were added, and samples were vigorously shaken by hand/vortex for 2 min. Heptane, methanol, and embryos in the interphase were removed and discarded. Samples were washed 3 times with methanol before resuspension in 1 mL PBT containing 1 μL Hoechst 33,342 (20 mM) (Thermo Fisher Scientific, USA). After a 10 min incubation at RT, 2 × 1 min and 1 × 10 min washes with 1 mL PTB were carried out to remove excess dye. Embryos were then staged using the ECLIPSE Ts2 microscope (Nikon) based on Foe et al.,^10^ and reference images for nuclear cycle divisions from others.^36^^,^^37^ Embryos in PBT were kept on ice during staging. Finally, PBT was removed, TRIzol was added to pooled embryos, and samples were stored at −80°C until RNA was isolated using a standard TRIzol RNA isolation protocol.

#### Reverse transcription on pooled RNA samples

Dried RNA from staged embryos was resuspended in 9 μL nuclease-free water and 1 μL used for quantification by NanoDrop One/OneC spectrophotometer (Thermo Scientific). The remaining RNA (<3 μg) was treated with 2 U TURBO DNase (Thermo Fisher Scientific, USA) following manufacturer’s instructions. RNA was then incubated at 70°C with 1.5 μg oligo(dT)_12-18_ (Thermo Fisher Scientific, USA) and immediately chilled on ice. Reverse transcription was carried out using moloney-murine leukemia virus (M-MLV) reverse transcriptase kit (Promega, USA). Reverse transcription was completed in a 30 μL final volume reaction containing 400 U M-MLV and 1 mM dNTP mix after serial incubations at 40°C for 60 min and 90°C for 10 min cDNA was chilled on ice and diluted to a concentration of 20 ng/μL (1 μg input RNA/50 μL).

#### DNA extraction on single embryos for sex determination

DNA extraction was performed with a modified version of the manufacturer’s instructions (TRIzol). The frozen organic phase of each embryo after RNA extraction was thawed at RT for 3 min and transferred to a fresh 1.5 mL microtube to remove beads from samples. 2 μL GlycoBlue coprecipitant were added, samples mixed by inverting tube 5 times, 150 μL 100% ethanol (Pharmco, USA) were added, and samples mixed again. After a 3 min incubation at RT samples were centrifuged 5 min at 7,000 g at 4°C and the phenol-ethanol supernatant discarded. DNA pellets were washed in 500 μL 0.1 M sodium citrate in 10% ethanol and incubated 30 min mixing every 10 min. Samples were centrifuged for 5 min at 7,000 g at 4°C and supernatant discarded. Wash with 0.1 M sodium citrate was repeated once, and pellets resuspended in 1 mL 75% ethanol. Then, 2 μL GlycoBlue coprecipitant were added, and samples incubated for 10 min mixing every 2-5 min. Samples were centrifuged 5 min at 7,000 g at 4°C, supernatant was discarded and pellet air dried before resuspension in 20 μL 8 mM NaOH in H_2_O (w/v). DNA samples were incubated at 80°C for 10 min mixing every 2 min by vortex, chilled immediately on ice for 5 min, and stored at 80°C.

#### qPCR and qPCR data analysis

qPCR was carried out in a 20 μL final volume reaction using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, USA), bespoke forward/reverse primers (0.3 μM/each) (Table S6), and 2 μL DNA (1/10 embryo) or 160 ng/μL cDNA. Pre-incubation at 98°C for 3 min for DNA or 30 s for cDNA, 45 cycle amplification, and melting curve were performed using CFX96 touch real-time PCR detection system (Bio-Rad). Each amplification cycle included denaturation at 95°C for 10 s and a combined annealing/extension at 60°C for 30s. Specificity of qPCR reactions was assessed by the presence of a single peak in the melting curve, which was generated by acquiring fluorescence data every 0.5°C change in temperature from 65°C to 95°C. All qPCR reactions were performed in duplicates. DNA samples that amplified the X and Y chromosome in both duplicates at similar cycle threshold values were categorized as males. DNA samples that amplified the X but not the Y chromosome were categorized as females. For cDNA samples, mRNA expression in each duplicate was calculated using the cycle threshold values by the standard curve method.^38^ 

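Over the 58 embryos of clusters 1 to 5, CG6707 (chromosome 3L, 9894807 to 9898575) had 57.4 ± 7.43 normalized counts (SD), a coefficient of variation of 12.9%. Pgam5 (chromosome X, 1872400 to 1873565) had 44.4 ± 5.27, a coefficient of variation of 11.9%. Among the 4099 genes with a mean of at least 10 normalized counts in these embryos, they ranked 15 and 6 from the least variable, and the median coefficient of variation was 30.8%. Over the 75 embryos of clusters 1 to 7 the ranks were 9 and 5 of 4051 genes, and over the 49 embryos of clusters 1 to 4 they were 170 and 75 of 4128 genes.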

The expression of the gene of interest was then divided by the geometric means of *CG6707* (FBgn0036058) and *Pgam5* (FBgn0023517), two transcripts with the lowest variability until around NC 14D in our RNA-seq data.

#### Zelda-dependent/independent and H2A.Z-positive/negative genes

Completed using analyzed data available from Ibarra-Morales et al.^24^ who identifed Zld-dependent, H2A1.Z-positive, and H2A1.Z negative genes. We used their classification to group differentially expressed genes (padj<0.01, Log2FC < −1 or >1) in our data, see Table S1.

#### Sex-specific transcription

RNA-seq normalized read counts of each transcript were compared between male and female embryos using splineTimeR version 1.24.0.^39^ Every embryo was considered a replicate in every cluster (timepoints). Transcripts with a Benjamini-Hochberg adjusted p value (padj) < 0.01 were considered significantly expressed. The source code for this analysis can be found in Data S2. Due to the split of the pseudo-time into male and females, normalized reads were smoothed by averaging 5 neighboring samples and a second order of the smoothing polynomial using Prism 9 version 9.4.1.

## Data Availability

• Single-embryo RNA-seq data from this study has been deposited at NCBI Gene Expression Omnibus (GEO). Accession numbers are listed in the key resources table. Normalized reads, gene details, and metadata for sex-specific analysis can be found in Tables S7, S8, and S9. • All original code is available in this paper’s supplemental information. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Continuous transcriptome analysis reveals novel patterns of early gene expression in Drosophila embryos
**Source:** Cell Genom. 2023 Feb 15;3(3):100265. doi: 10.1016/j.xgen.2023.100265
**Supplement:** Document S1. Figures S1–S4, Tables S1, S2, and S4–S6, and Data S1 and S2

**Cell Genomics, Volume 3**

## **Supplemental information**

**Continuous transcriptome analysis  
reveals novel patterns of early gene  
expression in *Drosophila* embryos**

**J. Eduardo Pérez-Mojica, Lennart Enders, Joseph Walsh, Kin H. Lau, and Adelheid Lempradl**

## Supplemental Information

### **Continuous transcriptome analysis reveals novel patterns of early gene expression.**

Pérez-Mojica *et al.*

This PDF file includes the following:

|                |         |
|----------------|---------|
| Figure S1..... | page 2  |
| Figure S2..... | page 3  |
| Figure S3..... | page 4  |
| Figure S4..... | page 5  |
| Data S1.....   | page 6  |
| Data S2.....   | page 9  |
| Table S1.....  | page 13 |
| Table S2.....  | page 14 |
| Table S4.....  | page 16 |
| Table S5.....  | page 19 |
| Table S6.....  | page 20 |

Other supplemental material for this manuscript includes:

Table\_S3.xlsx (Significantly upregulated genes during the minor Zygote Genome Activation, Related to Figure 3A. Transcripts were allocated only to the first cluster comparison to reach statistically significant differences)

Table\_S7.xlsx (Normalized read counts by pseudo-time order, Related to Figure 2)

Table\_S8.xlsx (Details for genes included in Table\_S7, Related to Figure 2)

Table\_S9.xls (Single-embryo metadata for sex-specific analysis, related to Figure 5. Single embryos were considered a replicate within a cluster (Time))

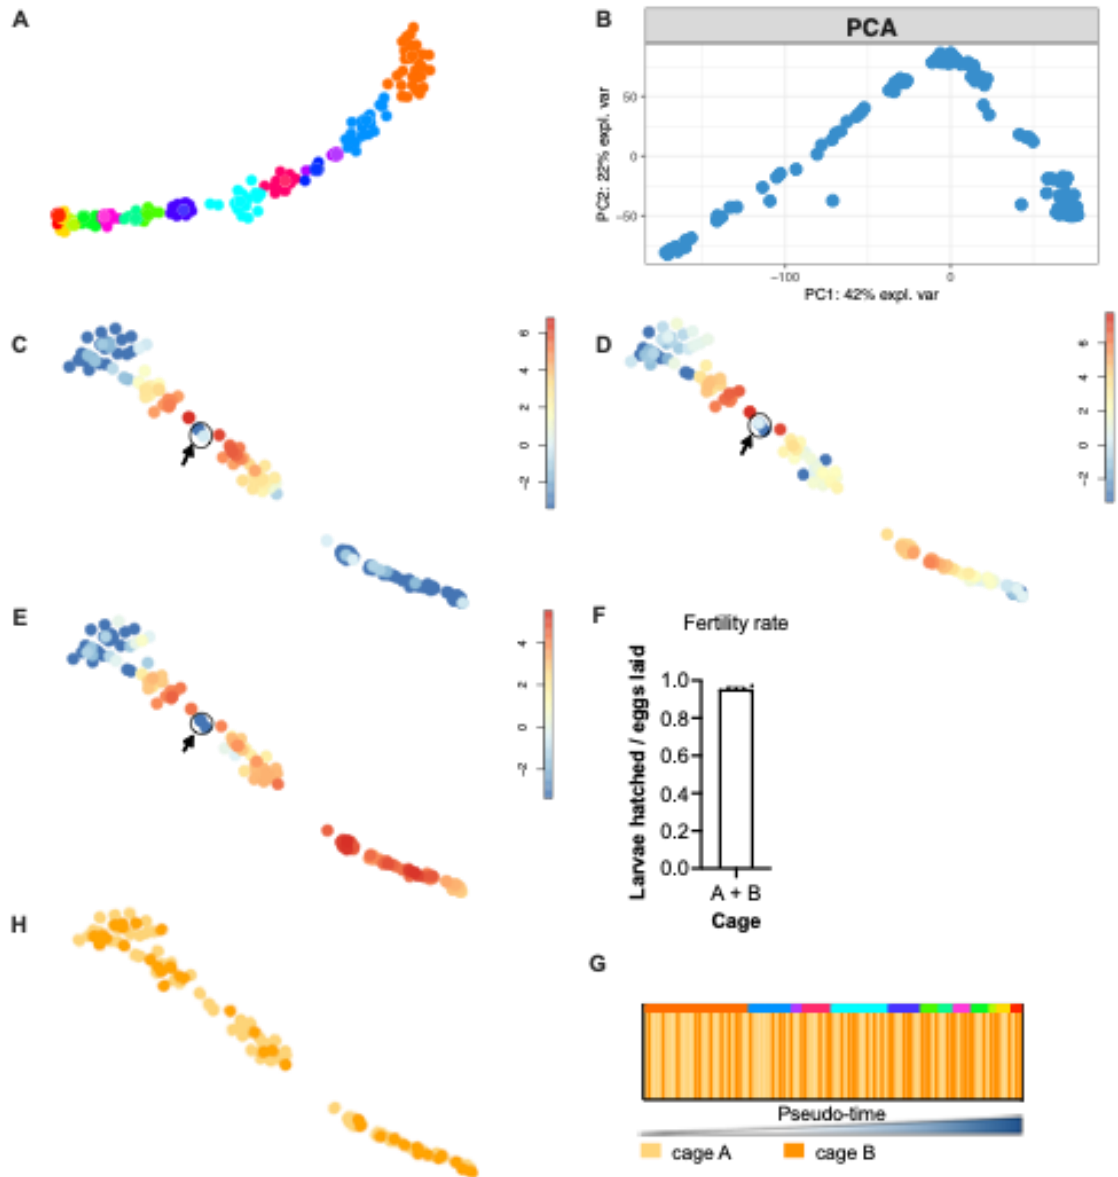

**Figure S1. Alternative dimensionality reductions, identification of unfertilized eggs and analysis of batch effects in RNA-seq data, Related to Figure 1.** (A) Fruchterman-Reingold layout or (B) PCA dimensionality reduction of raw RNA-seq data. (C-E) t-SNE maps of log2-transformed expression values with arrows and circles indicating excluded samples (n = 5) due to low levels of (C) *screw* (*scw*), (D) *scute* (*sc*) and (E) *escargot* (*esg*) compared to adjacent embryos on the t-SNE map and pseudo-time. (F) The ratio of larvae hatched from embryos taken from the two cages (A and B) used for RNA-seq on the same day of collection averaged 0.95 (n = 6, 3 replicates of ~150 embryos per cage, error bars are SD). (H) t-SNE map or (G) pseudo-time showing cage origin (A or B) of each sample.

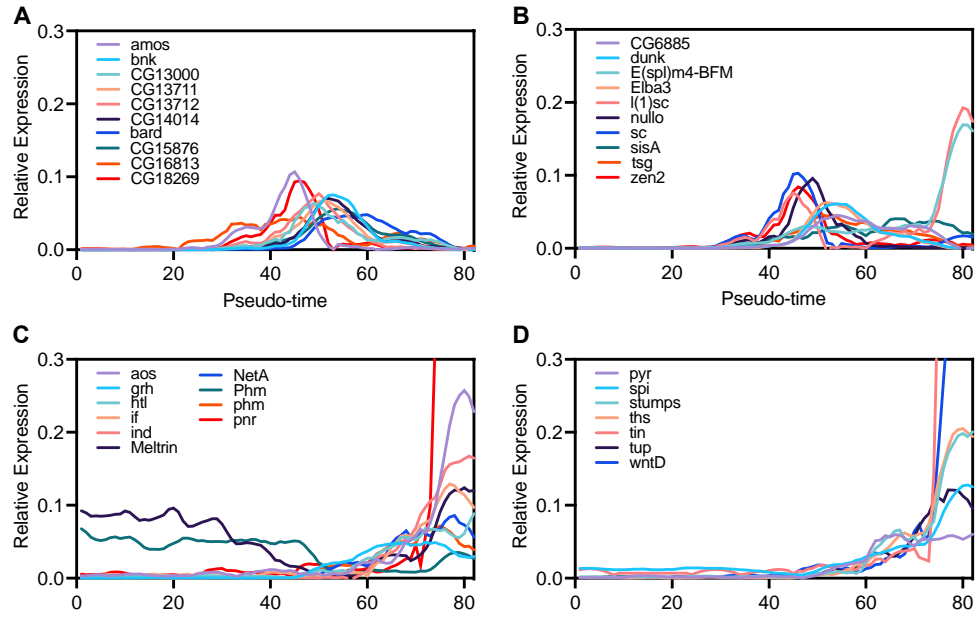

**Figure S2. The continuous sequence of the ZGA, a detailed look, Related to Figure 2.** Graphs show the loess-smoothed expression on reads normalized to sum 1 for (A-B) 20 genes reported to start transcription during NC 7-9 [S1] or (C-D) 17 genes reported to increase >5-fold expression from NC 14A to NC 14B [S2].

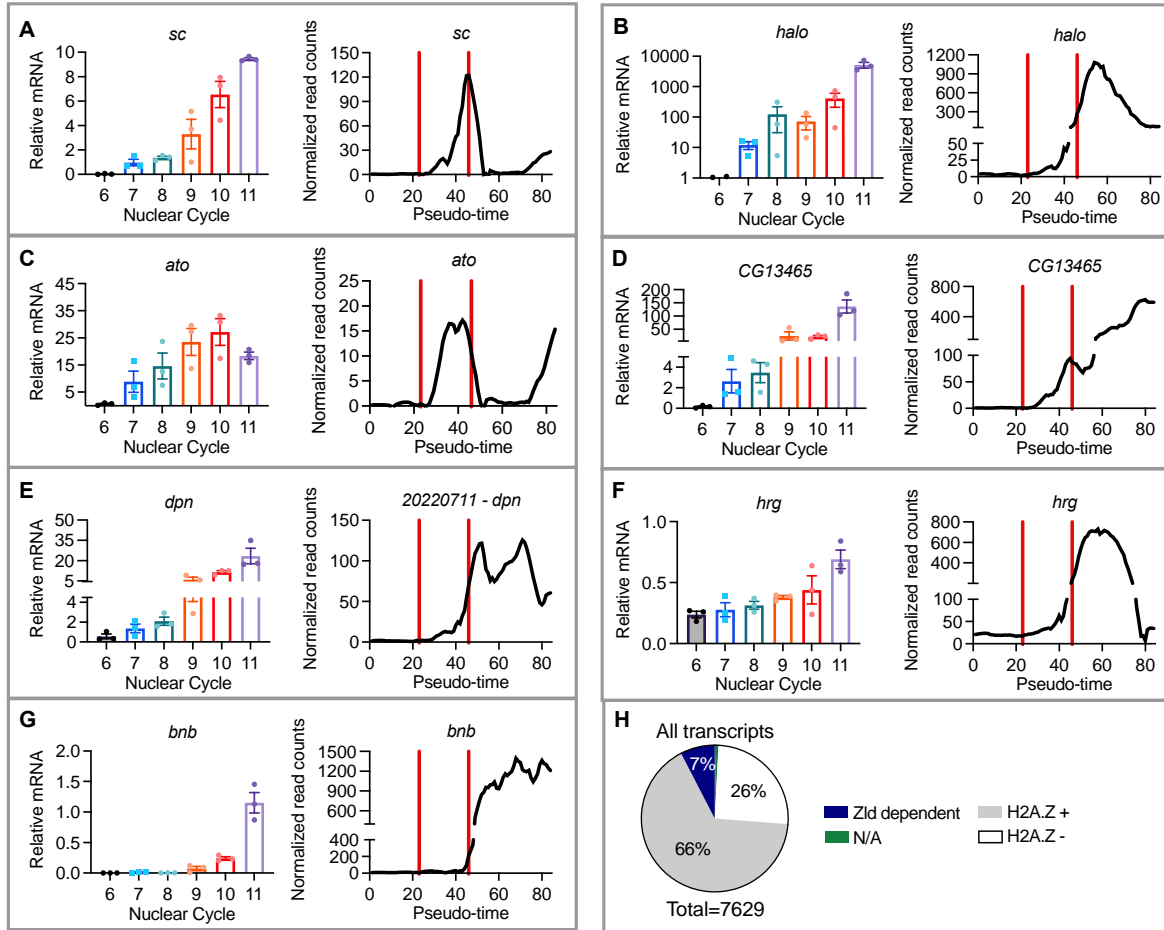

**Figure S3. qPCR results for selected genes and genome distribution of Zelda or H2A.Z. (A-G), Related to Figure 3.** On the left panel, qPCR from fixed and hand-staged embryos at NC 6-11, plotted are means with SEM error bars. On the right panel, smoothed normalized reads in our pseudo-time. Normalized reads were smoothed by averaging 5 neighboring samples and a second order of the smoothing polynomial using Prism 9 version 9.4.1. Vertical red lines indicate an approximate window covering NC 6-11 in our pseudo-time. Gene symbol and gene name: *sc*, *scute*; *halo*, *halo*; *ato*, *atonal*; *CG13465*, no name; *dpn*, *deadpan*; *hrg*, *hiiragi*; *bnb*, *bangles and beads*. **(H)** Genome distribution of Zelda or H2A.Z in all transcripts detected up to ~3h embryos. Zelda bounding data from Blythe and Wieschaus [S3] and H2A.Z enrichment from Ibarra-Morales *et al.* [S4]. Genes not matching between datasets are shown as N/A.

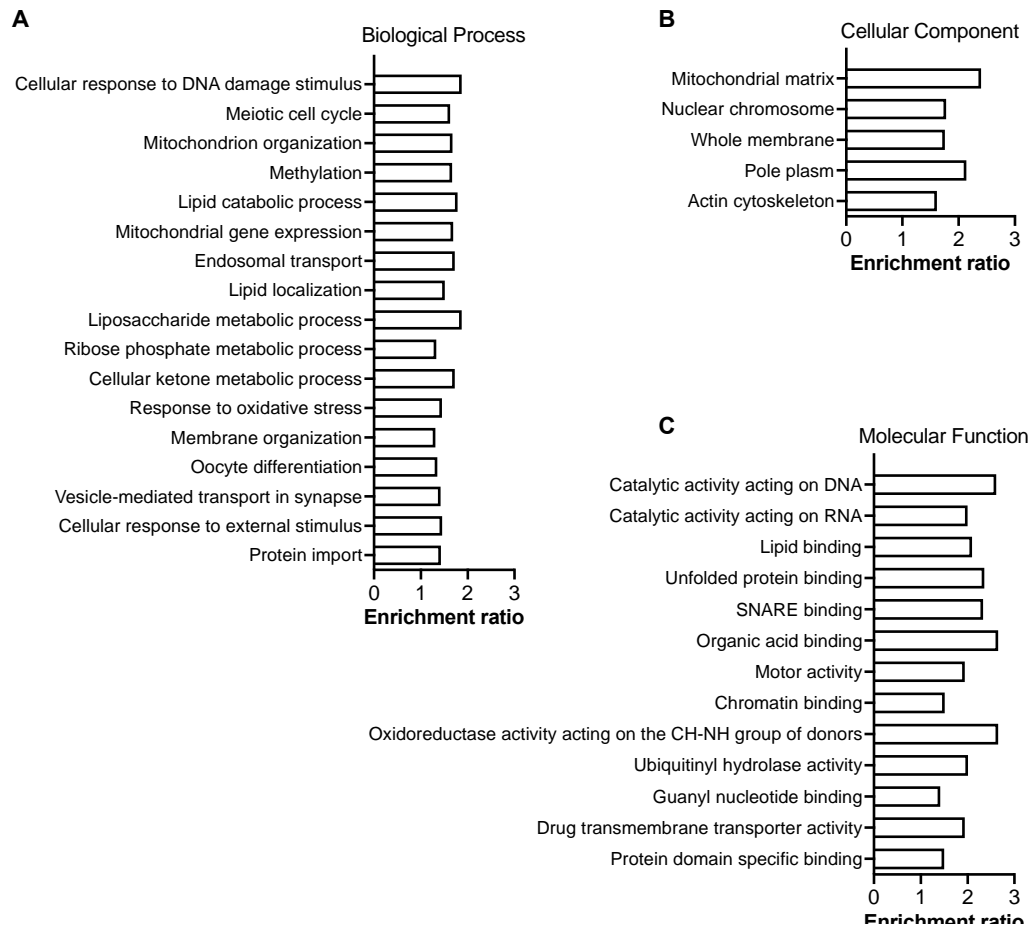

**Figure S4. Pathway analysis of maternally deposited mRNAs degraded upon major ZGA. (A-C), Related to Figure 4.** ORA on all ( $n = 262$ ) significantly decreased genes by comparing cluster 1 versus 5 ( $\text{padj} < 0.01$ ,  $\text{Log2FC} < -1$ )

## Data S1

### Early transcribed genes from chromosome 2

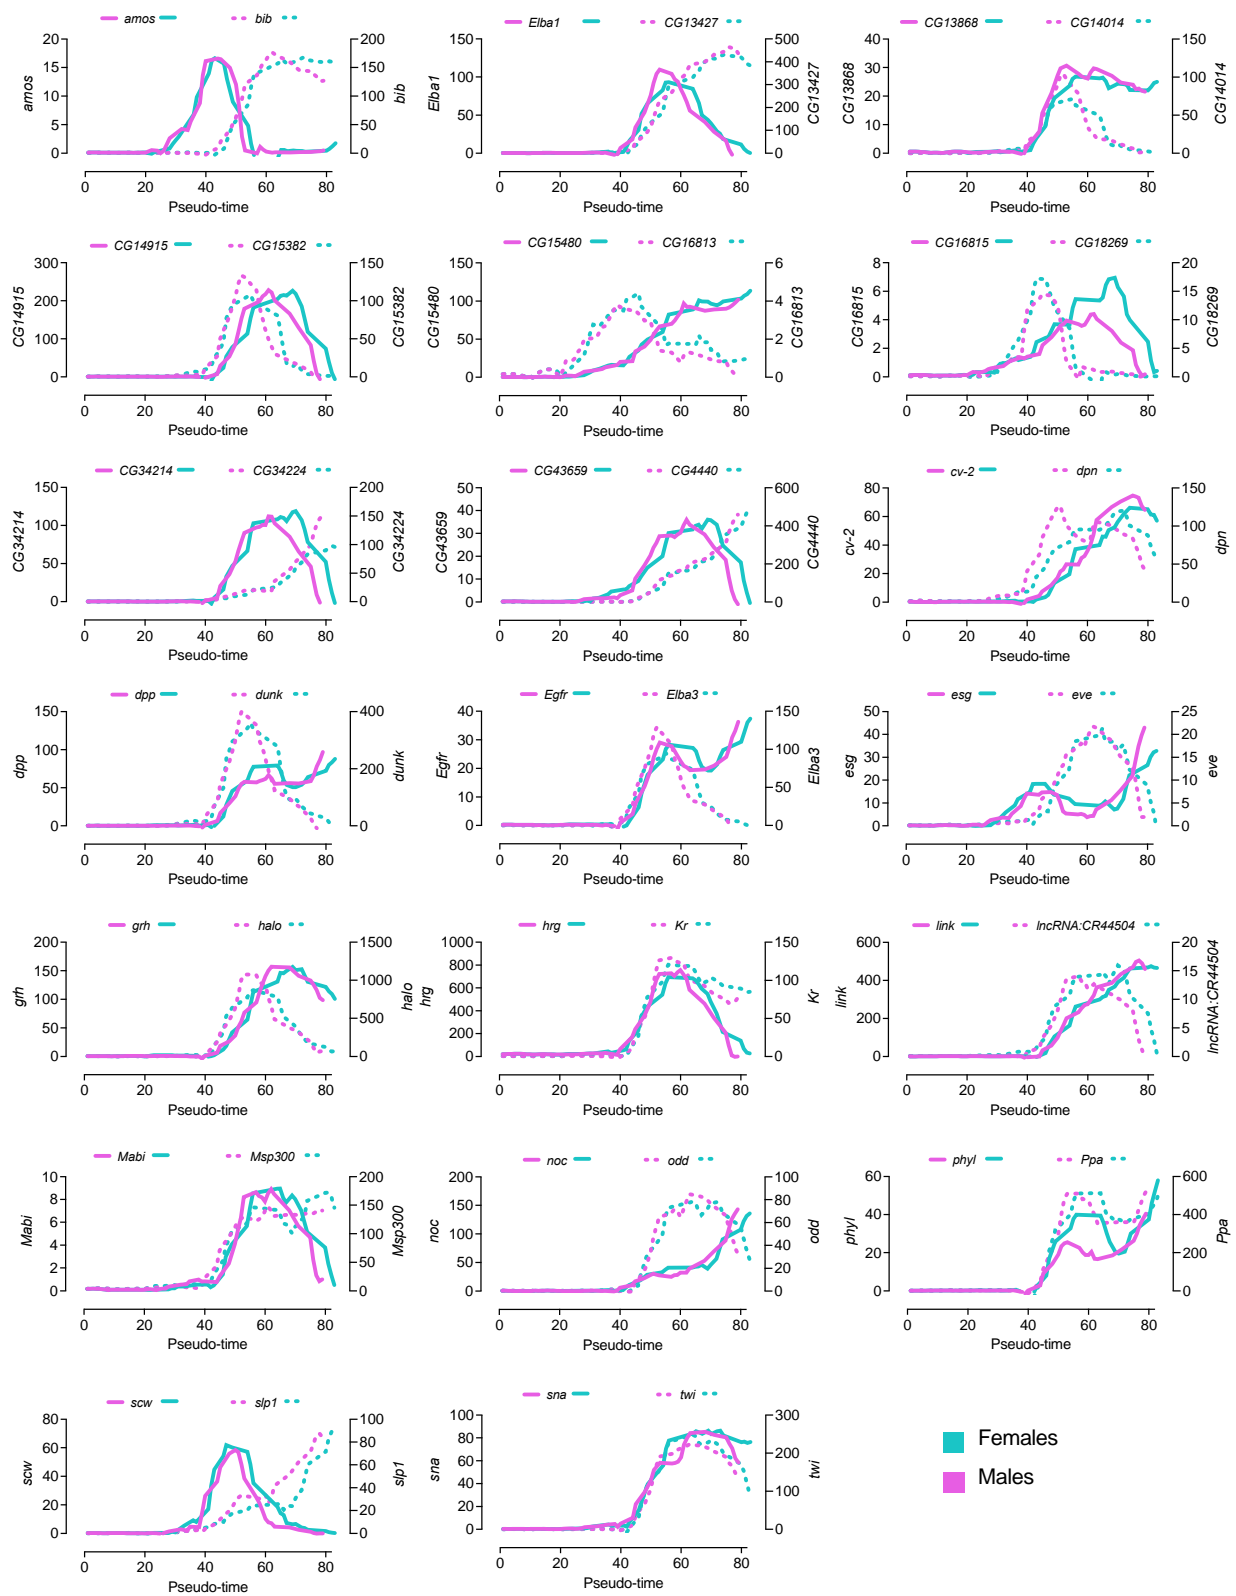

# Early transcribed genes from chromosome 3

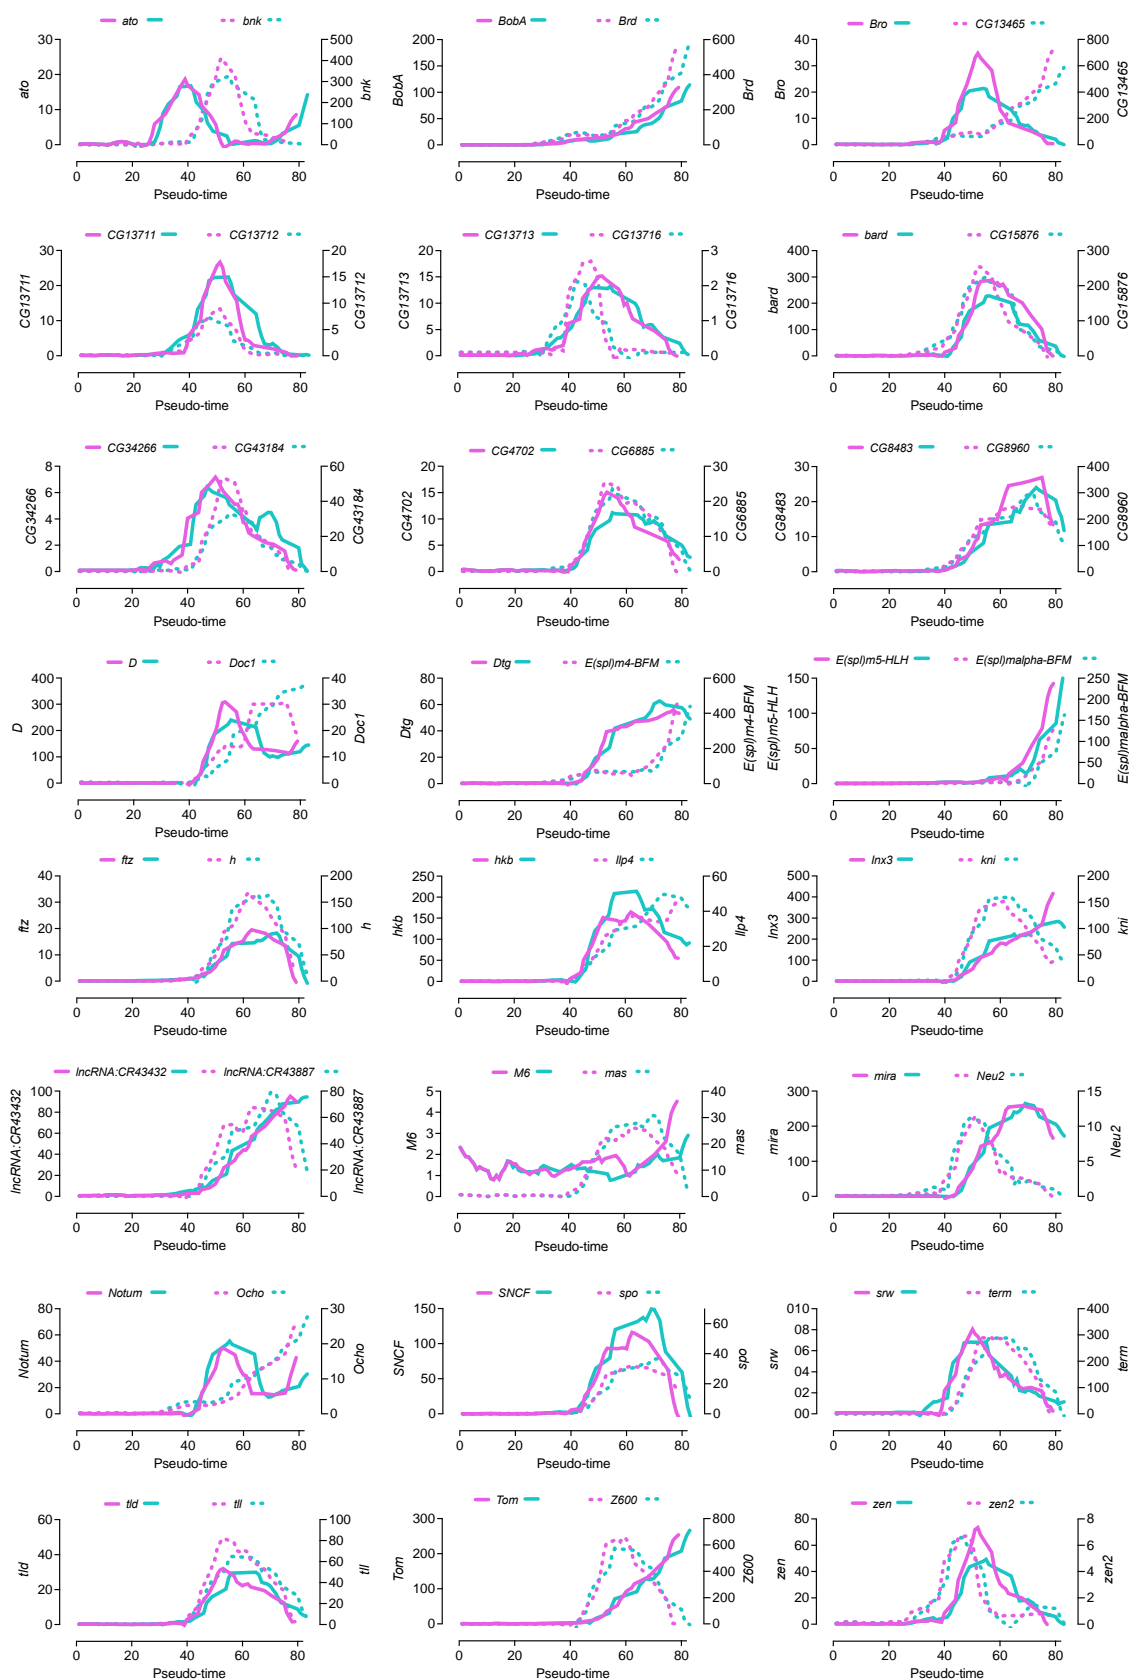

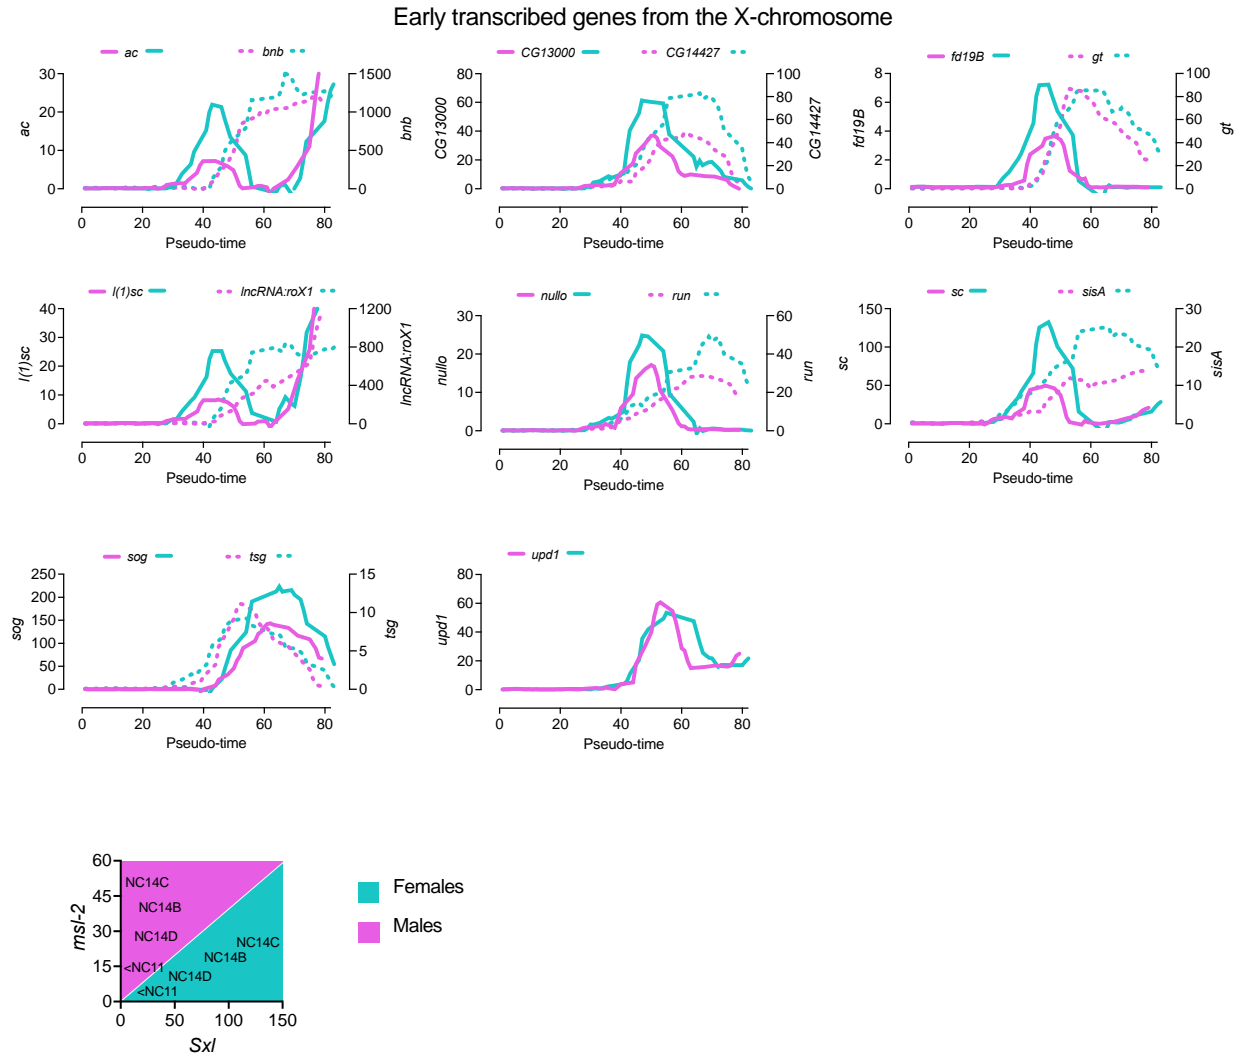

**Data S1. Sex-specific transcription in early development and developed strategy to sex embryos, Related to Figure 5. (A-C)** Smoothed normalized reads of significantly increased transcripts ( $\text{padj} < 0.01$ ,  $\text{Log2FC} > 1$ ) by comparing cluster 1 versus 2 and cluster 2 versus 3. Genes were grouped according to their genomic localization on (A) chromosome 2, (B) chromosome 3, or (C) the X-chromosome. **(D)** Cartoon showing how males and female embryos cluster by plotting *Sxl* expression on the x-axis and *msl-2* expression on the y-axis.

## Data S2. Source code for this manuscript. Related to Figure 1

---

#1.- Identification of unfertilized eggs.

```
library(RaceID)
samples <- read.csv("01raw_reads_n192samples.txt", sep="t", header=TRUE, row.names = 1)
sc <- SCseq(samples)
sc <- filterdata(sc, minexpr = 3, minnumber = 5, LBatch = NULL, mintotal=250000)
sc <- compdist(sc, metric="spearman", FSelect = FALSE, knn = NULL, alpha = 3)
sc <- clustexp(sc, rseed = 12345, samp = 1000, FUNcluster = "kmedoids", verbose = F)
sc <- findoutliers(sc, probthr = 0.001, outlg = 3, outminc = 5, verbose = TRUE)

pdf(file = "01results_maps.pdf", width = 7, height = 5)
sc <- comptsne(sc, perplexity = 16, rseed = 420)
sc <- compfr(sc, knn=10)
plotmap(sc, cex=3)
plotmap(sc, cex=3, fr=TRUE)
plotlabelsmap(sc, cex = 0.2)
plotexpmap(sc, g="scw", n="scw", logsc = TRUE, cex = 3)
plotexpmap(sc, g="sc", n="sc", logsc = TRUE, cex = 3)
plotexpmap(sc, g="esg", n="esg", logsc = TRUE, cex = 3)
types <- sub("(\\_\\d+)$", "", colnames(sc@ndata))
subset <- types[grep("[A]", types)]
plotsymbolsmap(sc, types, subset=subset, cex=3, leg=F,
  map=T, samples_col = rep("goldenrod1", 400))
subset <- types[grep("[B]", types)]
plotsymbolsmap(sc, types, subset=subset, cex=3, leg=F,
  map=T, samples_col = rep("orange", 400))
dev.off()
```

---

#2.- Comparisons with previously published data and identification of older than 3h embryos.

```
library(RaceID)
library(RColorBrewer)
library(FateID)
samples <- read.csv("01raw_reads_n192samples.txt", sep="t", header=TRUE, row.names = 1)
excluded <- c("X3A.19", "X3A.14", "X2A.29", "X2A.16", "X2A.12") #identified unfertilized eggs.
samples <- samples[!(names(samples) %in% excluded)]
sc <- SCseq(samples)
sc <- filterdata(sc, minexpr = 3, minnumber = 5, LBatch = NULL, mintotal=250000)
sc <- compdist(sc, metric="spearman", FSelect = FALSE, knn = NULL, alpha = 3)
sc <- clustexp(sc, rseed = 12345, samp = 1000, FUNcluster = "kmedoids", verbose = F)
sc <- findoutliers(sc, probthr = 0.001, outlg = 3, outminc = 5, verbose = TRUE)

pdf(file = "02results_maps_filtered.pdf", width = 7, height = 5)
sc <- comptsne(sc, perplexity = 15, rseed = 420)
sc <- compfr(sc, knn=10)
plotmap(sc, cex=3)
plotmap(sc, cex=3, fr=TRUE)
plotlabelsmap(sc, cex = 0.2)
plotexpmap(sc, g="scw", n="scw", logsc = TRUE, cex = 3)
plotexpmap(sc, g="sc", n="sc", logsc = TRUE, cex = 3)
plotexpmap(sc, g="esg", n="esg", logsc = TRUE, cex = 3)
types <- sub("(\\_\\d+)$", "", colnames(sc@ndata))
subset <- types[grep("[A]", types)]
plotsymbolsmap(sc, types, subset=subset, cex=3, leg=F,
  map=T, samples_col = rep("goldenrod1", 400))
subset <- types[grep("[B]", types)]
plotsymbolsmap(sc, types, subset=subset, cex=3, leg=F,
  map=T, samples_col = rep("orange", 400))
dev.off()

clusters <- sc@cpart
write.csv(clusters, file = "02results_clusters_filtered.csv")

pdf(file = "02results_lineage_analysis_filtered.pdf", width = 7, height = 5)
ltr <- Ltree(sc)
ltr <- compentropy(ltr)
ltr <- projcells(ltr, cthr=1, nmode=T, knn=3)
```

---

---

```

ltr <- projback(ltr,pdishuf = 100, fast=FALSE, rseed=17000)
ltr <- lineagegraph(ltr)
ltr <- compvalue(ltr,pthr=0.05, sensitive = T)
x <- compscore(ltr)
plotsantree(ltr,cex = 3,projections = T)
dev.off()

n <- cellsfromtree(ltr,c(2,8,9,5,7,13,3,6,1,4,12,10,11)) #select pseudo-temporal order vector from StemID.
x <- getfdata(ltr@sc)
fs <- filterset(x,n=n$f, minexpr = 0, minnumber = 0) #additional filtering and subsetting of gene expression
y <- ltr@sc@cpart[n$f]
length(y)
fcol <- ltr@sc@fcol
write.table(y,"02results_pseudotime_names_filtered.csv",col.names=TRUE,sep="," ,quote=FALSE)

pdf(file="02results_Kwasnieski_and_Sandler_filtered.pdf",width = 7, height = 5)
COL<-brewer.pal(n=12,name="Set3")
plotexpmap(sc, logsc = TRUE, cex = 3,
  g=c("E(spl)m4-BFM","Elba3","l(1)sc","bnk","amos","dunk","nullo","sisA","sc",
    "tsg","zen2","CG13000","CG13711","CG13712","CG14014","bard","CG15876",
    "CG18269","CG6885","CG16813"),
  n="List from Kwasnieski et al., 2019 (NC7-9)")
plotexpression(fs, y, n$f, col = fcol, alpha=.2, types=NULL, ylab = "Normalized Read Counts",
  g=c("E(spl)m4-BFM","Elba3","l(1)sc","bnk","amos","dunk","nullo","sisA","sc",
    "tsg","zen2","CG13000","CG13711","CG13712","CG14014","bard","CG15876",
    "CG18269","CG6885","CG16813"),
  cluster=FALSE, logsc = F,name = "List from Kwasnieski et al., 2019 (NC7-9)")
plotexpressionProfile(fs, y, n$f, col = COL, alpha=.2, lwd=5, ylim = c(0,0.1), ylab = "Normalized Expression",
  g=c("E(spl)m4-BFM","Elba3","l(1)sc","bnk","amos","dunk","nullo","sisA","sc",
    "tsg","zen2","CG13000","CG13711","CG13712","CG14014","bard","CG15876",
    "CG18269","CG6885","CG16813"),
  cluster=FALSE, name="List from Kwasnieski et al., 2019 (NC7-9)")
plotexpmap(sc, logsc = TRUE, cex = 3,
  g=c("stumps", "ush", "Meltrin", "if", "ind", "aos", "ths",
    "pnr", "spi", "pyr", "grh", "phm", "wntD", "tin",
    "htl", "tup", "NetA"),
  n="List from Sandler and Stathopoulos, 2016 - (14A to 14B)")
plotexpression(fs, y, n$f, col = fcol, alpha=.2, types=NULL, ylab = "Normalized Read Counts",
  g=c("stumps", "ush", "Meltrin", "if", "ind", "aos", "ths",
    "pnr", "spi", "pyr", "grh", "phm", "wntD", "tin",
    "htl", "tup", "NetA"),
  cluster=FALSE, logsc = F,name = "List from Sandler and Stathopoulos, 2016 - (14A to 14B)")
plotexpressionProfile(fs, y, n$f, col = COL, alpha=.2, lwd=5, ylim = c(0,0.07), ylab = "Normalized Expression",
  g=c("stumps", "ush", "Meltrin", "if", "ind", "aos", "ths",
    "pnr", "spi", "pyr", "grh", "phm", "wntD", "tin",
    "htl", "tup", "NetA"),
  cluster=FALSE, name="List from Sandler and Stathopoulos, 2016 - (14A to 14B)")
dev.off()

```

---

#3.- Generation of pseudo-time using only 3h embryos and differential expression analysis.

```

library(RaceID)
library(RColorBrewer)
library(FateID)
samples <- read.csv("01raw_reads_n192samples.txt", sep="t", header=TRUE, row.names = 1)
excluded <- c("X3A.19","X3A.14","X2A.29","X2A.16","X2A.12", #identified unfertilized eggs.
  "X1A.04","X1B.22","X3B.05","X3B.22","X3A.27", #cluster 3 (older than 3h)
  "X1B.17","X3A.21","X1A.28","X1B.28","X3B.28", #cluster 6 (older than 3h)
  "X1A.01", "X1B.24","X1B.29", "X1B.31","X3B.25","X3B.27", #cluster 1 (older than 3h)
  "X1A.17","X1A.18","X1B.23","X2B.07","X3A.08", #cluster 4 (older than 3h)
  "X2B.03","X3B.23", #cluster 12 (older than 3h)
  "X2A.22","X3A.24","X1A.14","X2A.10","X2B.30", #cluster 10 (older than 3h)
  "X2B.02", "X2B.25") #cluster 11 (older than 3h)
samples <- samples[!(names(samples) %in% excluded)]
sc <- SCseq(samples)
sc<-filterdata(sc, minexpr = 3, minnumber = 5, LBatch = NULL, mintotal=250000)
sc <- compdist(sc,metric="spearman", FSelect = FALSE,knn = NULL,alpha = 3)
sc <- clustexp(sc, rseed = 12345, samp = 1000 , FUNcluster = "kmedoids", verbose = F)

```

---

---

```

sc <- findoutliers(sc, probthr = 0.001, outlg = 3, outmnc = 5, verbose = TRUE)

pdf(file = "03results_maps_filtered_3h.pdf", width = 7, height = 5)
sc <- comptsne(sc, perplexity = 11.5, rseed = 1234) #13.659 #10.5 #11.45 #11.2
sc <- compfr(sc, knn=10)
plotmap(sc, cex=3)
plotmap(sc, cex=3, fr=TRUE)
plotlabelsmap(sc, cex = 0.2)
plotexpmap(sc, g="scw", n="scw", logsc = TRUE, cex = 3)
plotexpmap(sc, g="sc", n="sc", logsc = TRUE, cex = 3)
plotexpmap(sc, g="esg", n="esg", logsc = TRUE, cex = 3)
types <- sub("(\\_\\d+)$", "", colnames(sc@ndata))
subset <- types[grep("[A]", types)]
plotsymbolsmap(sc, types, subset=subset, cex=3, leg=F, map=T, samples_col = rep("goldenrod1", 400))
subset <- types[grep("[B]", types)]
plotsymbolsmap(sc, types, subset=subset, cex=3, leg=F, map=T, samples_col = rep("orange", 400))
dev.off()

pdf(file = "03results_stemID_cell_projection_filtered_3h.pdf", width = 7, height = 5)
ltr <- Ltree(sc) #construct object used for StemID analysis
ltr <- compentropy(ltr) #calculation of the transcriptome entropy of each cell
ltr <- projcells(ltr, cthr=1, nmode=T, knn=3) #cell projection calculation, cthr=1, nmode=TRUE, knn=3
ltr <- projback(ltr, pdishuf = 100, fast=FALSE, rseed=17000)
ltr <- lineagegraph(ltr) #lineage tree is inferred
ltr <- compvalue(ltr, pthr=0.05, sensitive = T) #p-values for the links calculation
x <- compscore(ltr)
plotspantree(ltr, cex = 3, projections = T)
dev.off()

n <- cellsfromtree(ltr, c(1,5,4,6,2,9,3,7)) #select pseudo-temporal order vector from StemID.
x <- getfdata(ltr@sc)
fs <- filterset(x, n=n$f, minexpr = 0, minnumber = 0) #additional filtering and subsetting of gene expression
y <- ltr@sc@cpart[n$f]
length(y)
fcol <- ltr@sc@fcol
write.table(y, "03results_pseudotime_order_filtered_3h.csv", col.names=TRUE, sep=";", quote=FALSE)
yy <- as.data.frame(y) #y is an integer and I don't know how to get rownames from it so I convert it into a data frame
list_pseudotime <- row.names(yy)
norm_counts <- as.matrix(getfdata(sc))
norm_counts <- norm_counts[, list_pseudotime] #to get counts on pseudotemporal order
write.csv(norm_counts, file = "03results_fateid_counts_ps_norm_filtered_3h.csv")

A <- names(sc@cpart)[sc@cpart %in% c(1)]
B <- names(sc@cpart)[sc@cpart %in% c(5)]
x <- diffexpnb(sc@expdata, n=c(A,B), DESeq = TRUE, A=A, B=B, method = "per-condition")
write.table(x$res, "03diffexpnb_1_cl1and5_filtered_3h.xls", col.names=TRUE, sep="t", quote=FALSE)
A <- names(sc@cpart)[sc@cpart %in% c(5)]
B <- names(sc@cpart)[sc@cpart %in% c(4)]
x <- diffexpnb(sc@expdata, n=c(A,B), DESeq = TRUE, A=A, B=B, method = "per-condition")
write.table(x$res, "03diffexpnb_2_cl5and4_filtered_3h.xls", col.names=TRUE, sep="t", quote=FALSE)
A <- names(sc@cpart)[sc@cpart %in% c(4)]
B <- names(sc@cpart)[sc@cpart %in% c(6)]
x <- diffexpnb(sc@expdata, n=c(A,B), DESeq = TRUE, A=A, B=B, method = "per-condition")
write.table(x$res, "03diffexpnb_3_cl4and6_filtered_3h.xls", col.names=TRUE, sep="t", quote=FALSE)
A <- names(sc@cpart)[sc@cpart %in% c(6)]
B <- names(sc@cpart)[sc@cpart %in% c(2)]
x <- diffexpnb(sc@expdata, n=c(A,B), DESeq = TRUE, A=A, B=B, method = "per-condition")
write.table(x$res, "03diffexpnb_4_cl6and2_filtered_3h.xls", col.names=TRUE, sep="t", quote=FALSE)
A <- names(sc@cpart)[sc@cpart %in% c(1)]
B <- names(sc@cpart)[sc@cpart %in% c(2)]
x <- diffexpnb(sc@expdata, n=c(A,B), DESeq = TRUE, A=A, B=B, method = "per-condition")
write.table(x$res, "03diffexpnb_5_cl1and2_filtered_3h.xls", col.names=TRUE, sep="t", quote=FALSE)

```

---

---

#4.- Differential expression analysis between males and females in 3h embryos. Input data can be found in Supplemental\_Table\_S6.xlsx

```
library(splineTimeR)
library(Biobase)

read.counts <- read.csv("normalized_reads.csv", sep=" ", header=TRUE, row.names = 1)
psinfo_table <- read.csv("metadata.csv", sep=" ", header=TRUE)
psnames <- psinfo_table[,1]
pssamples <- read.counts[,psnames]
row.names(psinfo_table) <- colnames(pssamples)
psinfo_table$SampleName <- factor(psinfo_table$SampleName)
psinfo_table$Treatment <- factor(psinfo_table$Treatment)
psinfo_table$Replicate <- factor(psinfo_table$Replicate)
all(row.names(psinfo_table) %in% colnames(pssamples))
all(row.names(psinfo_table) == colnames(pssamples))

phenoData <- new("AnnotatedDataFrame", data=psinfo_table)
minimalSet <- ExpressionSet(assayData=as.matrix(pssamples), phenoData = phenoData)
diffExprs <- splineDiffExprs(eSetObject = minimalSet, df = 7,
                             cutoff.adj.pVal = 0.01, reference = "MALE",
                             intercept = TRUE)
write.csv(diffExprs, file = "04results_7df_q0.01.csv")
```

---

**Table S1. Previously reported genes during the minor and major ZGA, Related to Figure 2.** Genes transcribed during the minor ZGA were taken from Kwasnieski et al. [S5]. Genes transcribed during the major ZGA were taken from Sandler and Stathopoulos [S2].

| Minor ZGA (NC 7-9) |              | Major ZGA (NC 14A-14B) |             |
|--------------------|--------------|------------------------|-------------|
| FlybaseID          | Gene symbol  | FlybaseID              | Gene symbol |
| FBgn0002629        | E(spl)m4-BFM | FBgn0020299            | stumps      |
| FBgn0031621        | Elba3        | FBgn0003963            | ush         |
| FBgn0002561        | l(1)sc       | FBgn0265140            | Meltrin     |
| FBgn0004389        | bnk          | FBgn0001250            | if          |
| FBgn0003270        | amos         | FBgn0025776            | ind         |
| FBgn0083973        | dunk         | FBgn0004569            | aos         |
| FBgn0004143        | nullo        | FBgn0033652            | ths         |
| FBgn0003411        | sisA         | FBgn0003117            | pnr         |
| FBgn0004170        | sc           | FBgn0005672            | spi         |
| FBgn0003865        | tsg          | FBgn0033649            | pyr         |
| FBgn0004054        | zen2         | FBgn0259211            | grh         |
| FBgn0030807        | CG13000      | FBgn0004959            | phm         |
| FBgn0035572        | CG13711      | FBgn0038134            | wntD        |
| FBgn0035570        | CG13712      | FBgn0004110            | tin         |
| FBgn0031718        | CG14014      | FBgn0010389            | htl         |
| FBgn0038566        | bard         | FBgn0003896            | tup         |
| FBgn0035569        | CG15876      | FBgn0015773            | NetA        |
| FBgn0031719        | CG18269      | N/A                    | N/A         |
| FBgn0036810        | CG6885       | N/A                    | N/A         |
| FBgn0032490        | CG16813      | N/A                    | N/A         |

**Table S2. Pseudo-time order, cluster number, sample ID and sex for each embryo, Related to Figure 5**

| Pseudo-time order | Cluster | Sample ID | Sex    | Pseudo-time order | Cluster | Sample ID | Sex    |
|-------------------|---------|-----------|--------|-------------------|---------|-----------|--------|
| 1                 | 1       | X1A.22    | NO DNA | 43                | 3       | X2A.04    | FEMALE |
| 2                 | 1       | X1B.04    | NO DNA | 44                | 3       | X2A.32    | FEMALE |
| 3                 | 1       | X2A.07    | NO DNA | 45                | 3       | X2A.30    | MALE   |
| 4                 | 1       | X1B.20    | NO DNA | 46                | 3       | X2A.15    | MALE   |
| 5                 | 1       | X1A.19    | NO DNA | 47                | 3       | X2B.20    | FEMALE |
| 6                 | 1       | X1A.02    | NO DNA | 48                | 4       | X2A.21    | FEMALE |
| 7                 | 1       | X1A.20    | NO DNA | 49                | 4       | X2A.18    | MALE   |
| 8                 | 1       | X1A.25    | NO DNA | 50                | 4       | X2B.24    | FEMALE |
| 9                 | 1       | X1A.11    | NO DNA | 51                | 5       | X3B.04    | MALE   |
| 10                | 1       | X1B.03    | NO DNA | 52                | 5       | X3A.03    | MALE   |
| 11                | 1       | X1B.13    | NO DNA | 53                | 5       | X3A.11    | MALE   |
| 12                | 1       | X1A.12    | NO DNA | 54                | 5       | X3B.03    | MALE   |
| 13                | 1       | X1B.15    | NO DNA | 55                | 5       | X3B.15    | FEMALE |
| 14                | 1       | X1A.05    | NO DNA | 56                | 5       | X3A.28    | FEMALE |
| 15                | 1       | X1A.13    | NO DNA | 57                | 5       | X3A.25    | FEMALE |
| 16                | 1       | X2A.06    | NO DNA | 58                | 5       | X1B.05    | MALE   |
| 17                | 1       | X1A.07    | NO DNA | 59                | 5       | X3B.01    | MALE   |
| 18                | 1       | X1A.15    | NO DNA | 60                | 6       | X3B.02    | MALE   |
| 19                | 1       | X1B.09    | NO DNA | 61                | 6       | X3B.19    | MALE   |
| 20                | 1       | X1A.32    | NO DNA | 62                | 6       | X3A.31    | MALE   |
| 21                | 1       | X2B.04    | NO DNA | 63                | 6       | X3A.09    | MALE   |
| 22                | 1       | X1A.09    | NO DNA | 64                | 6       | X3B.06    | MALE   |
| 23                | 1       | X1B.27    | FEMALE | 65                | 7       | X3B.20    | FEMALE |
| 24                | 1       | X1A.24    | MALE   | 66                | 6       | X3A.23    | FEMALE |
| 25                | 1       | X2A.20    | MALE   | 67                | 6       | X2B.09    | FEMALE |
| 26                | 1       | X2A.24    | MALE   | 68                | 7       | X3B.30    | FEMALE |

|    |   |        |        |    |   |        |        |
|----|---|--------|--------|----|---|--------|--------|
| 27 | 1 | X1A.27 | MALE   | 69 | 7 | X2B.19 | MALE   |
| 28 | 1 | X1B.11 | NO DNA | 70 | 7 | X2A.25 | FEMALE |
| 29 | 1 | X2B.06 | FEMALE | 71 | 7 | X2A.08 | FEMALE |
| 30 | 2 | X2A.17 | FEMALE | 72 | 7 | X2A.03 | MALE   |
| 31 | 2 | X2B.26 | FEMALE | 73 | 7 | X3A.30 | FEMALE |
| 32 | 2 | X2A.27 | MALE   | 74 | 7 | X3B.31 | FEMALE |
| 33 | 2 | X2A.23 | FEMALE | 75 | 7 | X2A.19 | FEMALE |
| 34 | 2 | X2A.26 | MALE   | 76 | 7 | X1B.10 | MALE   |
| 35 | 2 | X2A.11 | MALE   | 77 | 8 | X3B.11 | MALE   |
| 36 | 2 | X2A.28 | FEMALE | 78 | 8 | X3A.12 | MALE   |
| 37 | 2 | X2B.28 | FEMALE | 79 | 8 | X1A.31 | MALE   |
| 38 | 2 | X2B.12 | MALE   | 80 | 8 | X3B.29 | MALE   |
| 39 | 2 | X2B.18 | MALE   | 81 | 8 | X3B.26 | FEMALE |
| 40 | 2 | X2B.21 | MALE   | 82 | 8 | X3A.07 | FEMALE |
| 41 | 3 | X2B.15 | FEMALE | 82 | 8 | X1B.12 | FEMALE |
| 42 | 1 | X1A.22 | NO DNA | 84 | 8 | X2B.22 | FEMALE |

**Table S4. Transcripts with significantly different expression in male versus female embryos during the first 3h of development, Related to Figure 5.**

| FlybaseID   | Gene symbol | Chr | FlybaseID   | Gene symbol    | Chr |
|-------------|-------------|-----|-------------|----------------|-----|
| FBgn0264442 | ab          | 2L  | FBgn0030289 | GCS1           | X   |
| FBgn0000117 | arm         | X   | FBgn0020300 | geko           | 3L  |
| FBgn0000137 | ase         | X   | FBgn0027287 | Gmap           | X   |
| FBgn0002069 | AspRS       | 2R  | FBgn0037376 | Hat1           | 3R  |
| FBgn0030960 | Atg101      | X   | FBgn0040318 | HGTX           | 3L  |
| FBgn0004862 | bap         | 3R  | FBgn0003997 | hid            | 3L  |
| FBgn0288686 | betaTub60D  | 2R  | FBgn0004828 | His3.3B        | X   |
| FBgn0050362 | boly        | 2R  | FBgn0027596 | Kank           | 2R  |
| FBgn0000229 | bsk         | 2L  | FBgn0261955 | kdn            | X   |
| FBgn0029957 | CG12155     | X   | FBgn0013469 | klu            | 3L  |
| FBgn0030420 | pira        | X   | FBgn0267348 | LanB2          | 3L  |
| FBgn0029771 | CG12730     | X   | FBgn0262109 | lncRNA:CR42862 | 3L  |
| FBgn0030868 | CG12986     | X   | FBgn0267665 | lncRNA:CR46003 | 3L  |
| FBgn0030807 | CG13000     | X   | FBgn0261260 | mgl            | X   |
| FBgn0035186 | CG13912     | 3L  | FBgn0036486 | Msh6           | 3L  |
| FBgn0029931 | CG14427     | X   | FBgn0005616 | msl-2          | 2L  |
| FBgn0031632 | CG15628     | 2L  | FBgn0030766 | mthl1          | X   |
| FBgn0029990 | CG2233      | X   | FBgn0002873 | mud            | X   |
| FBgn0023526 | CG2865      | X   | FBgn0016684 | NaPi-T         | 2R  |
| FBgn0023529 | Grp170      | X   | FBgn0030605 | ND-B18         | X   |
| FBgn0028491 | CG2930      | X   | FBgn0030500 | Ndc80          | X   |
| FBgn0040373 | CG3038      | X   | FBgn0260011 | NimC4          | 2L  |
| FBgn0053494 | CG33494     | 3R  | FBgn0015777 | nrv2           | 2L  |
| FBgn0085322 | CG34293     | 3R  | FBgn0039678 | Obp99a         | 3R  |
| FBgn0085430 | Dora        | X   | FBgn0015524 | otp            | 2R  |

|             |             |    |             |                  |      |
|-------------|-------------|----|-------------|------------------|------|
| FBgn0034958 | CG3907      | 2R | FBgn0004394 | pdm2             | 2L   |
| FBgn0037801 | CG3999      | 3R | FBgn0027621 | Pfrx             | X    |
| FBgn0025627 | CG4194      | X  | FBgn0013725 | phyl             | 2R   |
| FBgn0259244 | CG42342     | 3R | FBgn0025739 | pon              | X    |
| FBgn0263776 | CG43693     | 3L | FBgn0283741 | prage            | X    |
| FBgn0264711 | CG43980     | 3L | FBgn0267507 | pre-rRNA:CR45847 | rDNA |
| FBgn0030796 | CG4829      | X  | FBgn0083940 | RhoU             | X    |
| FBgn0031913 | CG5958      | 2L | FBgn0005631 | robo1            | 2R   |
| FBgn0038407 | CG6126      | 3R | FBgn0003300 | run              | X    |
| FBgn0030990 | CG7556      | X  | FBgn0003302 | rux              | X    |
| FBgn0031001 | CG7884      | X  | FBgn0004170 | sc               | X    |
| FBgn0030863 | CG8188      | X  | FBgn0025682 | scf              | 3L   |
| FBgn0030854 | CG8289      | X  | FBgn0004880 | scrt             | 3L   |
| FBgn0034479 | CG8654      | 2R | FBgn0003345 | sd               | X    |
| FBgn0036381 | CG8745      | 3L | FBgn0261873 | sdt              | X    |
| FBgn0030514 | Mrgn1       | X  | FBgn0003411 | sisA             | X    |
| FBgn0029504 | CHES-1-like | X  | FBgn0026179 | siz              | 3L   |
| FBgn0263257 | Cngl        | X  | FBgn0039873 | Smvt             | 3R   |
| FBgn0030028 | Corp        | X  | FBgn0003463 | sog              | X    |
| FBgn0025641 | DAAM        | X  | FBgn0036411 | Sox21a           | 3L   |
| FBgn0020493 | Dad         | 3R | FBgn0020378 | Sp1              | X    |
| FBgn0263930 | dally       | 3L | FBgn0260440 | spdo             | 3R   |
| FBgn0260635 | Diap1       | 3L | FBgn0037684 | Srr              | 3R   |
| FBgn0020307 | dve         | 2R | FBgn0003459 | stwl             | 3L   |
| FBgn0260400 | elav        | X  | FBgn0263755 | Su(var)3-9       | 3R   |
| FBgn0013953 | Esp         | 3R | FBgn0040271 | Sulf1            | 3R   |
| FBgn0038665 | euc         | 3R | FBgn0264270 | Sxl              | X    |
| FBgn0000320 | eya         | 2L | FBgn0017482 | T3dh             | 2R   |
| FBgn0000635 | Fas2        | X  | FBgn0267001 | Ten-a            | X    |

|             |        |    |             |           |    |
|-------------|--------|----|-------------|-----------|----|
| FBgn0004898 | fd96Cb | 3R | FBgn0019650 | toy       | 4  |
| FBgn0030092 | fh     | X  | FBgn0046687 | Tre1      | X  |
| FBgn0000658 | fj     | 2R | FBgn0035521 | VhaM9.7-a | 3L |
| FBgn0037724 | Fst    | 3R | FBgn0086680 | vvl       | 3L |
| FBgn0016797 | fz2    | 3L | FBgn0010453 | Wnt4      | 2L |
| FBgn0038391 | GATAe  | 3R | FBgn0001983 | wor       | 2L |

Chr, Chromosome

**Table S5. Summary stats of RNA-seq data. Related to Figure 1**

| Parameter                                            | Library 1 | Library 2 |
|------------------------------------------------------|-----------|-----------|
| Number of Reads                                      | 623742873 | 651920184 |
| Reads With Valid Barcodes                            | 0.966314  | 0.965711  |
| Sequencing Saturation                                | 0.894705  | 0.884992  |
| Q30 Bases in CB+UMI                                  | 0.96923   | 0.969831  |
| Q30 Bases in RNA read                                | 0.928618  | 0.93717   |
| Reads Mapped to Genome: Unique+Multiple              | 0.940993  | 0.953845  |
| Reads Mapped to Genome: Unique                       | 0.91538   | 0.927777  |
| Reads Mapped to Transcriptome: Unique+Multiple Genes | 0.819441  | 0.841894  |
| Reads Mapped to Transcriptome: Unique Genes          | 0.799854  | 0.819808  |
| Estimated Number of Cells                            | 68        | 64        |
| Reads in Cells Mapped to Unique Genes                | 495767614 | 530205406 |
| Fraction of Reads in Cells                           | 0.993714  | 0.992059  |
| Mean Reads per Cell                                  | 7290700   | 8284459   |
| Median Reads per Cell                                | 6484011   | 8574043   |
| UMIs in Cells                                        | 51419909  | 60143358  |
| Mean UMI per Cell                                    | 756175    | 939739    |
| Median UMI per Cell                                  | 684763    | 937929    |
| Mean Genes per Cell                                  | 7473      | 7487      |
| Median Genes per Cell                                | 7279      | 7285      |
| Total Genes Detected                                 | 12842     | 12866     |

Each library included 96 barcoded single embryos.

**Table S6. Primer sequences used in qPCR experiments and amplicon size in base pairs. Related to Figure S3**

| FlybaseID or Chr location  | Gene symbol | Forward sequence (Fwd   5'-3')<br>Reverse sequence (Rev   5'-3') | Amplicon size (bp) |
|----------------------------|-------------|------------------------------------------------------------------|--------------------|
| FBgn0040809                | CG13465     | Fwd   GCAGATCATCAGTAACCAACCTG<br>Rev   GAAACAAGAGCGGTTTCGGCA     | 53                 |
| FBgn0010433                | ato         | Fwd   AAACGATTCCAGCCTCAGCA<br>Rev   TCATCGAACAAGGCGGAGTT         | 175                |
| FBgn0010109                | dpn         | Fwd   ACGACGATTTGACTGCTCC<br>Rev   CCATAATCGGTTTGTTGGTCTTTCT     | 117                |
| FBgn0001174                | halo        | Fwd   GCACTGCACTCTGGACACTC<br>Rev   TGGAAAAAGTAGCTCGGCCA         | 104                |
| FBgn0001090                | bnb         | Fwd   GTGCGTTGTGTGTTTTGTTGC<br>Rev   GCAGTTGGCACTTCATTCTTTTG     | 179                |
| FBgn0015949                | hrg         | Fwd   CGGCACCGACAATTTCTTTGTA<br>Rev   AGGCATCAATGCCGAGGAAA       | 101                |
| FBgn0004170                | sc          | Fwd   CCAACGACCATCAATTCGGC<br>Rev   CGAGGAACCAGGCGATAGAG         | 195                |
| FBgn0036058                | CG6707      | Fwd   CAGAGTACCAACACCGGAGG<br>Rev   GAGCGTTCCGAATGGGAGTA         | 136                |
| FBgn0023517                | Pgam5       | Fwd   GGCATCAAGTGGGACAAGGT<br>Rev   CGTCGCGAAGGAAAGATGC          | 190                |
| ChrX:4016153..<br>.4016261 | N/A         | Fwd   TTGGGCTGCTTCAGGTTTGA<br>Rev   GAAGAGACACGCCAAGGCTA         | 109                |
| ChrY:200524..<br>200676    | N/A         | Fwd   TCATAAGGAGTGAAGCGGTCC<br>Rev   AATTGTGTGCATCGGTGGGTC       | 153                |

All primers were designed and optimized in the lab. bp, base pairs; Chr, chromosome; N/A, not applicable

## REFERENCES

- [S1] Lott, S.E., Villalta, J.E., Schroth, G.P., Luo, S., Tonkin, L.A., and Eisen, M.B. (2011). Noncanonical Compensation of Zygotic X Transcription in Early *Drosophila melanogaster* Development Revealed through Single-Embryo RNA-Seq. *PLoS Biology* 9, e1000590. 10.1371/journal.pbio.1000590.
- [S2] Sandler, J.E., and Stathopoulos, A. (2016). Quantitative Single-Embryo Profile of *Drosophila* Genome Activation and the Dorsal-Ventral Patterning Network. *Genetics* 202, 1575–1584.
- [S3] Blythe, S.A., and Wieschaus, E.F. (2015). Zygotic genome activation triggers the DNA replication checkpoint at the midblastula transition. *Cell* 160, 1169–1181.
- [S4] Ibarra-Morales, D., Rauer, M., Quarato, P., Rabbani, L., Zenk, F., Schulte-Sasse, M., Cardamone, F., Gomez-Auli, A., Cecere, G., and Iovino, N. (2021). Histone variant H2A.Z regulates zygotic genome activation. *Nat. Commun.* 12, 7002.
- [S5] Kwasnieski, J.C., Orr-Weaver, T.L., and Bartel, D.P. (2019). Early genome activation in *Drosophila* is extensive with an initial tendency for aborted transcripts and retained introns. *Genome Res.* 29, 1188–1197.

# Supplementary material for: Continuous transcriptome analysis reveals novel patterns of early gene expression in Drosophila embryos
**Source:** Cell Genom. 2023 Feb 15;3(3):100265. doi: 10.1016/j.xgen.2023.100265
**Supplement:** Document S3. Article plus supplemental information

# Continuous transcriptome analysis reveals novel patterns of early gene expression in *Drosophila* embryos

## Graphical abstract

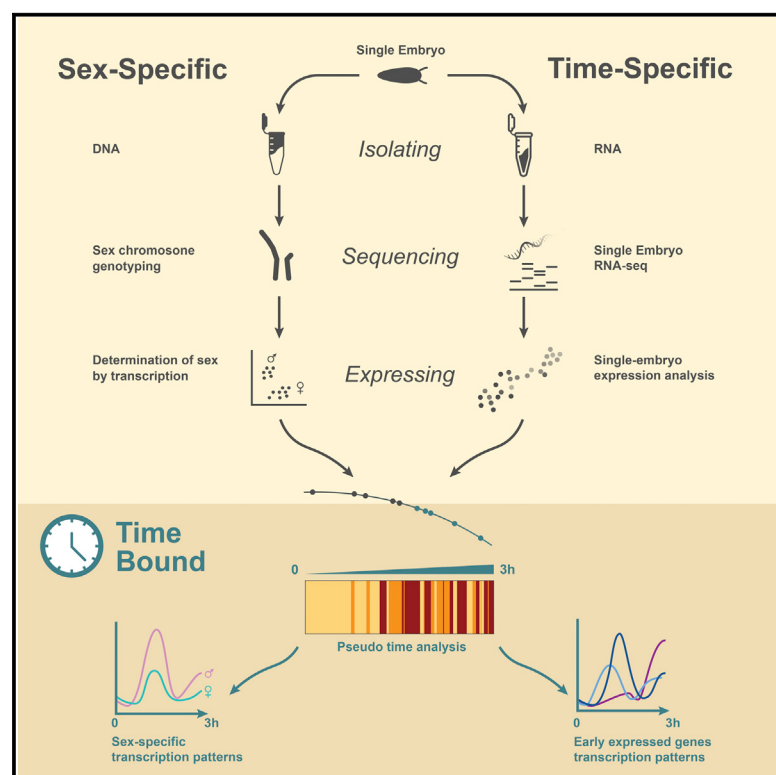

## Authors

J. Eduardo Pérez-Mojica, Lennart Enders, Joseph Walsh, Kin H. Lau, Adelheid Lempradl

## In brief

Pérez-Mojica et al. have developed an operationally simple RNA sequencing approach for enabling high-resolution, time-sensitive transcriptome analysis in early-stage *Drosophila* embryos (0–3 h). Their analysis provides detailed insights into gene expression during early development and enhances the current understanding of the earliest sex-specific transcriptional signatures.

## Highlights

- An accessible RNA sequencing methodology for single *Drosophila* embryos
- A high-resolution, time-sensitive transcription dataset for early *Drosophila* embryos
- Identification of the earliest evidence of sex-biased transcription
- Dynamic expression patterns for thousands of genes during early development

Pérez-Mojica et al., 2023, Cell Genomics 3, 100265  
March 8, 2023 © 2023 The Author(s).  
<https://doi.org/10.1016/j.xgen.2023.100265>

## Technology

Continuous transcriptome analysis reveals novel patterns of early gene expression in *Drosophila* embryosJ. Eduardo Pérez-Mojica,<sup>1</sup> Lennart Enders,<sup>2,4</sup> Joseph Walsh,<sup>1</sup> Kin H. Lau,<sup>3</sup> and Adelheid Lempradl<sup>1,2,5,\*</sup><sup>1</sup>Department of Metabolic and Nutritional Programming, Van Andel Institute, Grand Rapids, MI 4930, USA<sup>2</sup>Department of Epigenetics, Max Planck Institute of Immunobiology and Epigenetics, 79108 Freiburg im Breisgau, Germany<sup>3</sup>Bioinformatics and Biostatistics Core, Van Andel Institute, Grand Rapids, MI 4930, USA<sup>4</sup>Present address: CeMM Research Center for Molecular Medicine of the Austrian Academy of Sciences, 1090 Vienna, Austria<sup>5</sup>Lead contact\*Correspondence: <https://doi.org/10.1016/j.xgen.2023.100265>

## SUMMARY

The transformative events during early organismal development lay the foundation for body formation and long-term phenotype. The rapid progression of events and the limited material available present major barriers to studying these earliest stages of development. Herein, we report an operationally simple RNA sequencing approach for high-resolution, time-sensitive transcriptome analysis in early ( $\leq 3$  h) *Drosophila* embryos. This method does not require embryo staging but relies on single-embryo RNA sequencing and transcriptome ordering along a developmental trajectory (pseudo-time). The resulting high-resolution, time-sensitive mRNA expression profiles reveal the exact onset of transcription and degradation for thousands of transcripts. Further, using sex-specific transcription signatures, embryos can be sexed directly, eliminating the need for Y chromosome genotyping and revealing patterns of sex-biased transcription from the beginning of zygotic transcription. Our data provide an unparalleled resolution of gene expression during early development and enhance the current understanding of early transcriptional processes.

## INTRODUCTION

In many animal species, the zygote relies on maternally deposited transcripts to progress through the earliest stages of development.<sup>1</sup> It is not until later that the zygote takes control of its own development, a process referred to as the maternal-to-zygotic transition. An important element of this transition is the start of transcription from the zygotic genome, also referred to as zygotic genome activation (ZGA). Previous studies have shown that the ZGA is a progressive event. It starts with the transcription of just a handful of genes (minor ZGA) and increases to hundreds of genes shortly thereafter (major ZGA).<sup>2–4</sup>

In *Drosophila melanogaster*, it is generally accepted that *sisterless A* (*sis A*) and *snail* (*sna*) are transcribed early in development during nuclear cycle (NC) 8.<sup>5,6</sup> Evidence suggests that *scute* (*sc*) is an additional early transcribed gene, but reports differ on the timing of transcriptional onset.<sup>5,7–9</sup> The total number of zygotic transcribed genes reported to be expressed by NC 9 is 20 and increases to 63 by the end of NC 10.<sup>4</sup> This so-called minor wave of transcription coincides with other important developmental processes, such as the migration of nuclei to the posterior pole of the embryo and the generation of pole cells.<sup>10</sup> With the onset of the minor ZGA, nuclear cycles become progressively longer. While the first eight NCs on average take 8 min, the duration continuously increases until it reaches 65 min at

NC 14.<sup>10</sup> NC 14 marks the beginning of the major ZGA, and the number of genes transcribed increases significantly to 3,540.<sup>4</sup> The major ZGA is accompanied by important developmental processes such as cellularization, first gastrulation movements, end of synchronous nuclear divisions, and the start of dosage compensation by Male-Specific Lethal (MSL) complex.<sup>2,11,12</sup> Of note, sex-specific transcription is observed as early as NC 11.<sup>2</sup> The exact onset and sequence of transcriptional events leading up to this differential gene expression remain poorly understood.

In parallel to ZGA, maternal transcripts are being degraded in an organized manner. This process of clearing the maternally deposited mRNAs is essential for proper development. It is important to note that the degradation of certain maternal transcripts occurs even in unfertilized eggs.<sup>13</sup>

## Design

The limited size of embryos and rapid progression of developmental processes make a quantitative assessment of transcriptional events challenging. Previous studies have investigated the timing, extent, and sex specificity of the ZGA using different methods such as RNA radioactive<sup>14</sup> or metabolic labeling,<sup>4</sup> *in situ* hybridization,<sup>15,16</sup> RNA sequencing (RNA-seq),<sup>2,17</sup> qPCR-based experiments,<sup>9</sup> and direct count of mRNA molecules.<sup>3,18</sup> Notably, all the different methods rely on the staging

of embryos, which can be time consuming, error prone, and requires a well-optimized protocol to guarantee the fast collection of embryos when working with fresh samples. Currently, the only available option to avoid manual embryo staging is to rely on short egg-laying times and incubation to the desired developmental stages. The results of these studies, however, can be biased due to the rate of egg fertilization, regularity of oviposition, and embryo withholding. The latter has been shown to differ for more than 10 h in some *Drosophila* species.<sup>19</sup> The technical difficulties of existing protocols have led to inconsistencies between findings from different laboratories. For instance, more than half of the transcripts assigned to the minor ZGA in one study<sup>9</sup> were likely due to the contamination of a sample with an older embryo.<sup>4</sup>

To address these technical limitations and ensure increased data reproducibility, we developed a single-embryo RNA-seq method to measure zygotic transcripts on a continuous time-scale. Using an analysis pipeline designed for single-cell RNA-seq, we utilize the transcriptome to determine the biological age and sex for each embryo, eliminating human and technical errors introduced by visual staging. The data produced using this method can be corroborated through comparison with published data and provide the first continuous timeline of transcript levels during early development ( $\leq 3$  h) in *D. melanogaster*.

## RESULTS

### Single-embryo RNA-seq

In order to study early embryonic transcription in a continuous manner, we performed single-embryo RNA-seq on a total of 192 embryos. The embryos were collected from two different cages in three consecutive 1-h time intervals and allowed to develop further for 0, 1, or 2 h. This resulted in an approximate collection time window of 10 min to 3 h.

RNA was isolated from individual embryos to perform single-embryo RNA-seq using a modified CEL-Seq22 protocol.<sup>20,21</sup> The sequencing data were analyzed using the RaceID/StemID/FateID single-cell analysis tool (Figure 1A).<sup>22</sup> Embryos with less than 250,000 reads were excluded from the analysis, leaving 122 embryos for final analysis. In total, we identified 9,777 genes with  $\geq 3$  unique molecular identifier (UMI) corrected read counts in  $\geq 5$  embryos. Unsupervised *k*-medoids clustering of our data, according to transcriptome similarities, resulted in 14 clusters (Figure 1B).

Dimensionality reduction of the single-embryo RNA-seq data using t-distributed stochastic neighbor embedding (t-SNE) produced a map where all samples assembled in a linear pattern (Figure 1B). A similar arrangement was confirmed by other dimensionality reduction methods, including a Fruchterman-Reingold force directed layout and principal-component analysis (PCA) (Figures S1A and S1B).

We then used StemID2, an algorithm developed for the derivation of differentiation trajectories in single-cell data, to generate a lineage tree object, where each embryo receives a relative coordinate on the inferred inter-cluster links according to their transcriptome. The ordering of embryos along this computed developmental trajectory is also called pseudo-time. Because mated females can lay unfertilized eggs, which would compro-

mise our analysis, we identified and excluded such embryos based on their position in the pseudo-timeline and the lack of expression of previously reported early transcribed genes (e.g., *scw*, *sc*, and *esg*). At the beginning of development, mRNA decay is the dominating process determining the pseudo-temporal ordering of samples in our analysis. It was previously reported that the decay of certain maternally deposited transcripts occurs even in unfertilized eggs<sup>13</sup>; however, only fertilized eggs will start transcribing genes. This allows us to identify and exclude samples that, due to mRNA decay patterns, are assigned a high pseudo-time but lack expression of these early expressed genes (Figures S1C–S1E). The number of unfertilized eggs ( $n = 5$ ) in our dataset matches the actual fertility rate measured on the same day as sample collection (Figure S1F). Analyzing only fertilized embryos resulted in a layout similar to the one observed for all samples (117 embryos, Figure 1C), and both t-SNE and pseudo-time analysis show that there is no cage batch effect in either analysis (Figures S1G and S1H).

For our purposes, pseudo-time encompasses the time it takes from the earliest embryo measurements, 10 min after fertilization (i.e., a 10-min delay is necessitated by sample processing time), to the developmental stage represented by the last embryo on the spanning tree (Figure 1D). We subsequently compared this computationally derived pseudo-timeline with our three sample collection time intervals. Even though embryos were collected in three defined 1-h intervals, their position in pseudo-time was not restricted to their respective collection time windows (Figure 1E; Table 1). These results confirm the propensity of mated females to withhold fertilized eggs for extended periods of time. To avoid contamination of samples by withheld embryos, published related methods currently rely on hand staging the developing embryos. Our method enables us to identify these withheld embryos and to assign them to their correct developmental times without the use of labeling protocols or the need to hand stage the embryos. Together, these results show that we have successfully developed a single-embryo RNA-seq protocol and analysis pipeline for characterizing the developmental progress within single embryos.

### Single-embryo sequencing and pseudo-time analysis allow for the continuous assessment of transcription profiles during early embryogenesis

Next, to investigate the expression of genes across early development, we focused our analysis only on embryos up to approximately 3 h of age (84 embryos). This analysis revealed nine stable clusters of embryos based on their transcription (Figures 2A and 2B) and provided a more refined look at the developmental trajectory. To determine if the computationally derived pseudo-time was in agreement with the biological age of the embryos, we assessed the expression of genes that have been previously reported to be activated during the minor<sup>4</sup> or major<sup>3</sup> wave of ZGA (Table S1). Plotting the combined expression of these genes onto our two-dimensional layout (Figures 2C and 2D) and along the pseudo-timeline (Figures 2E and 2F) reveals that these two major transcriptional events coincide with the increased distance in our t-SNE map between clusters 1 and 2 and 4 and 5. This is expected as gaps are expected

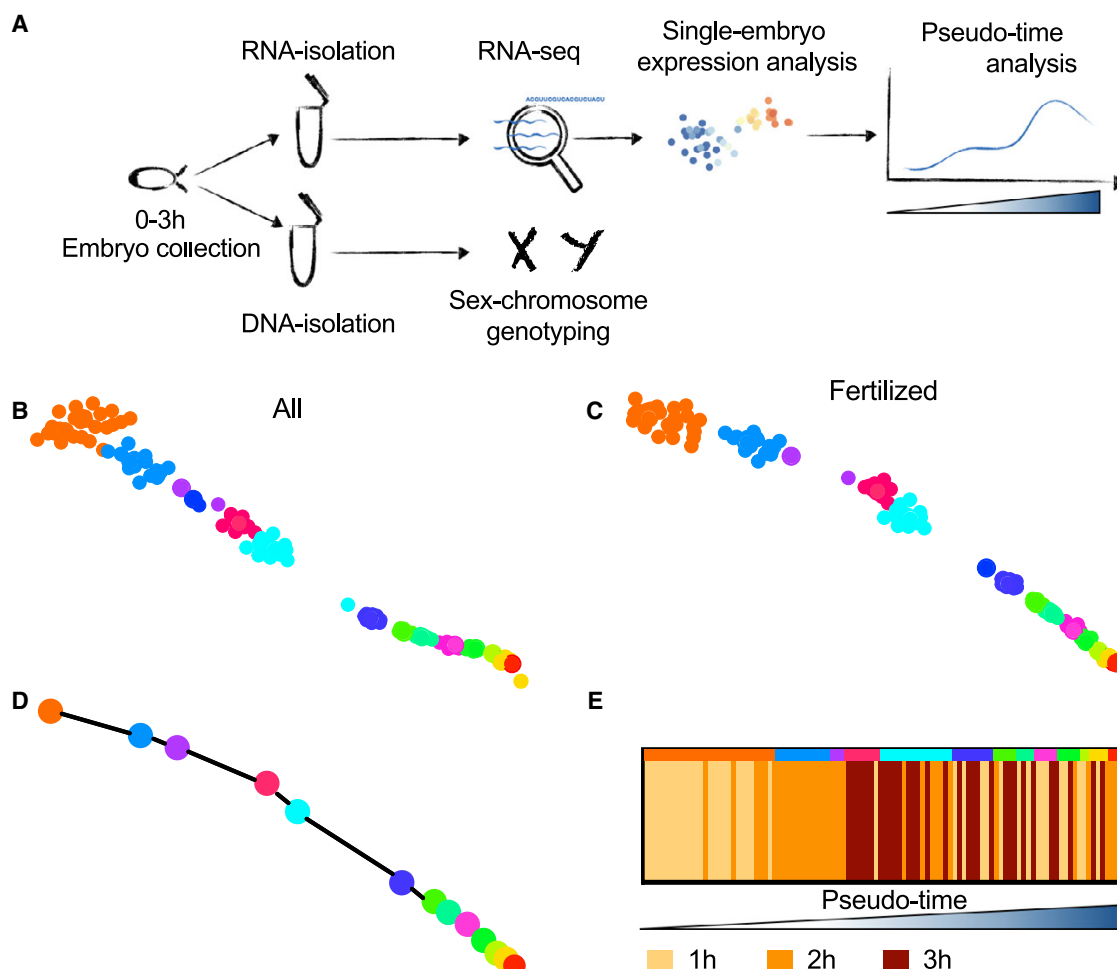

**Figure 1. Single-embryo RNA-seq approach to bioinformatically identify developmental age**

(A) Schematics of methodology: single embryos are collected in 1-h intervals and aged up to 3 h. RNA and DNA are isolated from the same single embryos. DNA is used for genotyping the X and Y chromosomes, while RNA is processed using a modified CEL-Seq2 protocol to determine embryo age.

(B and C) (B) t-SNE before ( $n = 122$ ) and (C) after the removal of unfertilized eggs ( $n = 117$ ) with clusters identified by k-medoids clustering indicated by different colors.

(D) Lineage analysis by StemID2/FateID identified a single trajectory for all clusters (with  $n > 1$  embryos) resulting in the ordering of embryos along a pseudo-time axis according to their age.

(E) Comparison of the pseudo-time order with the actual collection time intervals. Ascending pseudo-time (embryo age) from left to right, colors in top bar indicate clusters from (C).

between major transcriptional shifts, and their presence within our pseudo-timeline validates our computational approach.

Plotting gene expression values along the pseudo-time axis provides a detailed insight into the dynamic expression patterns of these early transcribed genes. The published minor ZGA gene dataset<sup>4</sup> utilized in this analysis covered a tight developmental time window between NC 7 and 9, providing a static picture of an approximately 30-min-long developmental window. In contrast, our analysis provides previously unprecedented resolution of the minor ZGA, showing a staggered onset of transcription for these genes (Figures S2A and S2B). Intriguingly, many of the 20 minor ZGA genes share a similar sharp, transient peak of expression within the 3-h time window, indicative of their roles in early developmental processes. The exceptions are *E(spl)m4-*

*BFM*, a member of the Notch signaling pathway; *sisA*, a gene involved in sex determination; and *CG6885*, a gene of unknown function.

To identify the start of the major ZGA in our timeline, we used the combined expression levels of 17 genes that reportedly increase ( $\geq 5$ -fold) between NC 14A and NC 14B (Figures 2D and 2F). These genes show increased expression at the transition from cluster 4 to 5 in our data (Figure 2F). Although the published gene list was curated using embryos within a 15-min developmental time window, carefully staged according to time elapsed in interphase, nuclear elongation, and progression of cellularization,<sup>3</sup> our continuous analysis shows that some of these genes actually increase transcription at earlier time points (Figures S2C and S2D). Taken together, our results provide the

**Table 1. Number of embryos in each quartile of the pseudo-time by collection time**

most detailed picture of the onset and dynamics of expression of previously reported ZGA transcript levels during early development that has been reported to date.

To confirm the dynamic nature of expression patterns uncovered in our dataset, we compared the expression dynamics among a select group of genes that are known to be transcribed early (*screw*, *zerknüllt*, *spitz*, *deadhead*, *stumps*, and *yolkless*). These genes were previously shown to exhibit dynamic expression during development in different datasets that relied on the visual assessment and manual separation of samples into specific developmental categories or stages.<sup>2,3</sup> We plotted the normalized expression levels for these genes, according to the stages disclosed in datasets published by Sandler and Stathopoulos<sup>3</sup> (Figure 2G) and Lott et al.<sup>2</sup> (Figure 2H) and according to our new computationally determined timeline (Figure 2I). Graphs revealed that the transcriptional changes uncovered by our pseudo-time order are in good agreement with the previously published data. Pseudo-time order, cluster number, and sample ID for each embryo are shown in Table S2. Together, the results show that our method provides a high-resolution, time-sensitive picture of transcriptional events during early embryonic development.

### Single-embryo RNA-seq reveals novel early transcribed genes

To determine if our method can identify novel early expressed genes, we compared expression of genes between embryos from cluster 1 and cluster 2 of the t-SNE map displayed in Figure 2A. Within our dataset, we found the differential upregulation of transcription for 66 genes (adjusted  $p$  [padj] < 0.01, Log2FC > 1) in this time frame (Figure 3A; Table S3). Over-representation analysis (ORA) shows that these genes are involved in sex determination and developmental processes (Figure 3B).

To validate their early expression and determine the biological age at which these transcripts are activated, we compared our dataset with the most comprehensive dataset on early zygotic transcription published to date<sup>4</sup> and performed qPCR on a subset of genes from samples obtained from hand-staged fixed embryos spanning NC 6 to 11. The results from our single-embryo and qPCR analysis confirm the published evidence that *sc* is one of the earliest expressed genes at NC 7 (Figure S3A). Our results also corroborate the early expression of the additional 19 genes previously reported to be expressed during NC 7–9. However, our analysis identified many other genes that are upregulated between clusters 1 and 2, which were previously reported to be expressed at significantly later time points, including 31 genes at NC 9–10 and 15 genes at syncytial blasto-

derm. Importantly, qPCR results validated our single-embryo analysis approach and confirmed the observed earlier onset of expression for a randomly selected subset of genes (Figures S3B–S3E; *ato* and *CG13465* were previously reported at NC 9–10 and *halo* and *dpm* were previously reported during syncytial blastoderm). We next wanted to exclude the possibility that these findings were due to the contamination of our qPCR samples with older embryos. To this end, we measured the levels of two gene transcripts (*hrg*, *bnb*) identified to be expressed at a later time point in both our own temporal analysis (Figures 3D, S3F, and S3G, right panels) and in other published datasets.<sup>2,4</sup> Using this approach, we detected no increase in expression for either *hrg* or *bnb* in the NC 7 and NC 8 samples (Figures S3F and S3G, left panels), which therefore excludes the possibility of contamination of our NC 7 and 8 samples with older embryos. Further analysis revealed an additional upregulation of 37 genes between clusters 2 and 3, including *hrg* and *bnb* (Figure 3D), and 111 genes between clusters 3 and 4 (Figure 3G; Table S3) with an enrichment in pathways related to early developmental processes (Figures 3E and 3H). Our analysis identifies 214 genes that are significantly upregulated between clusters before the onset of the major ZGA. Taken together, these results show that our approach is able to identify the accurate onset of transcription of early-expressed genes with high sensitivity.

We next compared expression between clusters 4 and 5 to identify genes activated at the beginning of the major ZGA (Figure 3J; Table S3). We identified 153 significantly upregulated transcripts in the cluster 5 embryos (padj < 0.1, Log2FC > 1). ORA revealed developmental pathways involved in tissue development, sex differentiation, and signaling pathways (Figure 3K).

Previous studies have shown that a small subset of zygotically transcribed genes are dependent on the transcription factor Zelda (Zld),<sup>23</sup> while a majority of zygotically transcribed genes are Zld independent but enriched for the histone variant H2A.Z.<sup>24</sup> To explore Zld dependency and H2A.Z occupancy behavior over time in our dataset, we quantified the overlap between our up- and downregulated transcripts in Figures 3A, 3D, 3G, and 3J in terms of being Zld dependent or independent while being bound or unbound by H2A.Z (Zld dependent and Zld independent, which were divided into H2A.Z positive or negative).<sup>24</sup> Our analysis shows that the earliest minor ZGA genes are mostly Zld dependent (Figures 3C and 3F) and that the share of Zld-dependent genes decreases sharply with the onset of the major ZGA. In contrast, the share of Zld-independent genes, both H2A.Z positive and negative, increases with the onset of the major ZGA (Figures 3I and 3L). These observations are not true for downregulated transcripts, which showed a similar distribution between being Zld dependent and independent, which was similar to all analyzed transcripts (Figure S3H).

In this way, we have demonstrated that our single-embryo RNA-seq methodology and analysis are a highly sensitive approach for identifying the accurate onset of gene transcription. Further, our analysis is able to define important transcriptional events and identify signatures of gene regulation during early development.

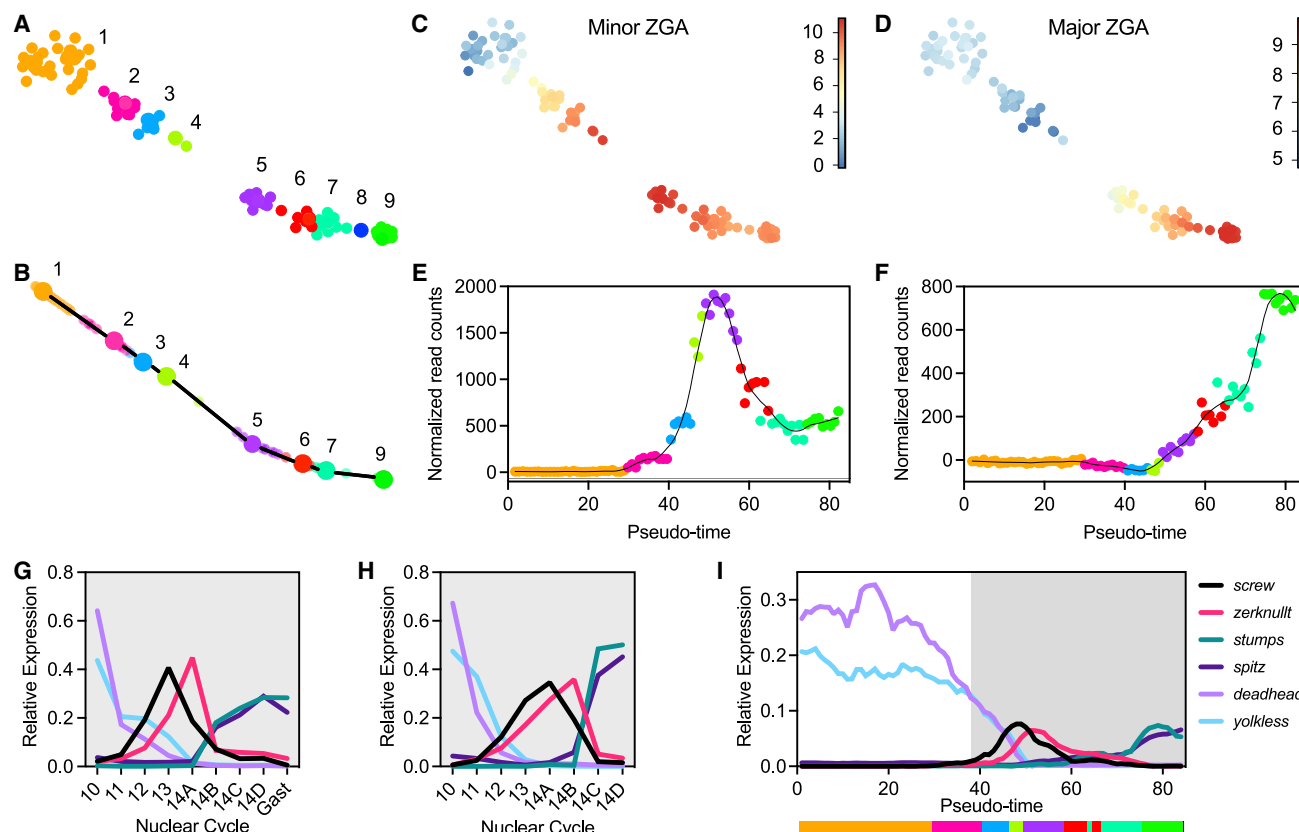

**Figure 2. The continuous sequence of the ZGA**

(A) t-SNE map visualization of embryos 10 min to 3 h old with k-medoid clustering indicated by different colors.

(B) Lineage analysis showing a single trajectory for all clusters ( $n > 1$  embryos per cluster) leaving a total of eight clusters ( $n = 84$ ).

(C and D) t-SNE map with coloring of individual dots according to the combined log2-transformed expression for 20 or 17 genes expressed during the minor (C) or major (D) wave of the ZGA (Table S1).

(E and F) Normalized read counts of minor (E) and major (F) ZGA genes for each embryo plotted along the pseudo-time order. The line represents the local regression of expression values on the ordered embryos.

(G–I) Relative expression of select genes from manually staged embryos reported by (G) Sandler and Stathopoulos,<sup>3</sup> (H) Lott et al.,<sup>2</sup> or (I) our computational age (pseudo-time). Gast, gastrulation. Gray background indicates the same developmental times included across datasets. For reference, the bar below the x axis in (I) indicates clusters according to their color. Normalized reads ordered by pseudo-time, and gene details can be found in Tables S7 and S8.xlsx.

### mRNA decay of maternally deposited transcripts

In addition to transcription, our dataset also reveals patterns of maternal RNA decay. While our method is unable to distinguish maternal mRNA from zygotic mRNA, it can be used to study maternal mRNA decay before the zygote takes complete control of its own transcription. In order to identify maternally degraded mRNAs only, we compared cluster 1 (youngest embryos) with cluster 5 (onset of major ZGA) and selected only maternally deposited transcripts for analysis. Maternally deposited transcripts were defined as those with an averaged normalized read count  $> 1$  on the first 10 samples in our pseudo-time. Using this method, a total of 2,621 significantly degraded transcripts were identified ( $\text{padj} < 0.01$ ,  $\text{Log2FC} < -1$ ). Ninety-two percent of these significantly degraded transcripts had also been shown to be degraded in a previously published dataset (classes II, III, IV, and V) (Figure 4A);<sup>13</sup> only 35, 33, or 13 genes were within the Thomsen stable (class I), purely zygotic group of transcripts, or preloaded and transcribed, respectively.

ORA of all 2,621 degraded transcripts revealed mainly pathways related to metabolism (Figure S4). This result likely reflects the elimination of transcripts important during oogenesis but that are no longer needed for development. While patterns of transcript abundance differed before and after cluster 5, there is a clear inflection point at around value 50 of our pseudo-timeline. This time point coincides with the onset of the major ZGA.

How the deposited data were processed for this re-analysis (not part of the article)

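The data are single-embryo RNA-seq profiles made with a modified CEL-Seq2 protocol, in which each embryo is a biological replicate. As deposited by the authors, the raw counts are whole UMI counts per gene and barcode from STARsolo, without normalization, for 17807 genes and 192 barcodes in each of 2 libraries; all 192 columns of both libraries were checked to hold whole values of at least 0. The authors also deposited a table of 7629 genes and 84 embryos, in which they divided each UMI count by the total of the embryo, multiplied it by the smallest total (274491 UMIs) and added 0.1, a signal that is never negative. For this table the UMI counts were recovered by subtracting 0.1 and dividing by the step of each embryo, and 100% of the values of every embryo came out whole to within 0.0001. For 81 of the 84 embryos the recovered total equalled the total of exactly 1 raw barcode, but barcodes were not assigned to embryos from such matches. Cluster, order, sex, cage and collection interval of each embryo come from the paper's supplementary tables and embryo names; the last cluster is called 9 here, after the text of the paper.

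Genes were matched to an Ensembl annotation of release 6 of the assembly, which is newer than the one the authors used; 7513 genes were matched by symbol, 103 by a synonym and 13 not at all, and 1335 are X-linked. Of 1994 genes that could be compared with the part of Table S8 held here, 1990 had the same FlyBase identifier and 1994 the same chromosome, start and end.

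Depth per embryo and cluster is given at the claims; the minimum for testing was 3 counts in at least 5 of the 84 embryos, which left 7619 genes. Clusters and cages were compared with edgeR (quasi-likelihood F test on UMI counts, TMM factors), with genes called at a Benjamini-Hochberg adjusted p below 0.01 and an absolute log2 fold change above 1. The sexes were compared over 61 genotyped embryos with a natural spline of cluster number with 7 degrees of freedom and its interaction with sex, at an adjusted p below 0.01. Summed expression was compared with permutation tests with up to 100000 permutations, two-sided, and exact where all regroupings of the embryos could be listed. Maternally deposited transcripts had a mean normalized count above 1 over the first 10 embryos. Onset was the first position at which a running median over 5 embryos reached 20% of its maximum. The genes named are those the paper names for a result and the 5 called genes with the largest absolute log2 fold change for which all embryos of one group lie above all of the other; with 7619 genes some such separation arises by chance.

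The alternatives were DESeq2, no filter on low counts, a filter of 10 counts in 5 embryos, library totals in place of TMM factors, cage as a covariate, limma on normalized counts with and without a log, a spline with 3 degrees of freedom, an additive sex term, TMM-scaled sums, other gene sets and thresholds for sums, and leaving out single embryos. The main choices and these alternatives were set before the data were examined, except the removal of the added 0.1, the removal of the 10 most abundant X-linked genes and the fit of 3 lines. Tested on simulated data with 200 of 7619 genes changed 4-fold between clusters, edgeR recovered between 95.5% and 100% of these genes, with at most 5 false calls. The changed genes all had a mean above 10 counts and were divided evenly between higher and lower. These values therefore do not cover changes close to the threshold, genes with few molecules, or comparisons in which most called genes were lower. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 were used. The unfertilized eggs, the qPCR experiments, the library of each embryo and spike-in RNA, of which the raw counts list 0 features, were not analysed here.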

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

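The tests of the X-linked ratio in cluster 9 and the test of reads shared between the 2 ribosomal RNA precursors were chosen only after the results were seen; the other tests of this part were set before their results were seen.

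In 14 of 80 groups of 4 to 10 embryos, over 11 measures, 1 embryo lay beyond Dixon's 95% limit. Chance gives about 1 in 20 groups, and several measures share embryos. In 2 of the 14 groups all other embryos had 0 UMIs, so that any count lies beyond the limit and the chance rate has no meaning, which leaves 12. In cluster 3, the embryo with the fewest UMIs of all (274491) had a minor ZGA sum of 343 normalized counts (others 505 to 576), and its X-linked zygotic sum of 232 was the lowest among the females (others 327 to 336). In cluster 1, 1 male was highest in both the X-linked sum (94.8, others 69.7 to 70.9) and the autosomal sum (496, others 380.7 to 391.9). In cluster 2, 1 male had an autosomal sum of 442 (others 623 to 671). In cluster 5, 1 male was highest for lncRNA:roX1 (493.4, others 209 to 298) and pre-rRNA:CR45845 (61.0, others 15.3 to 28.2). In cluster 9, 1 male had 119 normalized counts of Sxl (others 81.6 to 87.4) and another 30.6 of pre-rRNA:CR45845 (others 95.3 to 105). For pre-rRNA:CR45847, 1 male of cluster 6 had 15.3 (others 2.14 to 2.96), and 1 female of cluster 3 (0.349) and 1 of cluster 9 (0.526) each had a single UMI where the others had 0. The UMI totals themselves were far above the others in 1 embryo of cluster 5 (2105275, others up to 1116221) and 1 of cluster 7 (2074980, others up to 1192158).

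Of the 10 groups other than these and those of UMI totals, the embryo was the first or last of its group in pseudo-time in 7 (4.23 by chance, exact one-sided p = 0.0713) and had the lowest depth of its group in 4 (2.12 by chance, exact one-sided p = 0.141). With 10 groups, some of which share an embryo, an effect of position in pseudo-time or of low depth cannot be told apart from chance. Differences in age within a cluster stay open as untested.

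Barcodes used only in the other library held 1.53% of the UMIs of the first library and 1.40% of those of the second, a signal that the paper does not report on. Across the 60 and 62 barcodes concerned, the totals followed those of the same barcode in the other library (Spearman's rho 0.97 and 0.98, Pearson's r 0.98 and 0.97, all permutation p = 1e-05, the smallest that 100000 permutations can give; r 0.98 in both without the 2 farthest). The gene profile that matched best was that of the same barcode for 88.3% and 90.3% of them, where chance gives 1.67% and 1.61%. All 122 profiles were closer to the same barcode of the other library than to the pool of their own library, which argues against misread barcodes of the same library as the whole source. A candidate explanation is index hopping between the libraries, which the value of 88.3% fits. No biological explanation was tested.

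The X-linked female to male ratio was lower in cluster 9 than in clusters 4 to 7, a difference of 0.46 in log2 between groups of embryos. A difference in depth or scaling between the sexes is argued against by the ratio of X-linked to autosomal reads, for which the permutation p of the difference was 0.0208. The 10 most abundant genes are argued against as the whole cause by the change of 0.41 that remained without them (permutation p = 0.0376). The median over genes changed by 0.44, close to the change of the sum, but with a permutation p of 0.103, so a change in some genes cannot be told apart from a general one with these numbers. Nor can position in pseudo-time be told apart from sex in cluster 9, where all females follow all males (exact permutation test, p = 0.0159, adjusted p = 0.127 over 8 clusters). In cluster 6 as well, both females follow all 5 males (exact permutation test, p = 0.0476, adjusted p = 0.190), which limits sex ratios within that cluster. A change of X-linked expression with age, a difference between the sexes in age, and the libraries of the embryos stay open.

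The lncRNA:roX1 female to male ratio also differed between these stages, by 1.47 in log2. Depth or scaling is argued against by roX1 divided by autosomal zygotic reads, for which the difference was 1.37 (permutation p = 0.0001). The order of the sexes in cluster 9 limits this result in the same way, and age stays open as untested.

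The ribosomal RNA precursor pre-rRNA:CR45845, which the paper does not discuss, was higher in females, with a log2 ratio of 1.92 (SE 0.25) and an adjusted p of 2.03e-07 for an additive sex term in edgeR, over 61 embryos. The joint edgeR test of sex and its interaction with the spline gave an adjusted p of 2.42e-05. limma on normalized counts without a log did not call it (adjusted p 0.0763, range 1.64e-07 to 0.0763 over 9 settings). The female to male ratio was 4.94 in clusters 4 to 7 (permutation p = 5e-05) and 1.79 in cluster 9 (permutation p = 0.00792). Reads shared with pre-rRNA:CR45847 would give both sexes one share of that gene, but its mean share of the joint UMIs was 0.107% in 19 females and 14.3% in 19 males, a difference of -14.2 (permutation p = 1e-05, the smallest that 100000 permutations can give). Deeper profiles of females are argued against by a female to male ratio of UMI totals of 1.01 (permutation p = 0.966). What causes this difference between the sexes was not tested, and the libraries of the embryos stay open.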

How the results depend on the processing

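The removal of the added 0.1, of the 10 most abundant X-linked genes, and the fit of 3 lines were chosen only after the results were seen.

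Of 284 comparisons of a summary value with an alternative, over 31 results, 270 were the same (one direction and side of the threshold, or for values without a test within the 95% interval or a factor of 1.5), 2 became weaker, 1 stronger, 9 moved and 2 reversed. Of 265 comparisons for single genes, over 41 results, 254 were the same, 6 weaker and 5 stronger. Another 12 comparisons were not counted, since the setting could not change the value: the X-linked ratios without lncRNA:roX1 and Sxl, which are not among the zygotic genes, and ratios between clusters other than 4 without an embryo of cluster 4.

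For the sexes, limma on normalized counts without a log called 121 genes, 54 of them X-linked, and the DESeq2 likelihood ratio test called 62, 38 of them X-linked. The additive sex term called 11 X-linked genes, and limma on log2 values gave 41.0% X-linked. The cause was not tested in these cases, apart from the test of permuted sexes under other observations. Without a log limma also called sc (adjusted p 2.72e-06, range 2.72e-06 to 1.00 over the settings), stwl (0.000109, range 0.000109 to 0.0666) and run (0.00458, range 0.00458 to 0.612), and lost lncRNA:roX1 (0.0143, range 0.00191 to 0.0703). The spline with 3 degrees of freedom (0.00578) and DESeq2 (0.00851) called stwl, and the spline lost roX1 (0.0621). limma on log2 values lost roX1 (0.0703) and CG14427 (0.0110, range 4.26e-07 to 0.0110).

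With an adjusted p below 0.1, 584 genes were higher in cluster 5 than in cluster 4, which follows from the looser threshold. For the abundance quartiles, all maternally deposited transcripts gave a log2 difference of -0.67, past its threshold. They include 824 genes called higher in cluster 5, so that value does not measure decay alone. For the lowered transcripts, removing the added 0.1 changed the sign to 0.0851 (permutation p = 0.104). This follows from the constant itself, which weighs most on genes of low abundance: without it the ratio of the least abundant quartile was 0.147. The turning point moved to position 45 with 3 lines, the first of 2 turns. For the log2 female to male ratio of X-linked reads, a maternal limit of 0.5 gave 0.14 in cluster 9 (permutation p = 0.0706), and the median over genes gave a change of 0.44 (permutation p = 0.103); the cause was not tested. The sex called from Sxl and msl-2 was right for 86.8% of embryos in clusters 4 to 9, which leaves out the clusters before both genes rise.

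Leaving out each embryo of cluster 4 in turn gave a log2 ratio of the major ZGA genes from cluster 3 to 4 between -0.13 and 0.60, and the sign changed without the third embryo; 1.59 to 2.32 from cluster 4 to 5; and 1.38 to 1.60 for the minor ZGA genes from cluster 3 to 4. mfas was no longer called without the first (edgeR adjusted p 0.0224) or the second (0.0134) embryo of cluster 4, with fewer embryos. The log2 female to male ratio of X-linked reads stayed between 0.57 and 0.67 in clusters 4 to 7 and between 0.15 and 0.21 in cluster 9.

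Depth limits genes with few molecules: the shallowest embryo has 274491 UMIs, and folds against groups with 0 UMIs are lower bounds. The TMM factors shifted the median log2 fold change from cluster 1 to 5 to 0.13, against -0.05 without them. The comparison with unfertilized eggs and its alternatives was not run. The library of each embryo as a covariate was not run, since barcodes were not assigned to embryos. Scaling to spike-in RNA was not run, since the raw counts list no spike-in RNA.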

Differences from the paper's values

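Of the settings named in this part, the fit of 3 lines was chosen only after the result was seen.

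Of 27 values compared with the paper's, 1 differed by more than 1.5 times, the limit used here for a difference. Values within that limit are not equal to the paper's. Here 210 genes were higher for the first time in cluster 5, where the paper's number is 153. Of the genes that differ between the sexes 61.3% were X-linked, where the paper's share is 44%. The 2 lines fitted to the lowered maternal transcripts met at position 68, where the paper places the turn near 50. The sum was already down to 15.6% of its cluster 1 value in cluster 5 and 14.4% in cluster 6. Position 68 therefore does not mark the end of the fall. The paper's number of genes that differ between the sexes is 120, and here edgeR called 31. Among the alternatives set before the data were examined, limma on normalized counts without a log reached the paper's value, with 121 genes that contain all 120 genes of Table S4. limma on log2 values (39), the spline with 3 degrees of freedom (28), the additive sex term (22), DESeq2 (62), no filter on low counts (31), library totals (24) and cage as a covariate (31) did not.

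The paper states that more of the genes that differ between the sexes lie outside the X chromosome than on it, and here 19 of 31 are X-linked; limma called 54 of 121 without a log and 16 of 39 on log2 values. The paper lists sc among the genes that differ between the sexes, and here the edgeR adjusted p was 0.779; only limma without a log called it. The paper reports a difference for stwl, and here the adjusted p was 0.0247; limma without a log, the spline with 3 degrees of freedom and DESeq2 called it. The paper gives ac as higher in females from the start of its transcription, and here the female to male ratio in cluster 2 was 1.17 (exact permutation test, p = 0.654, n = 5 and 6); in cluster 3 all 4 females lay above both males (ratio 1.65, p = 0.133) and in cluster 4, with 1 male, the ratio was 3.64, but none of the 9 settings called it. The paper states that msl-2 is higher in males almost from its onset, and here both males of cluster 3 lay above all 4 females (ratio 0.419, the smallest exact permutation p is 0.0667), but the female to male ratio was 1.87 in cluster 4, with 1 male, and 0.840 in cluster 5 (exact permutation test, p = 0.595, n = 3 and 6). The paper describes pre-rRNA:CR45847 as present in males alone, and here the females of clusters 4 to 9 had 4 UMIs and the males 411.

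Of the 20 minor ZGA genes, 17 were below 20% of their highest mean in cluster 9. The paper names CG6885 as an exception to a sharp, transient peak, and here it was at 2.20%. l(1)sc, which the paper does not name as an exception, was at 100%. The level in cluster 9 does not measure how sharp a peak is. CG6885 went from 23.8 normalized counts in cluster 5 to 18.8 in cluster 6 and 15.0 in cluster 7. l(1)sc fell from 24.2 in cluster 4 to 0.875 in cluster 5 before its later rise. The paper calls CG6707 and Pgam5 the least variable transcripts of most of the time course, and here they ranked 15 and 6 of 4099 genes over clusters 1 to 5, 9 and 5 of 4051 over clusters 1 to 7, and 170 and 75 of 4128 over clusters 1 to 4. The paper describes maternal decay up to cluster 5, and here 2 lines fitted to the lowered maternal transcripts met later, in a 95% bootstrap interval from 64 to 71; the fit of 3 lines, chosen after the values were seen, put its second turn at position 51.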

Other observations

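The splits of embryos between clusters and cages and of the sexes for all genes, the test of limma with permuted sexes, and the test of the maternal rise from cluster 6 were chosen only after the results were seen; the tests of the maternal rise with TMM factors and over single genes, and the splits for X-linked genes, were set before.

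The 2465 lowered maternal transcripts were 2.41 times higher in cluster 9 than in cluster 5 (15422 ± 2455 and 37234 ± 2140 normalized counts, SD, n = 9 and 9; exact permutation test, p = 4.11e-05), while the other 3867 maternally deposited genes had a ratio of 0.879. Scaling to one total is argued against by a ratio of 2.56 with TMM factors. A choice of genes for low values in cluster 5 is argued against by a ratio of 2.62 from cluster 6, which did not enter the choice. A few abundant genes are argued against by a median ratio over genes of 2.61. Of the 2465 genes, 1912 (77.6%) were higher in cluster 9, 1453 (58.9%) at least 2-fold, and 11.7% were at least 2-fold lower. The 20 genes of largest rise made up 19.5% of it; the leading 5, named after their values were seen, were stg, CG2865, Imp, rdx and Cks30A. New transcription of these genes in the embryo may contribute, a hypothesis that was not tested. The libraries of the embryos were not assigned, but clusters 5 and 9 each hold embryos whose totals equal barcode totals of either library. The sums ran from 12211 to 19722 normalized counts in cluster 5 and from 34601 to 41818 in cluster 9. These values argue against library as the whole cause of the rise in these embryos.

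Other splits of the same embryos test whether chance alone gives as many calls. For clusters 1 and 2, 2 and 3, 4 and 5, and 1 and 5, only 1 of 100 splits, the real one, gave as many, and for clusters 3 and 4 only 1 of 84, so chance can be excluded for these calls; the clusters were defined from the same expression values, which these splits do not address. For the cages, edgeR called 0 genes (450 at an unadjusted p below 0.05; DESeq2 0), a number that all 30 of 30 splits reach by definition, so the splits cannot say whether chance is excluded. For the sexes, 3 of 50 splits gave edgeR as many calls, so chance cannot be excluded for the total number, while for X-linked genes 1 of 50 did, so it can. For the 12 called genes that are not X-linked, 6 of 50 splits gave as many, so chance cannot be excluded for their number. The splits count calls and do not test single genes. Among the 12, the lowest edgeR adjusted p values were 2.74e-11 (msl-2) and 1.09e-06 (pre-rRNA:CR45847). For limma without a log the numbers were 7 of 100 for all genes, where chance cannot be excluded, and 3 of 100 for X-linked genes, where it can. For its 67 called genes that are not X-linked the number was 9 of 100, where chance cannot be excluded for their number.

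With permuted sexes, limma on normalized counts without a log called a median of 18 genes, where edgeR called a median of 0 for its own permuted sexes. Unequal variance on a scale without a log may therefore contribute to its larger number of calls. No biological explanation was tested for this.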
